# Aspartate signaling drives lung metastasis via alternative translation

**DOI:** 10.1038/s41586-024-08335-7

**Published:** 2025-01-01

**Authors:** Ginevra Doglioni, Juan Fernández-García, Sebastian Igelmann, Patricia Altea-Manzano, Arnaud Blomme, Rita La Rovere, Xiao-Zheng Liu, Yawen Liu, Tine Tricot, Max Nobis, Ning An, Marine Leclercq, Sarah El Kharraz, Panagiotis Karras, Yu-Heng Hsieh, Fiorella A. Solari, Luiza Martins Nascentes Melo, Gabrielle Allies, Annalisa Scopelliti, Matteo Rossi, Ines Vermeire, Dorien Broekaert, Ana Margarida Ferreira Campos, Patrick Neven, Marion Maetens, Karen Van Baelen, H. Furkan Alkan, Mélanie Planque, Giuseppe Floris, Albert Sickmann, Alpaslan Tasdogan, Jean-Christophe Marine, Colinda L.G.J. Scheele, Christine Desmedt, Geert Bultynck, Pierre Close, Sarah-Maria Fendt

## Abstract

Lung metastases occur in up to 54% of patients with metastatic tumors^1,2^. Contributing factors to this high frequency include the physical properties of the pulmonary system and a less oxidative environment that may favor the survival of cancer cells^3^. Moreover, secreted factors from primary tumors alter immune cells and the extracellular matrix of the lung creating a permissive pre-metastatic environment primed for the arriving cancer cells^4,5^. Recently, it was shown that also nutrients are primed during pre-metastatic niche formation^6^. Yet, whether and how nutrients available in future organs of metastases confer cancer cells with aggressive traits is mostly undefined. Here, we discovered that pulmonary aspartate triggers a cellular signaling cascade in disseminated cancer cells resulting in a translational program that boosts lung metastasis aggressiveness. Specifically, we observe that patients and mice with breast cancer have high concentrations of aspartate in their lung interstitial fluid. This extracellular aspartate activates the ionotropic N-methyl-D-aspartate (NMDA) receptor in cancer cells, which induces CREB-dependent expression of deoxyhypusine hydroxylase (*DOHH*). The latter is essential for hypusination, a posttranslational modification required for the activity of the non-classical translation initiation factor eIF5A. In turn, a translational program with TGF-β signaling as a central hub promotes collagen synthesis in lung-disseminated breast cancer cells. We detect key proteins of this mechanism in lung metastases from patients with breast cancer. In summary, we discover that aspartate, a classical biosynthesis metabolite, functions in the lung environment as an extracellular signaling molecule promoting metastasis aggressiveness.

## Alternative translation promotes aggressiveness

To investigate lung metastasis aggressiveness, we performed single-cell RNA-sequencing (scRNA-seq) of metastases growing in healthy lungs and in lungs primed with tumor-secreted factors (TSF) from 4T1 breast tumors, which results in a more aggressive metastatic disease (Extended Data Figure 1a-d). Focusing on the cancer cell populations we discovered that several gene sets indicative of increased translation were enriched in the metastases from TSF treated mice (Figure 1a, Extended Data Figure 1e). After excluding an involvement of classical regulators of translation (Extended Data Figure 1f, g), we investigated non-classical activators of translation. We discovered an increased activity of the translation initiation/elongation factor eIF5A^7^ based on its hypusination -an activating posttranslational modification exclusively present on eIF5A^8^ (Extended Data Figure 1h)- in aggressive 4T1 and EMT6.5 lung metastases from TSF treated mice and in spontaneous 4T1 metastases compared to control (Figure 1b-d). To investigate whether eIF5A activity drives metastasis aggressiveness, we reduced eIF5A hypusination by targeting its first enzymatic step catalyzed by deoxyhypusine synthase (DHPS, Extended Data Figure 1h,i). Indeed, silencing *Dhps* in 4T1 and EMT6.5 breast cancer cells abrogated the metastatic aggressiveness induced by TSF and impaired spontaneous metastasis growth (Figure 1e-h). Thus, we concluded that lung metastasis aggressiveness is mediated by eIF5A hypusination.

## Aspartate induces eIF5A hypusination

To identify the trigger of eIF5A hypusination in aggressive metastases, we analyzed the nutrient concentrations in lung interstitial fluid from TSF-primed versus control mice. Most nutrient concentrations did not change significantly (Figure 1i). An exception was aspartate, an amino acid that is very low in blood plasma and that is mostly *de novo* synthesized in cancer cells for the biosynthesis of nucleotides and proteins. In TSF-primed mice or in the presence of a primary breast tumor, lung aspartate increased to almost millimolar levels (Figure 1i, Extended Data Figure 1j,k). This increase did not occur in other organs or in mice with non-metastatic primary breast tumors (Extended Data Figure 1k-m). Next, we investigated whether aspartate induces eIF5A hypusination and lung metastasis aggressiveness. We pre-treated mice with aspartate or PBS (vehicle; i.p.) for 10 days, which resulted in a similar increase in aspartate in lung interstitial fluid as TSF treatment, without changing circulating aspartate (Extended Data Figure 1n-p). Subsequently, we injected the mice with 4T1 or EMT6.5 cancer cells. Metastases from aspartate pre-treated mice displayed elevated eIF5A hypusination (Figure 1j, Extended Data Figure 1q) and increased metastasis aggressiveness based on the total number of cancer cells detected in the lung (Figures 1k). Moreover, decreasing eIF5A hypusination with *Dhps* silencing abrogated aspartate-induced metastasis aggressiveness (Figure 1l, Extended Data Figure 1r). Thus, we concluded that lung aspartate triggers eIF5A hypusination and promotes metastasis aggressiveness.

## Lung-like medium promotes aggressiveness

To assess our *in vivo* findings in cultured cells, we grew tumor spheroids from mouse 4T1 and human MCF10A H-Ras^V12^ breast cancer cells^6,9,10^, mouse B16F10 melanoma cells and human HUH7 hepatocellular carcinoma cells in medium resembling the glucose, amino acid, and organic acid concentrations of lung interstitial fluid and deprived or supplemented this media with 700 μM aspartate (lung-like medium, LLM; Supplementary Table 1). In line with our *in vivo* data, aspartate supplementation increased eIF5A hypusination and tumor spheroid growth (Extended Data Figure 2a-d). We verified increased overall translation and an enrichment of translation-related gene sets in MCF10A H-Ras^V12^ and/or 4T1 spheroids upon aspartate supplementation (Extended Data Figure 2e,f). *Dhps* silencing abrogated the aspartate-induced tumor spheroid growth (Figure 2a,b), which was phenocopied by *eIF5A1* and to some extent *eIF5A2* silencing (Extended Data Figure 2g-i). This shows that the LLM-based spheroid model recapitulates our *in vivo* findings.

## Aspartate promotes NMDA receptor activity

Next, we assessed the fate of aspartate in tumor spheroids with ^13^C tracer analysis^11^. When supplementing ^13^C_4_-aspartate to 4T1 tumor spheroids, we unexpectedly found that aspartate was not metabolized into its downstream products (Extended Data Figure 2j,k) suggesting that aspartate may bind to a cell surface protein. Therefore, we analyzed intracellular and cell surface aspartate separately (Extended Data Figure 2l) and found that most of the detected ^13^C_4_-aspartate was on the cell surface (Figure 2c). Therefore, we looked for receptors that can bind aspartate. The N-methyl-D-aspartate (NMDA) receptor, an ionotropic receptor of the brain activated by glutamate and glycine, can also bind aspartate, and the glutamate ionotropic receptor NMDA type subunit 2D (GRIN2D) is in biochemical assays the most responsive L- and D-aspartate binding subunit^12^. Therefore, we focused on GRIN2D. Indeed, *Grin2d* silencing significantly decreased the fraction of ^13^C_4_-aspartate, but not ^13^C_5_-glutamate, on the cell surface (Figure 2c, Extended Data Figure 2m). D-aspartate, but not glutamate, increased tumor spheroid growth and eIF5A hypusination (Extended Data Figure 2n-p). This non-responsiveness to glutamate may be explained by the observation that Grin2d was localized at the cell surface of cancer cells in 4T1 lung metastases (Extended Data Figure 2q), while *Grin2b*, encoding the classical glutamate-responding NMDA receptor subunit, was hardly expressed compared to *Grin2d* in 4T1 metastases (Extended Data Figure 2r). Next, we assessed NMDA receptor activity by measuring intracellular calcium response. We found that only aspartate, but not glutamate, stimulated a Grin2d-dependent calcium response, that was abrogated by the NMDA receptor inhibitor MK-801^13^ (Figure 2d, Supplementary Movie 1,2,3, Extended Data Figure 2s,t). Thus, we concluded that aspartate binds to Grin2d and activates the NMDA receptor in cancer cells.

## Hypusination depends on NMDA receptor activity

Next, we asked whether the NMDA receptor activity regulates eIF5A hypusination. In this line, *Grin2d* silencing decreased aspartate- or TSF-induced hypusination in tumor spheroids and/or lung metastases (Figure 2e, Extended Data Figure 3a, b) as well as tumor spheroid (4T1, MCF10A H-Ras^V12^) and/or lung metastasis (4T1 and EMT6.5) growth (Figure 2f, g, Extended Data Figure 3c, d). The same result was observed upon treatment with MK-801 (Extended Data Figure 3e, f) or the clinically approved NMDA receptor inhibitor memantine^13^ (Figure 2h). Thus, we conclude that the activation of the NMDA receptor by aspartate induces eIF5A hypusination and lung metastasis aggressiveness.

## NMDA receptor activity increases DOHH

Next, we investigated how NMDA receptor activity increases eIF5A hypusination. The activity of DHPS and deoxyhypusine hydroxylase (DOHH) is required for hypusination (Extended Data Figure 1h). We observed that aspartate increased *Dohh*, but not *Dhps*, expression in tumor spheroids (Extended Data Figure 3g) and the same was observed in lung metastases from mice treated with TSF (Extended Data Figure 3h). Moreover, the aspartate induced increase in DOHH expression was abrogated by *Grin2d* silencing in tumor spheroids (Extended Data Figure 3i). Accordingly, DOHH and hypusine were co-expressed in lung metastases of aspartate pre-treated mice compared to control or *Grin2d* silenced metastases (Figure 3a). Importantly, overexpression *of Dohh* was sufficient to increase eIF5A hypusination and tumor spheroid growth in the absence of aspartate (Extended Data Figure 3j,k) and metastasis aggressiveness in control mice (Figure 3b). Thus, this demonstrates that increased *DOHH* expression is sufficient to promote eIF5A hypusination resulting in more aggressiveness lung metastases.

Next, we asked how NMDA receptor activity induces DOHH expression. We computationally predicted potential transcription factors regulating *DOHH* using the Harmonizome database^14^. Out of the predicted transcription factors only cAMP response element-binding protein (CREB) was known to be regulated by NMDA receptor activity^15^ (Extended Data Figure 3l). In this line, we observed that aspartate induced CREB phosphorylation, which decreased upon *Grin2d* silencing in tumor spheroids and lung metastases (Extended Data Figure 3m, n). Moreover, inhibition of CREB with Compound 3i^16^ decreased *Dohh* (but not *Dhps*) expression, eIF5A hypusination and tumor spheroid growth (Extended Data Figure 3o-q). Thus, we concluded that aspartate-induced NMDA receptor activity results in CREB phosphorylation driving increased *DOHH* expression.

## eIF5A-induced translation increases collagen

Next, we addressed which translational program is activated downstream of eIF5A hypusination using polysome profiling. 

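Polysome profiling sorts mRNA on a sucrose gradient by the number of ribosomes it carries. In this experiment, RNA from the polysomal fraction and from the sub-polysomal fraction of spheroids of 4T1, a mouse mammary carcinoma cell line, was sequenced as mRNA libraries. The spheroids were grown for 5 days in lung-like medium under 4 conditions: with a scramble shRNA and 700 μM aspartate (ASP shSCR), with a scramble shRNA and no added aspartate (NoASP shSCR), and with aspartate and an shRNA against Grin2d (ASP shGRIN2D) or Dhps (ASP shDHPS). Each condition had 4 independent spheroid pellets and each pellet gave both fractions, so there were 32 libraries. The authors trimmed the reads, aligned them to the GRCm39 genome, quantified them per gene and rounded the estimates to whole numbers, and they deposited these counts for 17757 genes without normalization. The total count per library ranged from 12870563 to 25639437, with a median of 18168765. In ASP shSCR, the polysomal libraries held 16938122 to 20583258 counts (median 19941521.5) and the sub-polysomal libraries 17317370 to 25639437 (median 19073358). In NoASP shSCR, the totals were 17410032 to 21649049 (median 19314131) for the polysomal and 12870563 to 19684386 (median 17945500) for the sub-polysomal libraries. In ASP shGRIN2D, they were 14571913 to 22075701 (median 18271512.5) and 15614647 to 21730239 (median 17368437.5), respectively. In ASP shDHPS, they were 16552357 to 18225962 (median 17985446) and 16391556 to 21661418 (median 18227824).
From these counts, differences in translation were tested for each gene with edgeR's quasi-likelihood test after TMM normalization. The model had 1 term for each pellet, which pairs the fractions of that pellet, and 1 log2 ratio of polysomal to sub-polysomal RNA for each condition. The ratio of ASP shSCR was compared with that of each other condition, over all 17757 genes and with Benjamini-Hochberg adjustment. Gene sets were scored by repeating the procedure of the paper's Methods on the counts, with DESeq2, ashr shrinkage, the translation ranking metric TRM and fgsea with a fixed seed.
The silenced genes were measured in the same libraries, with each fraction fitted on its own by edgeR. Dhps (ENSMUSG00000060038, chromosome 8 of GRCm38 from 85071757 to 85075162) had 9.50 ± 0.813 CPM (SD, n = 4) in the sub-polysomal libraries of ASP shDHPS and 38.2 ± 4.06 (SD, n = 4) in those of ASP shSCR. This was a log2 change of −2.01 (standard error 0.16, edgeR adjusted p = 1.11e-08), and the polysomal libraries gave −1.64 (standard error 0.23, adjusted p = 0.0166). Grin2d (ENSMUSG00000002771, chromosome 7 of GRCm38 from 45831883 to 45878378) was detected with few reads, 30 to 56 per sub-polysomal library of ASP shGRIN2D and 56 to 126 per library of ASP shSCR. Its log2 change was −0.88 (standard error 0.29, edgeR adjusted p = 0.232) in the sub-polysomal and −1.14 (standard error 0.33, adjusted p = 0.262) in the polysomal libraries, a lower level that did not pass the threshold at this depth. The level left was 54.5% (edgeR unadjusted p = 0.0059) and 45.6% (unadjusted p = 0.00266) of that in ASP shSCR, respectively. The paper checked the silencing of Grin2d in 4T1 spheroids by quantitative PCR. The alternative that moved the adjusted p in the polysomal libraries most was leaving out ASP shSCR replicate 1, with an edgeR adjusted p of 0.66, and DESeq2 gave an adjusted p of 0.0739.

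**Figure D1:**
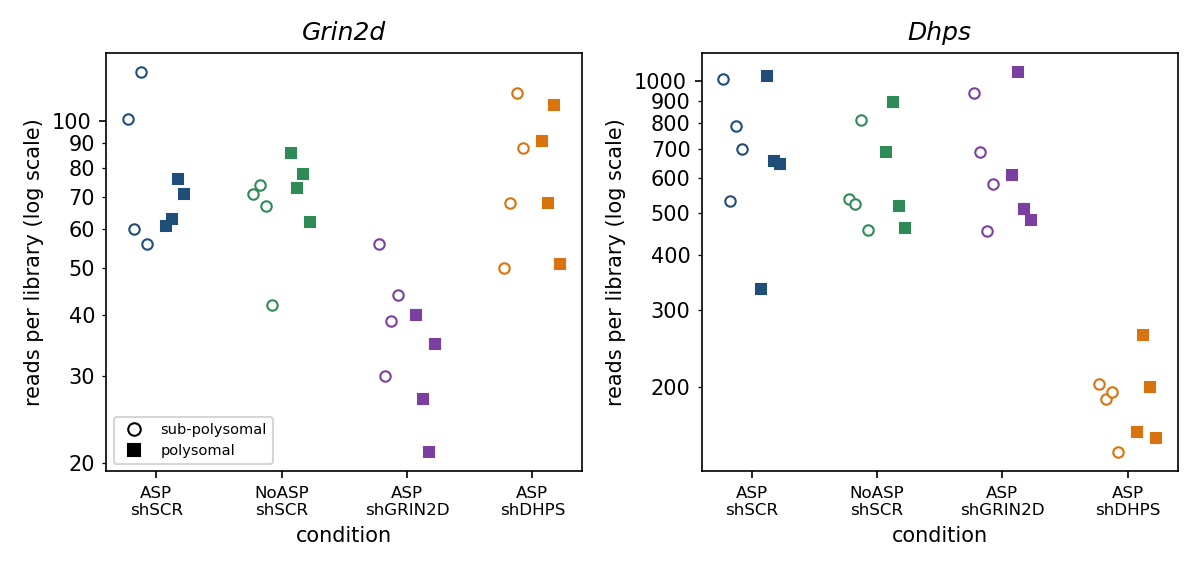
Reads counted on Grin2d and Dhps in each of the 32 libraries, by condition on the x axis and on a log scale on the y axis, with open circles for sub-polysomal and filled squares for polysomal libraries. In ASP shDHPS every library held 142 to 263 reads of Dhps, fewer than any library of ASP shSCR.

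To compare whole libraries, each was placed on a scale from 0, the mean sub-polysomal profile of the other 3 conditions, to 1, their mean polysomal profile, over the 11046 genes with at least 10 counts in every library. The polysomal library of ASP shSCR replicate 1 lay at 0.373, whereas the other 15 polysomal libraries lay between 0.777 and 1.27 and the 16 sub-polysomal libraries between −0.114 and 0.162.

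**Figure D2:**
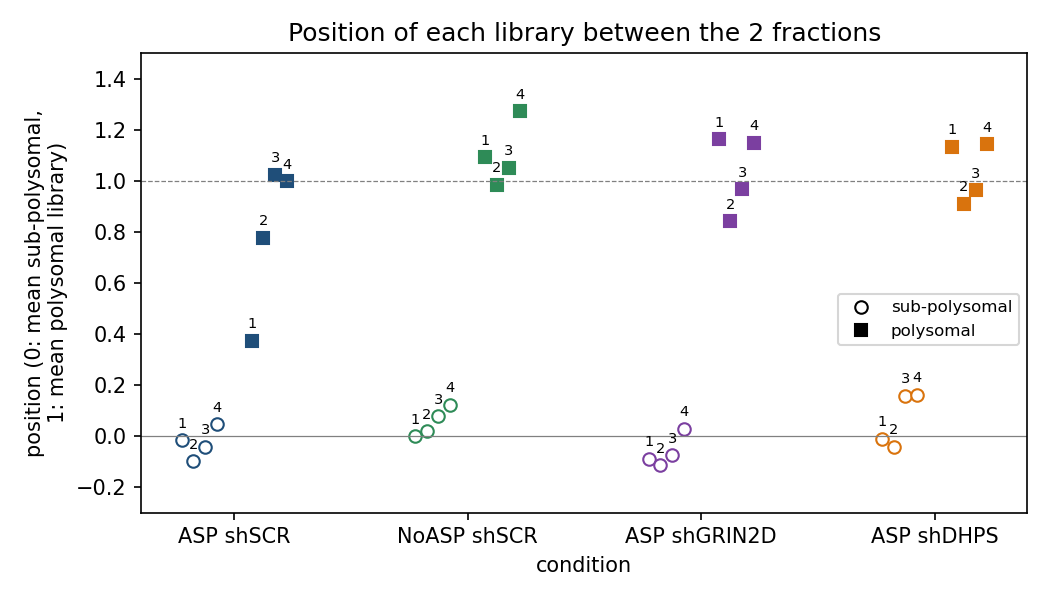
Position of each of the 32 libraries between the mean sub-polysomal profile (0) and the mean polysomal profile (1) of the other conditions, by condition, with replicate numbers beside the symbols. The polysomal library of ASP shSCR replicate 1 lies apart, at 0.373.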

We identified multiple signatures indicative of TGF-β signaling among the highest ranking gene sets regulated by aspartate and decreased upon *Dhps* and *Grin2d* silencing (Extended Data Figure 4a,b), which was functionally confirmed by analyzing the phosphorylation of the canonical TGF-β signaling target SMAD3^17^ (Extended Data Figure 4c). Moreover, inhibition of TGF-β with LY364947 decreased aspartate-induced SMAD3 phosphorylation and tumor spheroid growth (Extended Data Figure 4d-e). Accordingly, lung metastases from aspartate pre-treated mice displayed a co-expression of hypusine and phosphorylated SMAD3 compared to control and *Grin2d* silenced metastases (Figure 4a). Thus, we concluded that eIF5A hypusination increases canonical TGF-β signaling. 

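Of the 2998 gene sets with 3 to 1500 members among the genes counted, 782 had a positive NES in all 3 comparisons, and 18 of these carried TGF-β or SMAD in their names. When these 782 were ranked by mean NES, 5 of the top 15 were TGF-β gene sets, and they were the 5 sets highlighted in Extended Data Figure 4a. WP_TGFBETA_SIGNALING_PATHWAY (127 genes) ranked 3, with an NES of 1.42 against NoASP shSCR, 1.43 against ASP shGRIN2D and 1.65 against ASP shDHPS. PID_TGFBR_PATHWAY (52 genes) ranked 4, with an NES of 1.37, 1.51 and 1.62 in the same order. HALLMARK_TGF_BETA_SIGNALING (51 genes) ranked 5, with 1.27, 1.57 and 1.62. REACTOME_SIGNALING_BY_TGF_BETA_RECEPTOR_COMPLEX (70 genes) ranked 9, with 1.49, 1.52 and 1.39, and REACTOME_SIGNALING_BY_TGFB_FAMILY_MEMBERS (92 genes) ranked 11, with 1.43, 1.52 and 1.45. The sets share members, and together they hold 222 genes.
After Benjamini-Hochberg adjustment over all gene sets of a comparison, 3 of the 15 scores had an adjusted p from fgsea under 0.05, all of them against ASP shDHPS. These were WP_TGFBETA_SIGNALING_PATHWAY (adjusted p = 0.00715 by fgsea's permutation of genes), HALLMARK_TGF_BETA_SIGNALING (adjusted p = 0.0368) and PID_TGFBR_PATHWAY (adjusted p = 0.0425). With another seed for fgsea's random draws, 1 of the 15 stayed under 0.05. The adjusted p values ranged from 0.25 to 0.653 against NoASP shSCR and from 0.057 to 0.155 against ASP shGRIN2D. Adjusted over the list alone, 13 of the 15 scores were under 0.05, which is not independent evidence because the study chose these sets on the same libraries. Camera with a preset correlation of 0.01 between genes gave an adjusted p under 0.05 for 0 of the 15 scores, and so did camera with an estimated correlation and fry. All 15 scores pointed up in these 3 tests, with an unadjusted p under 0.05 for 9, 4 and 6 of them, respectively.
The mean NES of the 5 sets over the 3 comparisons was 1.49. The alternative that moved the ranking and the mean NES most was leaving out ASP shSCR replicate 1, with a mean NES of 1.15. Without this pellet 0 TGF-β sets were among the top 15, the ranks of the 5 sets ran from 36 to 537 and the 15 scores stayed positive. Without 5 other pellets, each left out alone, 1 TGF-β set was among the top 15, and all 5 sets stayed there in 3 of the 16 fits, with a mean NES of 1.15 to 1.55 over these fits. With all pellets, 1 TGF-β set was among the top 15 with a TRM computed from differences without shrinkage (mean NES 1.31). The number was also 1 with edgeR's signed p value as the metric (1.63) and with the replicate number as a block across conditions (1.355). It was 2 with the Wald statistic (1.69). All 5 highlighted sets stayed there with gene sets of 15 to 500 genes and with at least 10 counts in every library. They also did with size factors within each fraction and with another seed. Without the pellet term, 4 TGF-β sets were there, 3 of them highlighted. The 222 genes have longer transcripts than all matched genes (median 3802 against 2604 nucleotides), and after a trend of the TRM on transcript length and GC content was removed, 1 of the 5 sets stayed among the top 15 and the mean NES was 1.37. On the basis of this ranking and its word cloud, the paper reports several TGF-β signatures among the gene sets regulated by aspartate. It states that they were lowered by silencing of Dhps and Grin2d. Its further evidence for TGF-β signaling came from SMAD3 phosphorylation in spheroids (Extended Data Figure 4c) and metastases and from a TGF-β inhibitor. These libraries do not test that evidence.

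**Figure D3:**
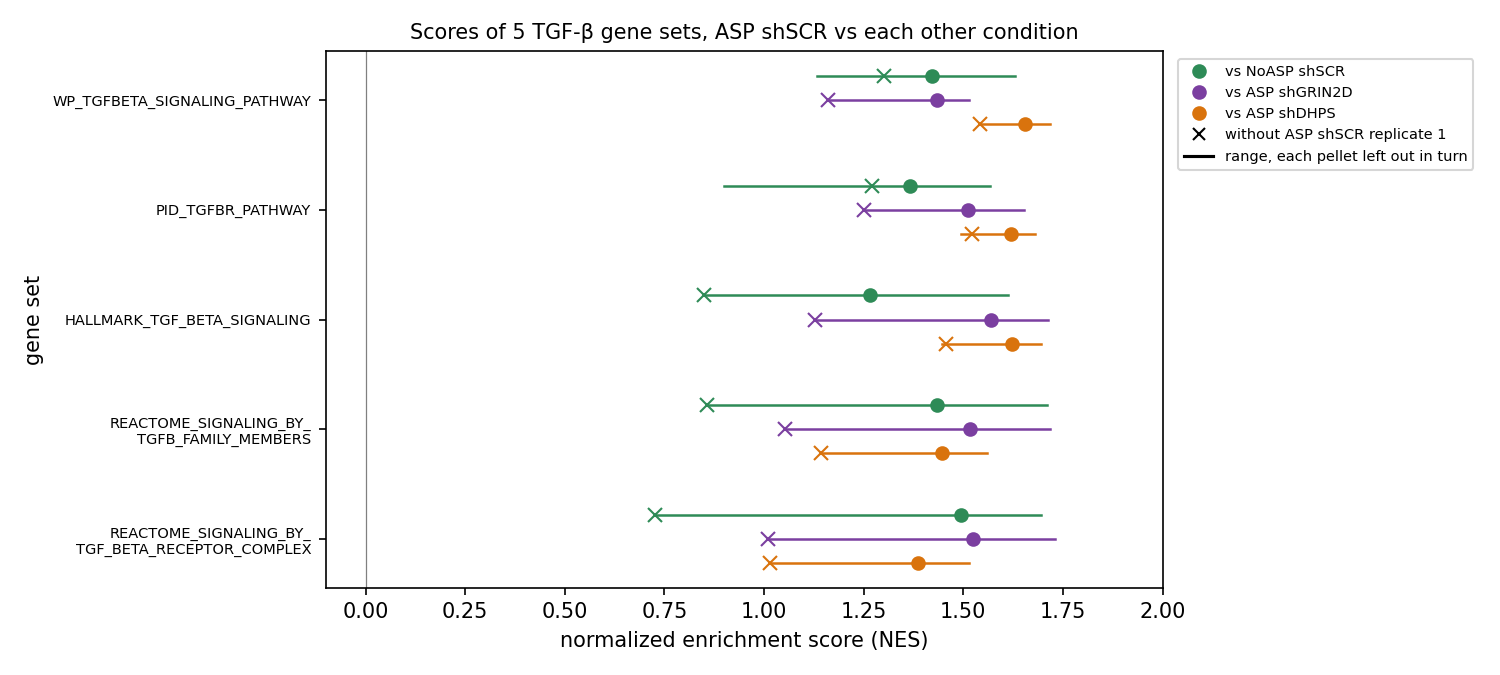
NES (x axis) of the 5 TGF-β gene sets (y axis) for ASP shSCR against each other condition, by color. Dots give the score from all 16 pellets, lines the range with each pellet left out in turn, and crosses the score without ASP shSCR replicate 1, which is 0.726 at its lowest.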

Next, we asked how TGF-β signaling enables the aggressiveness of lung metastases. We focused on collagen synthesis which is known to be regulated by TGF-β signaling^17^ and to promote lung metastasis^10^. In line, we found a signature indicative of collagen remodeling in lung metastases from TSF treated mice (Extended Data Figure 4f). Moreover, we detected increased *COL1A1* expression and collagen-I abundance in aspartate treated tumor spheroids (Extended Data Figure 4g,h), which decreased upon *Dhps* and *Grin2d* silencing well as inhibition of TGF-β signaling (Extended Data Figure 4i-k). In addition, we observed that collagen-I supplementation rescued the impaired the growth of *Dhps* and *Grin2d* silenced as well as TGF-β inhibitor treated 4T1 spheroids (Extended Data Figure 4l,m). Accordingly, aggressive metastases from mice pre-treated with aspartate showed an increased abundance of collagen I-III as well as COL1A1 and COL6A1 compared to control (Figure 4b,c, Extended Data Figure 4n), which was abrogated by *Dhps* and *Grin2d* silencing (Figure 4b,c, Extended Data Figure 4n). Thus, we show that the translational program induced by eIF5A hypusination converges via TGF-β signaling into metastasis promoting collagen synthesis by cancer cells.

## Evidence of aspartate signaling in patients

Finally, we investigated lung metastases from patients with breast cancer collected via the rapid *postmortem* tissue donation program UPTIDER (KU/UZ Leuven)^18^ and publicly available gene expression data. In line with our mouse data, we found that breast cancer patients had increased aspartate concentrations in their lung interstitial fluid (*n*=3 patients without cancer, *n*=10 patients with breast cancer, Figure 5a). Accordingly, lung metastases (*n*=16) showed increased expression of *GRIN2D* (but not other NMDA receptor subunits) compared to other metastatic sites (bone, brain and liver, *n*=20 jointly) in a cohort of metastatic breast cancer patients (Figure 5b, Extended Data Figure 5a). Lung metastases also displayed higher eIF5A hypusination compared to adjacent (non-tumor) tissues from patients with breast cancer (*n*=3, Figure 5c). Moreover, we also identified an increased translation initiation/elongation signature in lung metastases (*n*=16) of breast cancer patients compared to metastases from other organs (*n*=20) (Figure 5d). Additionally, we found that lung metastases showed increased GRIN2D, hypusine, DOHH, phosphorylated CREB, phosphorylated SMAD3, COL1A1, COL6A1 and collagen I-III compared to adjacent (non-tumor) tissues in breast cancer patients (*n*=7, Figure 5e,f, Extended Data Figures 5b-d,6). Thus, we provide evidence for aspartate signaling in lung metastases from patients with breast cancer.

Taken together, we discovered a novel function of aspartate as signaling molecule in cancer cells promoting metastasis aggressiveness. Specifically, we found that pulmonary aspartate activates the NMDA receptor which promotes eIF5A hypusination and in turn an alternative translation program driving collagen synthesis (Figure 5g). Aspartate is very low in blood plasma, and was considered to be predominantly important for fueling protein and nucleotide synthesis as well as maintaining redox homeostasis^19^. Several cancers have been shown to express the NMDA receptor^20,21^. However, its role in cancer cells has been mainly linked to pseudosynaptic behavior and glutamate metabolism^21–23^. In addition, it was shown that TGF-β can induce eIF5A hypusination in high-grade metastatic breast cancers, increasing the translation of the pro-metastatic non-receptor tyrosine kinase PEAK1^24^. Here, we add a novel mechanism by identifying extracellular aspartate as a signaling molecule binding the NMDA receptor, NMDA receptor activity as an inducer of eIF5A activity via hypusination and eIF5A-induced translation as a regulator of collagen synthesis.

Cancer cell plasticity is essential for metastasis formation^25,26^, and this plasticity often depends on translational reprograming^27^. Here, we show for the first time that nutrient priming of the lung by the secretome of primary breast tumors leads in disseminated cancer cells to the induction of an alternative translational program resulting in metastasis aggressiveness. Our findings may open new research lines on aspartate as an *extracranial* signaling molecule regulating alternative translation and nutrient priming of the pre-metastatic niche as an inducer of metastases aggressiveness. Moreover, the existence of clinically approved NMDA receptor and DOHH inhibitors may facilitate the translation of these findings towards clinic impact.

## Methods

### Cell culture

Human MCF10A breast epithelial cells, HEK293T epithelial cells, mouse 4T1 mammary gland cancer cells and human HUH7 hepatocellular carcinoma cells were obtained from ATCC. Mouse EMT6.5 mammary gland cancer cells were provided by R. Anderson (Peter MacCallum Cancer Center). Mouse B16F10 melanoma cells were provided by Prof. Ilaria Elia (KU Leuven). Mouse 4T07 cells were provided by Prof. Ana Gomes (H Lee Moffitt Cancer Center). MCF10A cells expressing H-RasV12 (MCF10A H-Ras^12^) were generated as previously described^9^. Human MCF10A H-Ras^v12^ cells were maintained in Dulbecco’s Modified Eagle’s Medium F12 (DMEM/F12, Life Technologies) supplemented with 5% heat-inactivated horse serum (Life Technologies), 1% penicillin (50 U ml^-1^, Life Technologies), 1% streptomycin (50 μg ml^-1^, Life Technologies), 0.5 μg ml^-1^ hydrocortisone, 100 ng ml^-1^ cholera toxin, 10 μg ml^-1^ human insulin and 20 ng ml^-1^ recombinant human Epidermal Growth Factor (EGF). Human HEK293T and HUH7 cells were cultured in high-glucose (4.5 g l^-1^) Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies) supplemented with 10% heat-inactivated fetal bovine serum (Life Technologies), 1% penicillin (50 U ml^-1^, Life Technologies) and 1% streptomycin (50 μg ml^-1^, Life Technologies). Mouse 4T1, 4T07 and EMT6.5 cells were cultured in Roswell Park Memorial Institute (RPMI, Life Technologies) 1640 medium supplemented with 10% heat-inactivated fetal bovine serum (Life Technologies), 1% penicillin (50 U ml^-1^, Life Technologies) and 1% streptomycin (50 μg ml^-1^, Life Technologies). Mouse B16F10 cells were cultured in Roswell Park Memorial Institute (RPMI, Life Technologies) 1640 medium supplemented with 1% sodium pyruvate (1 mM, Gibco), 1% HEPES (10 mM), 10% heat-inactivated fetal bovine serum (Life Technologies), 1% penicillin (50 U ml^-1^, Life Technologies) and 1% streptomycin (50 μg ml^-1^, Life Technologies). All cells were screened to be mycoplasma free via routine testing with the MycoAlert Mycoplasma Detection Kit (Lonza) and the MycoStrip Mycoplasma Detection Kit (InvivoGen). For 3D spheroid growth assays, cells were plated on top of a soft agar mixture^9,28^ of 50% agar and 50% Lung-Like Medium (LLM, Supplementary Table 1). 4T1 and MCF10A H-Ras^v12^ cells were cultured for 3 to 5 days in freshly made (less than 3 days) LLM supplemented with or without 700 μM aspartate and with 5% heat-inactivated horse serum (Life Technologies) 1% penicillin (50 U ml^-1^, Life Technologies) and 1% streptomycin (50 μg ml^-1^, Life Technologies). MCF10A H-Ras^v12^ cells were further supplemented with 0.5 μg ml^-1^ hydrocortisone, 100 ng ml^-1^ cholera toxin, 10 μg ml^-1^ human insulin and 20 ng ml^-1^ recombinant human epithelial growth factor (EGF). 1.5% of reduced growth factor Matrigel (Corning) without phenol red and 1.5% Collagen I, Rat Tail (45 μg ml^-1^, Gibco) were added into LLM before seeding by using tips precooled to -20°C. The NMDA receptor inhibitor MK-801 (Tocris, 0924) was used at a final concentration of 50 μM. The CREB inhibitor Compound-3i, 666-15 (Selleck Chem, S8846) was used at a final concentration of 600 nM. The TGF-β inhibitor LY364947 (Selleck Chem, S2805) was used at a final concentration of 5 μM. Tunicamycin (Merck Millipore, T7765) was used at 0.1 μg ml^-1^. Representative images of 3D spheroids were taken at the end of the experiment (3-5 days) with the Motic Images Plus 2.0 software (Motic) and were quantified using a custom script in ImageJ.

### Generation of knockdown and overexpression cell lines

*Dhps, Grin2d, eIf5a1* and *eIf5a2* silenced cell lines were generated using the lentiviral pLKO-shRNA1.5 vector expressing shRNAs against *Dhps, Grind2d, eIf5a1* or *eIf5a2*. The abovementioned pLKO plasmids were obtained from the Belgian Coordinated Collections of Microorganisms (BCCM). The pLKO plasmid (SHC016) expressing a non-targeting shRNA sequence was used as control and was obtained from the BCCM. Briefly, lentiviral particles were produced in HEK293T cells. Transduction of 4T1, EMT6.5 and MCF10A H-Ras^v12^ was performed overnight and the medium was replaced the next day. Polyclonal cells were selected with puromycin (2 μg ml^-1^ for 4T1 cells, 1 μg ml^-1^ for EMT6.5 cells and 0.3 μg ml^-1^ for MCF10A H-Ras^v12^). To generate the *Dohh, Grin2d* and *Grin2b* overexpressing cell line, the pLVX-IRES-Hyg plasmid (Takara Bio, #632182) was digested with BamHI and XhoI (NEB). A codon optimized coding sequence of *Dohh, Grin2d* or *Grin2b* was purchased as a gBlock (Integrated DNA Technologies, IDT) and inserted into the pLVX-IRES-Hyg backbone using Gibson assembly (NEB). The empty pLVX-IRES-Hyg plasmid was used as control. Lentiviral particles were produced in HEK293T cells and cells were transduced overnight and fresh medium was replaced the next day. Polyclonal cells were selected with hygromycin at 100 μg ml^-1^. A list of sequences used to generate knockdown and overexpression cell lines is described in Supplementary Table 2. Validation of knockdown and overexpression cell lines by means of quantitative PCR and western blot analysis is present in Extended Data Figure 7.

### *In vivo* mouse experiments

All animal experiments were approved by the Institutional Animal Care and Research Advisory Committee of KU Leuven (ECD nos. P025/2020) in compliance with all relevant ethical regulations. Mice were housed under a regimen of 12 h light-12 h dark in non-SPF (conventional) facility with a constant supply of food and water. Temperature was checked daily and maintained at 22 ±2 °C, humidity was checked daily and maintained between 45-70%. Sample size was determined using power calculations with *B* = 0.8 and *P* < 0.05 based on preliminary data and in compliance with the 3R system: replacement, reduction, refinement. All mice were randomized before injections and samples were analyzed in a blinded manner. Female BALB/C (Envigo) mice (aged 6-8 weeks) were injected with 4T1 or EMT6.5 cells in the mammary fat pad (m.f.p., 1x10^6^ cells) in 50 μl PBS or intra venously (i.v., 25x10^3^ cells or 1x10^5^) in 100 μl PBS or intrasplenic (i.s., 25x10^3^ cells; spleen was surgically removed two minutes after injection: mice were anesthetized with 2% isofluorane in pure oxygen at 2L min^-1^ and Carprofen at 5mg kg^-1^ was administered subcutaneously before and after surgery) in 50 μL PBS. Mice were euthanized after 21-23 days (m.f.p.), 13-17 days (i.v.) or 14 days (i.s.) by intraperitoneal (i.p.) injection of 10 μl g^-1^ containing ketamine (100 mg kg^-1^)-xylazine (10 mg kg^-1^) for experiments involving organ dissociation or 50 μl of a 60 mg ml^-1^ Dolethal (pentobarbital sodium) solution (Vetoquinol) for experiments involving metastasis picking or IHC stainings. Primary tumor volumes (calculated using the following formula: *V* = (π/6) × length × width × height) were measured during every experiment using a manual calliper and weighted at the end of the experiment. During the course of the experiments, mice were monitored for detection of humane end points, determined using a score sheet (tumor size of 1.8 cm^3^, loss of ability to ambulate, labored respiration, surgical infection or weight loss over 10% of the initial body weight). For all experiments the tumor volume did not exceeded 1.8 cm^3^.

### Generation of Tumor-Secreted Factors and *in vivo* (pre-)metastatic niche formation

The induction of pre-metastatic niche formation was performed as previously described^6^. Briefly, for collecting Tumor Secreted Factors (TSF), 4T1 or EMT6.5 derived primary tumors were resected after 17 days from m.f.p. injection, cut into smaller pieces and incubated at 37 °C in 15 ml g^-1^ of tumor in Dulbecco’s Modified Eagle’s Medium (DMEM, Life Technologies) supplemented with 1% penicillin (50 U ml^-1^, Life Technologies) and 1% streptomycin (50 μg ml^-1^, Life Technologies). For control medium formation, the same medium was incubated in parallel. After 72 h, medium was filtered with a 70 μm cell strainer and centrifuged at 1,000 x g for 10 minutes. Supernatants from three biologically independent tumors were pooled together to cover for biological variability and 20 mM HEPES was added, subsequently medium was filtered with a 0.2 μm filter and stored at 4 °C for maximum 5 days from collection. Female BALB/C mice (6 weeks old) were then injected i.v. with 200 μl of TSF or control medium three times per week for three weeks and subsequently either euthanized (pre-metastatic niche: for lung interstitial fluid extraction or single-cell RNA sequencing), or injected i.v. with 25x10^3^ CD90.1-expressing 4T1 or EMT6.5 cancer cells and then euthanized after 16 (4T1) or 14 (EMT6.5) days after cancer-cell injection. Subsequently, lungs were analyzed for single-cell RNA sequencing, flow cytometry or protein analysis from snap-frozen metastatic tissues.

### *In vivo* aspartate priming of the lung microenvironment

Female BALB/C mice (6 weeks old) were injected with daily intra peritoneal (i.p.) injections of 20 mM aspartate dissolved in 100 μl PBS (pH 7.4), or PBS (pH 7.4) for 10 days. Afterwards, mice were either euthanized with 50 μl of a 60 mg ml^-1^ Dolethal (pentobarbital sodium) for lung interstitial fluid collection at 0, 4, 7, 10 or 14 days after the last i.p. injection or mice were injected with cancer cells for metastatic burden evaluation. Specifically, 4T1 or EMT6.5 expressing CD90.1 were injected i.v. (1x10^5^ cells) in 100 μl of PBS and after 14 (4T1) or 13 (EMT6.5) days, lungs were dissociated for flow cytometry analysis or metastatic tissues were snap-froze for protein analysis.

### *In vivo* Memantine treatment

Female BALB/C mice (6 weeks old) were injected (m.f.p.) with 4T1 cells expressing CD90.1, after 5 days (when the tumor nodule was palpable) mice were treated with daily i.p. injections (100 μL) of Memantine-HCl (5 mg kg^-1^, 1 mg ml^-1^) or vehicle (PBS) for 19 days. Afterwards, mice were euthanized for metastatic burden evaluation by flow cytometry analysis.

### RNA isolation, qPCR and Droplet Digital PCR gene expression analysis

Total RNA from cell lines was isolated using the TRIzol Reagent (Thermo Fisher Scientific) and the isolated RNA was quantified using the NanoDrop One Microvolume UV-Vias spectrophotometer (Thermo Fisher Scientific). RNA was reverse transcribed using the qScript cDNA Synthesis kit (Quantabio) and was measured by quantitative PCR (qPCR) using SYBR Green PCR Master Mix, Low ROX (Quantabio) on the 7500 Fast Real Time PCR System (Applied Biosystems, Life Technologies). Relative mRNA expression levels were determined by normalization relative to an endogenous housekeeping gene (Cyclophillin B or Rpl19). Droplet digital PCR was performed to determine the number of copies for *Grin2b* and *Grin2d* in 4T1 lung metastases (m.f.p., 25 days) using the QX200 Droplet Digital PCR system. Specifically, lung metastases were picked and ground, and total RNA from frozen tissues was isolated using TRIzol™ Reagent (Thermo Scientific). cDNA synthesis was performed using the qScript cDNA synthesis kit (Quantabio). Droplet digital PCR was performed following Bio-Rad guidelines (Bio-Rad). Specifically, a solution containing 21 uL of 2X ddPCR Supermix for probes (without dUTPs), 20x FAM Taqman probe (for *Grin2b* expression), 20x Hex Taqman probe (for *Grin2d* expression), 7 μL of diluted cDNA (for a final concentration of 1750 ng) and 1.4 μL of nuclease-free water. Droplets were created using a QX200 Droplet Generator and transferred to a 96-well PCR plate heat-sealed using foil sheets (Pierceable Foil Heat Seal, Bio-Rad, 1814040) and the PX1 PCR plate sealer. The Bio-Rad T100 thermal cycler system was used to amplify the droplets, starting with 3 min enzyme activation at 95 °C, followed by 40 cycles of 95 °C, 30 sec and 58 °C, 30 sec, 72 °C for 1 min, followed by 72 °C for 5 min. Fluorescence of each reaction was measured using the QX200 Droplet Reader (Bio-Rad) and the results were analyzed using the QuantaSoft software v.1.7.4.0917 (Bio-Rad) subsequent to threshold setting on positive controls. The resulting number of positive and negative droplets were used to calculate the concentration of cDNA copies μL^-1^ of the target genes in the final reaction. A list of primers is provided in Supplementary Table 3.

### Protein extraction and western blot analysis

Cultured 3D spheroids were collected in dPBS and lysed in RIPA buffer (Thermo Fisher Scientific, 89901) supplemented with protease (Merck Sigma, 5892970001) and phosphatase (Merck Sigma, 4906845001) inhibitors. Frozen tissues were ground with a tissue lyser and then incubated with RIPA buffer. Protein lysates were quantified with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225) and 10-20 μg of proteins were loaded on a precast gel NuPAGE Novex 4-12% Bis-Tris (Thermo Fisher Scientific, NP0336BOX). Proteins were subsequently transferred to a nitrocellulose membrane using the iBlot2 dry transferring system (Thermo Fisher Scientific, IB301031). Transferred membranes were blocked for 1 h at room temperature in a blocking solution of 5% milk or 5% bovine serum albumin in Tris Buffer Saline 005% Tween-20 (TBS-T). Subsequently, membranes were incubated overnight at 4 °C with primary antibodies against hypusine (EMD Millipore, ABS1064), eIF5A (BD Biosciences, 611976), phosphorylated CREB (Ser133) (Cell Signaling Technologies, 9198S), CREB (Cell Signaling Technologies, 9104S), phosphorylated SMAD3 (S423+S425) (Abcam, EP823Y), SMAD3 (Cell Signaling Technologies, 9513S), Grin2d (Novus Biological, NBP2-94573), Grin2b (Abcam, Ab93610), Dhps (Santa Cruz Biotechnology, sc-365077), puromycin (Merck Sigma, MABE343), phosphorylated eIF2α (Cell Signaling Technologies, 9721S), ATF4 (Cell Signaling Technologies, 11815S), β-Actin (Merck Sigma, A5441), β-Tubulin (Cell Signaling Technologies, 2146S). The primary antibodies were used at 1:1,000 dilution in 5% bovine serum albumin in TBS-T, except for anti-Hypusine (1:2,000), anti-ATF4, anti-Grin2d and anti-Dhps (1:500) and anti-β-Actin (1:10,000) antibodies. The day after, membranes were incubated with HRP-linked anti-rabbit (Cell Signaling Technologies, 7074S) or anti-mouse (Cell Signaling Technologies, 7076S) secondary antibodies used at 1:5,000 dilution in 5% milk in TBS-T. Bound antibodies were imaged using an ImageQuant LAS 4000 (GE Healthcare). For gel source data, see Supplementary Figure 1.

### SUnSET assay

Puromycin incorporation into newly synthesized protein was used to evaluate overall protein synthesis as previously described^29^. 4T1 and MCF10A H-Ras^v12^ 3D spheroids were cultured for 5 days in LLM with or without aspartate supplementation, afterwards spheroids were starved for 1 hr in Hank’s Balanced Salt Solution (HBSS, Gibco 14025-050) and then reactivated in LLM with or without aspartate and incubated with the protein synthesis inhibitor Cycloheximide (100 nM, Merck Sigma, C7698) or 0.001% DMSO for 1.5 hr; puromycin was added during the last 20 minutes of incubation at 10 μg mL^-1^. Next, colonies were collected for protein extraction, loaded on a precast gel and transferred as described above. Before blocking, membranes were blotted with Ponceau red and puromycin incorporation was evaluated via western blotting as described above.

### Polysome profiling and sequencing analysis

In order to determine genes whose protein translation is upregulated as a result of aspartate-driven NMDA-receptor signaling and downstream eIF5A hypusination, control (shSCR), GRIN2D-knockdown (shGRIN2D), and DHPS-knockdown (shDHPS) 4T1 spheroids were cultured for 5 days in LLM supplemented with 700 μM aspartate (ASP) and, in the case of control spheroids, also under no aspartate supplementation (NoASP-shSCR). Polysome isolation was performed as previously described^30,31^. Briefly, spheroids were collected and washed in ice-cold cycloheximide-supplemented PBS, lysed in hypotonic buffer (2.5mM MgCl_2_, 5mM TRIS pH 7.5, 1.5mM KCl supplemented with RNAse and protease inhibitors) and permeabilized by sequential addition of 0.5% Triton X-100 and 0.5% SDS. Lysates were then centrifuged for 7 minutes at 16,000 x g. For each condition, supernatant containing the cytosolic lysate was then loaded on top of a non-linear sucrose gradient (5% - 34% - 55%) and further ultracentrifuged at 200,000 x g for 2 hours at 4 °C. Total RNA input (~10% of the cytosolic lysate) was immediately lysed in Trizol solution (TriPure Isolation Reagent, ref. 11667165001, Sigma), snap-frozen in liquid nitrogen, and kept for RNA extraction (see section Total RNA sequencing). Pplysome fractions were collected using a piston gradient fractionator (BioComp). Matched polysomal (efficiently translated mRNA; associated with >3 ribosomes) and sub-polysomal (associated with <3 ribosomes) gradient fractions from 4 independent spheroid pellets per condition were then lysed in Trizol, snap-frozen in liquid nitrogen and kept at -80 °C for RNA extraction. mRNA library preparation was performed using the Illumina Stranded mRNA Prep kit (ref. 20040534, Illumina). After quantification with qPCR, libraries were sequenced on a NovaSeq 6000 System (Illumina) using the NovaSeq 6000 S4 Reagent kit v1.5 (ref. 20028312, Illumina), generating 2x150bp paired-end reads. The resulting reads were trimmed for adaptors and low-quality base calls using *Trim Galore!* (v0.6.6; https://github.com/FelixKrueger/TrimGalore), after which quality control was performed with *FastQC* (v0.11.9; https://www.bioinformatics.babraham.ac.uk/projects/fastqc). High-quality reads were then mapped to the mm39 reference mouse genome (GRCm39) using STAR (v2.6.1; https://github.com/alexdobin/STAR) and quantified using *Salmon* (v1.4.0; https://combine-lab.github.io/salmon). Gene counts for all 4 matched polysomal/sub-polysomal sample pairs collected under all 4 conditions of interest (ASP shSCR, ASP shGRIN2D, ASP shDHPS, NoASP shSCR) were processed simultaneously within the *DESeq2* (v1.34.0; https://bioconductor.org/packages/release/bioc/html/DESeq2.html) framework^32^. In brief, *Salmon*-derived counts were first rounded to the closest integers, after which genes with no expression in at least 3 out of 4 replicates for at least one of the 8 condition/fraction combinations were excluded from the analysis. Integer counts for the remaining 17757 genes were then modelled within *DESeq2*, using a design accounting for the paired nature of the polysomal/sub-polysomal fractions for each replicate and condition, of the form

Counts~Condition+Condition:Replicate+Condition:Fraction

where : denotes an interaction, *Condition* denotes either of ASP shSCR, ASP shGRIN2D, ASP shDHPS, or NoASP shSCR, *Fraction* denotes either of the sub-polysomal (reference level) or polysomal fractions, and *Replicate* = 1 ⋯ 4. Based on this design, the coefficients for the interaction terms *Condition: Fraction* directly represent the average log fold changes (log_2_ FC) in mRNA levels between the polysomal/sub-polysomal fractions for each of the 4 conditions of interest, accounting for replicate pairing. The differences between these log fold changes for the ASP shSCR condition and those for all other 3 conditions thus provide a measure of whether protein translation for a specific gene is altered in the presence of aspartate (ASP shSCR *vs* NoASP shSCR) or due to either NMDA-receptor activity (ASP shSCR *vs* ASP shGRIN2D) or hypusine production (ASP shSCR *vs* ASP shDHPS). These log fold-change differences were determined directly within *DESeq2*, further being subject to shrinkage using the *ashr* adaptive shrinkage estimator^33^ (https://github.com/stephens999/ashr). 

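By edgeR, 0 of the 17757 genes had an adjusted p under 0.05 for a difference in the polysomal to sub-polysomal ratio between ASP shSCR and NoASP shSCR, where 343 had an unadjusted p under 0.05. Between ASP shSCR and ASP shGRIN2D the count was 0 as well, with 571 genes under an unadjusted 0.05. Between ASP shSCR and ASP shDHPS, 37 genes passed the threshold, all with a higher ratio in ASP shSCR, and 2416 had an unadjusted p under 0.05. The alternative that moved this last count most was DESeq2's Wald test, with 626 genes, 417 of them higher and 209 lower in ASP shSCR. DESeq2's own filter gave 6541 genes no adjusted p here, so these calls are adjusted over fewer genes than the 37 from edgeR. These 626 genes are the ones with a q value under 0.05 in the authors' deposited table, and they include all 37 genes from edgeR. With DESeq2's size factors in place of TMM, the count from edgeR was 0 genes, with 2538 under an unadjusted 0.05. It ranged from 0 to 83 genes when each pellet of these 2 conditions was left out in turn, with 0 genes without ASP shSCR replicate 4, without ASP shDHPS replicate 1, without ASP shDHPS replicate 3 or without ASP shDHPS replicate 4, 1 gene without ASP shSCR replicate 2, and 83 without ASP shDHPS replicate 2. Against the mean of the other 3 conditions, 0 genes passed and 1311 had an unadjusted p under 0.05.
Among the 37 genes, the largest differences belonged to ENSMUSG00000094410, Ankrd26 and Rbm41, and in each of them every ASP shSCR pellet lay above every ASP shDHPS pellet. ENSMUSG00000094410 (chromosome 1 of GRCm38 from 133619940 to 133661318) had a log2 ratio of 1.02 ± 0.56 (SD, n = 4) in ASP shSCR and −0.91 ± 0.62 (SD, n = 4) in ASP shDHPS. The log2 difference was 1.94 (standard error 0.40, edgeR adjusted p = 0.0443) and stayed between 1.72 and 2.26 with each pellet left out in turn. Ankrd26 (ENSMUSG00000007827, chromosome 6 from 118501308 to 118562226) had log2 ratios of 1.52 ± 0.35 and −0.19 ± 0.17 (SD, n = 4 each), a difference of 1.74 (standard error 0.33, edgeR adjusted p = 0.0376). Rbm41 (ENSMUSG00000031433, chromosome X from 139889511 to 139998595) had log2 ratios of 0.90 ± 0.47 and −0.69 ± 0.29 (SD, n = 4 each), a difference of 1.65 (standard error 0.36, edgeR adjusted p = 0.049). With DESeq2's size factors these 3 genes kept their direction and did not pass the threshold.
Of the 222 members of the TGF-β gene sets, the highest mean TRM over the 3 comparisons belonged to Rock1, Apc, Skil, Itch, Ncor1, Arid4b, Rps6kb1, Met, Acvr2a and Traf6. The mean came almost wholly from the comparison with ASP shDHPS, where the TRM of these 10 genes was 1.71 to 3.82. In the other comparisons it was at most 0.019, and Arid4b had a negative TRM in both. Against ASP shDHPS, Rock1 (ENSMUSG00000024290, chromosome 18 from 10064401 to 10182045) differed by 1.18 (log2, standard error 0.26, edgeR adjusted p = 0.0484) and Apc (ENSMUSG00000005871, chromosome 18 from 34220924 to 34322552) by 1.28 (standard error 0.27, edgeR adjusted p = 0.0443). Both also fell short of the threshold with DESeq2's size factors. Skil (ENSMUSG00000027660, chromosome 3 from 31095058 to 31122577), a member of all 5 sets, differed by 1.00 (standard error 0.24, edgeR adjusted p = 0.0568). The other 7 genes had differences from 0.73 to 1.16 and edgeR adjusted p values from 0.054 to 0.142 in this comparison. By DESeq2, all 10 genes passed the threshold against ASP shDHPS. The DESeq2 adjusted p values ran from 0.00275 (Rock1) to 0.0309 (Traf6) over the genes left by its filter. The genes were chosen by their TRM, which is made from DESeq2's own differences and p values. Their passing is therefore not independent evidence. Against NoASP shSCR and ASP shGRIN2D, none of the 10 genes had an adjusted p under 0.05, and their differences lay between −0.09 and 0.77. Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) differed by 0.32 (standard error 0.33) from NoASP shSCR, 0.31 (standard error 0.33) from ASP shGRIN2D and 0.02 (standard error 0.33) from ASP shDHPS, none of them past the threshold. Without ASP shSCR replicate 1 these differences were −0.15, −0.18 and −0.46. Smad3 (ENSMUSG00000032402, chromosome 9 from 63646767 to 63757994) differed by −0.16, −0.02 and −0.05 (standard error 0.25 each).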

The resulting shrunken log fold-change differences (Δlog_2_ FC) and their associated p-values were then combined to derive a translation ranking metric TRM = − Δlog_2_ FC × log_10_(p-value), whereby highly positive/negative values of TRM indicate genes for which protein translation is highly up/downregulated, respectively.

Pre-ranked gene-set enrichment analysis (GSEA^34^; https://www.gsea-msigdb.org/gsea) was then performed, using the *R* package *fgsea*^35^ (v1.20.0; https://github.com/ctlab/fgsea; multilevel implementation with 10000 initial permutations and no lower bound for p-value estimation), for each of the 3 comparisons of interest, based on the ranking metric TRM, and considering a collection of 3065 mouse gene sets. The latter comprised all HALLMARK and CURATED (C2) gene sets in the Broad Institute Molecular Signatures Database (MSigDB^36,37^; https://www.gsea-msigdb.org/gsea/msigdb) except for those in category C2:CGP, all of them obtained via the *R* package *msigdbr* (v7.4.1; https://igordot.github.io/msigdbr), plus all KEGG^38^ (https://www.genome.jp/kegg) metabolism gene sets, obtained by querying KEGG’s REST API (https://www.kegg.jp/kegg/rest). Only gene sets containing between 3 and 1500 genes were considered in this analysis. Gene sets with positive normalized enrichment scores (NES) in all 3 comparisons were identified and ranked based on their average NES among all comparisons, with the top 15 of these being shown in the manuscript. To build the word cloud with the top enriched terms based on increased translation in ASP shSCR *vs* all other 3 conditions, combined, average shrunken log fold-change differences (Δlog_2_ FC) between the Asp shSCR condition and all other 3 conditions were first determined for each gene, again directly within *DESeq2*. The latter were then used, together with the associated p-values, to derive a global translation ranking metric, analogously as described above. This global translation ranking metric was then used to perform GSEA, identically as described above, after which upregulated gene sets were ranked based on their NES. Gene-set names were then split into individual words, or *terms*, and each of these terms were assigned a ranking percentile RP based on the ranking of their associated gene set, rounded up to multiples of 0.1%. A score for each individual term in each gene set was then computed as 100/RP (thus covering the range 1–1000), after which an overall score for each term was determined by averaging its scores among all gene sets in which the term appeared. The latter overall scores were then used as weights to create the word cloud, based on the 100 terms with the highest overall scores. Common and/or uninformative terms, such as prepositions (e.g. WITH, VIA, THROUGH…), conjunctions (e.g. AND, OR…), or generic terms (e.g. GENE, PATHWAY, REGULATION, TARGET…) were removed from the ranked list of terms prior to generating the word cloud.

### Total RNA sequencing

Total RNA fractions from ASP shSCR, ASP shGRIN2D, ASP shDHPS, and NoASP shSCR 4T1 spheroids, preserved from the input of the polysome profiling experiments, were subject to mRNA library preparation, sequencing, trimming, and mapping identically as described in the section Polysome profiling and sequencing analysis. Gene counts were again processed within the *DESeq2* framework, with *Salmon*-derived counts first rounded to the closest integers, and genes with no expression in at least 2 out of 4 replicates for at least one of the 4 conditions being excluded from the analysis. Integer counts for the remaining 19525 genes were then modelled within *DESeq2* to determine log fold changes between the ASP shSCR and NoASP shSCR conditions. The resulting (ASP shSCR *vs* NoASP shSCR) log fold changes (log_2_ FC) and their associated p-values for each gene were then combined to derive a ranking metric RM = − log_2_ FC × log_10_(p-value), whereby highly positive/negative values of RM indicate respectively genes with highly up/downregulated expression in the presence *vs* absence of aspartate. Pre-ranked GSEA was then performed based on this ranking metric RM, and otherwise identically as described in the section Polysome profiling and sequencing analysis. Gene sets were ranked based on their normalized enrichment score (NES), with the top 15 gene sets with highest positive NES being shown in the manuscript.

### Collagen staining

4T1 and MCF10A H-Ras^v12^ spheroids grown for 5 (4T1) or 4 days (MCF10A H-Ras^v12^) in LLM were transferred to 35-mm glass bottom dishes coated with fibronectin and allowed to loosely attach. Spheroids were subsequently fixed with 4% paraformaldehyde in PBS for 30 minutes, permeabilized with 0.5% Triton-X100 in PBS for 20 minutes and blocked for 30 minutes with 1% bovine serum albumin in PBS. Spheroids were then incubated overnight at 4 °C with primary antibody against Collagen I (Abcam, Ab34710; 1:500 dilution), washed with PBS and incubated for 1h with the Alexa Fluor 555-conjugated secondary antibody (Life Technologies, A31272). Next, spheroids were washed with PBS and nuclei were stained with 6 μM of 4’,6-diamidino-2-phenylindole (DAPI; Sigma Aldrich, D9542) for 15 minutes. Fluorescence Mounting Medium (Dako, S3023) was used to mount coverslips. Samples were imaged on a SP8X inverted confocal microscope (Leica Microsystem) equipped with a 405 nm and a white light laser. Z-stacks were performed using the LAS AF acquisition software (Leica Microsystem). Collagen-I fluorescence intensity quantification was performed with Imaris Image Analysis Software 9 (Bitplane) and normalized over total nuclei number identified with DAPI.

### Single-cell cytosolic Ca^2+^ live imaging and quantification

To evaluate cytosolic Ca^2+^ levels, 4T1 cells overexpressing *Grin2d* or *Grin2b* were plated in four-chamber 35-mm glass bottom dishes (Cellvis, Cat. D35C4-20-0-N) for 3 days. Notably, overexpression cells were used to account for comparability between isoform expression levels and to perform Ca^2+^ imaging requiring adherent conditions which results in low basal levels of *Grin2d* expression compared to aspartate stimulated spheroid growth (Extended Data Figure 7o). Cells were loaded for 45 minutes with 2 μM of the Ca^2+^ indicator Cal-520 AM (Aat Bioquest) diluted in cell culture medium with the addition of 0.02% of Pluronic™ F-127 (20% Solution in DMSO, Thermo Fischer Scientific) in a humidified incubator at 37°C and 5% CO_2_. The cells were washed once with cell culture medium, and the incubation was continued for 30 minutes to complete dye de-esterification. Immediately before the Ca^2+^ imaging experiments, the cell culture medium was replaced with a pre-warmed (37°C) modified Krebs solution (135 mM NaCl, 6.2 mM KCl, 1.2 mM MgCl_2_, 12 mM HEPES, pH 7.3, 11.5 mM glucose and 1.5 mM CaCl_2_). Glycine (required for NMDA receptor activation and always added as first treatment), glutamate and aspartate were resuspended into the modified Krebs solution and gently added (sequentially) to the chamber after 30 sec of basal acquisition to reach a final concentration of 921 μM for glycine, 774 μM for glutamate and 700 μM for aspartate. Before the end of each recording, cells were exposed to 5 μM ionomycin, a Ca^2+^ ionophore agent, to ensure adequate Cal520 loading and cell responses, and to determine the maximal Ca^2+^ responses. Imaging was performed using a Nikon eclipse Ti2 inverted fluorescence microscope (Nikon) equipped with excitation filter FF01-378/474/554/635 and dichroic mirror FF01-432/515/595/730 and emission filter 515/30, all from Semrock. Excitation was performed at 470 nm using a CoolLed pR-4000 (CoolLed). Emission was measured at 515 nm using an emission filter 515/30. Acquisition of the emitted fluorescent signal was performed using a pco.edge 4.2bi sCMOS camera (pCO) as a function of time (a frame per second). FIJI software was utilized to perform image analysis and to obtain background-corrected fluorescence intensities. FIJI software was utilized to perform image analysis and to obtain dynamic traces of background-corrected fluorescence intensity *vs* time F_C_(t) for each individual cell C measured in each sample (C = 1 … N, where N is the total number of cells identified in that sample). The background-corrected cytosolic calcium levels F_C_(t) for the different cells in each sample were first normalized relative to baseline levels as Δ(F/F_0_)_C_(t) = F_C_(t)/FC_0_ − 1. Here, FC_0_ is the baseline level for each cell C, determined as the median of F_C_(t) across 20 consecutive time points, common to all cells in a given sample, and defined within the time range (a) prior to the addition of the treatments of interest (in our case, glutamate and aspartate) and (b) displaying a high signal stability across all cells in the sample. Normalized calcium response amplitudes for the different added treatments T (where T = glycine, glutamate, aspartate, or ionomycin) were then determined for each cell C as Δ(F/F_0_)_C,T_ = max_t∈T_ {Δ(F/F_0_)_C_(t)}, where the maximum for each treatment T (max_t∈T_) is determined within the range of times defined by the addition of the corresponding treatment and that of the immediately subsequent one. Finally, both the normalized calcium response traces Δ(F/F_0_)_C_(t) and amplitudes Δ(F/F_0_)_C,T_ for the different treatments T were normalized, for each cell C, relative to the normalized calcium response amplitude upon ionomycin treatment for that cell, Δ(F/F_0_)_C,ionomycin_, prior to determining sample-averaged normalized traces and/or performing statistical analysis between different treatments/conditions. Sample-averaged traces (and their associated standard errors of the mean) were determined by averaging the ionomycin-normalized traces across all cells in each sample at every given time point. Because ionomycin normalization was performed on a per-cell basis, this necessarily results in the averaged traces not reaching a value of 1 at the end of the experiment (as this would require all cells in a sample to display their peak response to ionomycin at the exact same time point). Cells lacking a response to ionomycin were excluded from the analysis from the start, and are therefore not shown in the presented trace/quantification plots. We also excluded from the latter cells for which the fluorescence intensity response after addition of a given treatment did not drop back down to baseline levels before the addition of the immediately subsequent treatment. Of note, only about 1% of the total cells measured in our experiments were excluded due to either of these two criteria. Cells displaying a maximal treatment (aspartate/glutamate) response either higher than their respective ionomycin response or lower than baseline levels (and therefore having ionomycin-normalized maximal amplitudes above 1 or below 0 for that specific treatment) were on the other hand not excluded from the analysis, but rather interpreted as bona fide high/low treatment responders, respectively. Data from sequential additions of either aspartate or glutamate were further collected to ensure that sequential addition of two treatments would not result in NMDA receptor overactivation upon the first treatment and an ensuing ablation of the calcium response for the second, and are shown in Extended Data Figure 7p, Supplementary Movies 4,5.

### ^13^C-labeling from whole cell extracts and intracellular or cell receptor extracts

Spheroids were cultured in LLM supplemented with 700 μM of ^13^C_4_-aspartate or ^13^C_5_-glutamate (Cambridge Isotope Laboratories). For whole cell metabolite extracts, spheroids were harvested after 5 days and metabolites quenching and extraction were performed as previously described^28^. For intracellular cell fraction and cell receptor fraction metabolite extracts, spheroids were harvested after 5 days, washed 2x with quenching buffer and dissociated into single cells upon incubation with 200 μl of 0.25% trypsin EDTA (Thermo Fisher Scientific) at 37 °C for 15 minutes. Cell suspensions were subsequently centrifuged at 300 x g for 5 minutes to separate the supernatants (containing the cell receptor fractions) from the cell pellets (containing the intracellular fractions). The cell pellets were supplemented with 200 μl trypsin 0.25% and subsequently 800 μl of 100% MS-grade methanol containing the internal standards norvaline and glutarate (for a final concentration of 2.5 μg ml^-1^ at 1:1) were added to the cell pellet and the receptor fraction for metabolites extraction. Samples were centrifuged for 10 minutes at maximum speed at 4 °C and the supernatants containing the polar metabolites fraction were separated from the protein-containing pellets. The polar fractions were subsequently concentrated using a vacuum concentrator and the dried metabolite extracts were stored at -80 °C until mass spectrometry analysis. The protein pellet from the intracellular fraction was quantified by BCA and used for metabolite normalization of both the intracellular and receptor fractions.

To evaluate receptor fraction dissociation, cell pellets following 0.25% trypsin EDTA or StemPro Accutase (Thermo Fisher Scientific) digestion (performed 37 °C for 15 min), were incubated at 4 °C for 10 min with anti-mouse CD16/CD32 (Fc block, BD Biosciences, 553142). Samples were then incubated with anti-CD44 APC antibody (BioLegend, 103011, 1:500 dilution) and, to exclude dead cells, samples were stained with the Viability dye eFluor 450 (Thermo Fischer Scientific, 65-0863-14, 1:500 dilution) for 20 min at 4 °C. Samples were then analyzed using a BD FACSCanto II with FACSDiva software (BDBiosciences). The percentage of CD44-positive cells was used to assess the fraction of cell receptor present in the spheroids after dissociation using FlowJo software (as shown in Extended Data Figure 2l).

### Lung, liver and bone interstitial fluid collection

Lung interstitial fluid collection was adapted and performed as previously described^6,39,40^. For human samples, healthy lung tissue was harvested from patients undergoing lung surgery for emphysematous lung volume reduction. For mice samples, 6-8 weeks old BALB/C female mice were euthanized with 50 μl of a 60 mg ml^-1^ Dolethal (pentobarbital sodium) solution (Vetoquinol) and whole lungs or 200 mg liver were collected by surgical resection, washed with blood bank saline and dried from liquid excess. Bone interstitial fluid was collected by displacing femur and tibia and removing the patella. Tissues were then placed in a home-made filtered centrifugation tube supplemented with a 20 μm nylon mesh filter (Repligen). 1 to 10 μl of lung interstitial fluid was collected following centrifugation at 400 x g at 4 °C for 10 minutes and immediately stored on dry ice. The obtained interstitial fluid volume was used to determine the concentration of the polar metabolites measured by mass spectrometry.

### Brain cerebrospinal fluid collection

Mouse cerebrospinal fluid (CSF) was collected with a micropipette as previously described^41^. Briefly, a small subcutaneous incision was performed in the back of the head and cisterna magna was localized by visual inspection. Subsequently, the cisterna magna was punctured with a micropipette, avoiding brain parenchyma or blood vessels. Thanks to the capillary action, 4-7 μL of CSF flown into the micropipette and was stored on dry ice for mass spectrometry analysis.

### Lung and liver dissociation and flow cytometry analysis

4T1 and EMT6.5 cancer cells expressing the lentiviral vector pLKO.3 Thy1.1 (Addgene plasmid 1479) as a reporter protein were used for flow cytometry analysis. Cells expressing the surface protein Thy1.1 (CD90.1-positive cells) were sorted using FACSAria Fusion (BD Biosciences). For evaluating lung or liver metastatic burden, cells were injected in the m.f.p., i.v. or i.s. into 6-8 weeks old female BALB/C mice and after 21-24 days (m.f.p.), 13-17 days (i.v.) or 14 days (i.s.) mice were anesthetized with an i.p. injection of 10 μl g^-1^ containing ketamine (100 mg kg^-1^)-xylazine (10 mg kg^-1^). Lungs were perfused through the right ventricle, extracted and washed in blood bank saline. Livers were perfused through the left ventricle for full body perfusion, extracted and washed in blood bank saline. Tissues were then dried and minced with blades and subsequently incubated at 37 °C for 45 minutes with a solution of 0.3 mg ml^-1^ liberase (Roche) and DNase1 (1 μg ml^-1^) in 2 mL of RPMI supplemented with 5% fetal bovine serum. The dissociated lungs were quenched with 3% fetal bovine serum in PBS supplemented with 2mM EDTA, filtered through a 70 μm cell strainer and centrifuged for 5 minutes at 300 x g. The cell pellet was then washed, centrifuged for 5 minutes at 300 x g, incubated with Red Blood Cell Lysis buffer (Merck) and strained with a 40 μm cell strainer. The single-cell suspension was counted and 20x10^6^ cells ml^-1^ were incubated at 4 °C for 10 minutes with anti-mouse CD16/CD32 (Fc block, BD Biosciences, 553142). The samples were then stained at 4 °C for 20 minutes with fluorophore-conjugated antibodies against CD45 PerCP-Cy5.5 (BD Bioscience, 550994, 1:250 dilution), PDPN APC (BioLegend, 127409, 1:250 dilution) and CD90.1 Alexa Fluor 488 (BioLegend, 202505, 1:400 dilution). To exclude dead cells, samples were also stained with the Viability dye eFluor 450 (Thermo Fischer Scientific, 65-0863-14, 1:500 dilution). The samples were analyzed using a BD FACSCanto II with FACSDiva software (BD Biosciences). The percentage of metastasizing cells was measured by assessing the fraction of CD90.1-positive cells in the lung or liver using FlowJo software.

### Single-cell RNA sequencing

Female BALB/C mice were injected with TSF (*n* = 3) or control medium (*n* = 3) for three weeks, as described above, and subsequently either euthanized (pre-metastatic niche), or injected i.v. with 25x10^3^ CD90.1-expressing 4T1 cancer cells and then euthanized 11 days (metastatic seeding) or 16 days (metastatic colonization) after cancer-cell injection. Upon mice euthanasia, lungs were harvested and dissociated as described above. Cells were then pooled together from the 3 independent lung dissociations performed per group, resuspended in cell-culture medium at a density of 1x10^6^ cells ml^-1^, and kept on ice for immediate processing. Approximately 15 μl of each suspension were processed for single-cell library preparation, as previously described^6^, whereas the remainder of the single-cell suspension was processed in parallel for flow cytometry analysis, as described above. Barcoded single-cell cDNA libraries were generated using the Chromium Single Cell 5’ V1.1 Library Kit (10x Genomics), following the manufacturer’s guidelines, and aiming for a total of 10,000 cells per library. Single-cell libraries were sequenced on a NovaSeq 6000 System (Illumina), and the sequenced reads were then mapped to a customized version of the mm10 mouse genome (mm10 build GRCm38.p6, including an extra chromosome with the CD90.1 sequence used in the transduced lentiviral vector), using the Cell Ranger v5.0.1 software (10x Genomics). The resulting single-cell gene expression data were analyzed within the *R/Bioconductor* framework (www.r-project.org and www.bioconductor.org). Raw UMI count matrices for all samples were first imported using *Seurat* (v4.1.0)^42^ (www.satijalab.org/seurat), and immediately subject to ambient RNA correction using a customized version of the *SoupX* (v1.6.2) *R* pipeline (https://github.com/constantAmateur/SoupX)^43^. Specifically, two modifications were applied to the standard *SoupX* pipeline. First, the automatically determined (global) ambient contamination fractions for each of the samples were multiplicatively increased by a factor of 2, to account for the fact that, as reported in the literature, the automatic determination method tends to underestimate ambient contamination levels for single-cell RNA-sequencing data^44^. Second, rather than assuming a fixed contamination fraction for all cells, the latter was adapted for each cell based on its specific library size (total UMI counts), to achieve a uniform distribution of subtracted counts across all cells in each sample, in keeping with the nature of the ambient RNA contamination problem^44^. Ambient-corrected count matrices for the different samples were then merged and converted for further processing with *Monocle3-alpha* (v2.99.3)^45^ (www.github.com/cole-trapnell-lab/monocle-release/tree/monocle3_alpha). Low-quality cells were filtered out based on standard quality-control metrics, with thresholds chosen based on evaluating quality-control histograms for the merged data set. In particular, cells were filtered based on their mitochondrial RNA content (allowing for a maximum of 10%), library size (removing cells with total UMI counts below 800), and number of detected genes (removing cells expressing less than 200 genes). Genes not expressed in any of the cells remaining after quality-control filtering were ignored in all subsequent analyses. Size-factor and variance-stabilizing normalization (based on fitting to a negative binomial distribution) were then applied to the filtered data set, and highly variable genes (HVGs) were identified based on their departure from the average normalized dispersion *versus* expression trend observed among all genes. After excluding mitochondrial, ribosomal-protein, and cell cycle-associated genes, the top 1000 HVGs with size-factor normalized expression levels above 0.01 were selected. Principal component analysis (PCA) was then performed on the size factor-normalized and variance-stabilized count matrix restricted to these genes only, followed by 2D UMAP^46^ dimensional reduction based on the resulting top 50 principal components (with *correlation* distance metric, *number of neighbors* = 15, and *minimum distance* = 0.1, and without further PCA scaling). After that, cells were clustered in the UMAP plane by applying the *Louvain*^47^ graph-based algorithm at high resolution (resolution = 0.001, with *k*_*NN*_ = 7), in order to attain a fine-grained cluster structure (183 clusters). The resulting fine-grained clusters were then manually annotated to specific cell types, based on evaluating the expression profiles of several cell type-specific markers across the different fine-grained clusters. These cell-type annotations were further refined based on applying a second (analogous) step of dimensional reduction and (sub-)clustering analysis, separately to each of the preliminarily annotated cell-types. This in turn allowed us to more easily identify and filter out ambiguously annotated sub-clusters, most notably clusters originating from heterogeneous cell multiplets, characterized by simultaneously presenting markers associated to two or more cell types. Our multiplet identification was confirmed based on the distribution of doublet scores estimated across the different cells in each separate sample using the *R* package *scDblFinder* (v1.8.0)^48^ (https://bioconductor.org/packages/release/bioc/html/scDblFinder.html). Specifically for the case of cancer cells, the latter could be unambiguously identified upon the first clustering step based on CD90.1 expression, and no re-annotation or doublet removal were needed upon sub-clustering. Differential expression analysis, based on comparing cancer cells under TSF or control medium pre-treatment at 16 days of metastatic colonization only, was performed within the *Seurat* framework, using the function *FindMarkers* with default parameters other than preserving all genes in the output regardless of their determined fold-changes and/or their fraction of expressing cells across samples. The resulting (TSF *vs* control) log fold changes (log_2_ FC) and their associated p-values for each gene were then combined with the maximum fraction of cancer cells expressing that gene among the two conditions being compared (Xmax, where Xmax = 1 for genes expressed in 100% of cancer cells in either of the two conditions) to derive an adjusted ranking metric RM_adj_ = − log_2_ FC × log_10_(p-value) × X_max_, whereby highly positive/negative values of RM_adj_ indicate respectively genes with highly up/downregulated expression under TSF pre-treatment. Pre-ranked GSEA was then performed based on this adjusted ranking metric RM_adj_, and otherwise identically as described in the section Polysome profiling and sequencing analysis. Gene sets were ranked based on their normalized enrichment score (NES), with the top 15 gene sets with highest positive NES being shown in the manuscript. The NES plot corresponding to genes signature indicative of ECM remodeling was generated by extracting from the full gene-set collection all gene sets including either of the terms *COLLAGEN, MATRISOME, ECM*, or *EXTRACELLULAR_MATRIX*. The scRNA-seq raw data for the pre-metastatic niche were previously also used in^6^.

### Patient selection

For the collection of lung interstitial fluid from healthy subjects, all participants included in this study consented to participate. The study was approved by the local ethics committee (Medical Ethics Committee UZ/KU Leuven, protocol S57123). Sample collection was performed as described before^40,6^. Briefly, human lung healthy tissues was collected from patients undergoing lung surgery for emphysematous lung volume reduction (Supplementary Table 4) and lung interstitial fluid was collected as described above.

### UPTIDER patients

Snap-frozen, paraffin embedded and fresh tissue samples from lung metastases and healthy tissues were obtained through the ethically approved UPTIDER program (UZ/KU Leuven Program for *Postmortem* Tissue Donation to Enhance Research, NCT04531696 S64410). Patients with metastatic breast cancer who consented to participate in UPTIDER were included in our study. Lung interstitial fluid was collected from fresh tissue samples, proteins from metastatic and non metastatic lungs were extracted from snap-frozen tissues and IHC was performed from paraffin embedded tissues, as described above. Clinicopathological information for every patient in the UPTIDER dataset is shown in Supplementary Table 5.

### H&E, Picrosirius Red staining and Birefringence analysis

Haematoxylin and eosin (H&E) staining of lung was performed to identify metastatic lesions, while Picrosirius red staining was used to image fibrillar collagen in lung metastatic lesions. Female BALB/C mice were euthanized with 50 μl of a 60 mg ml^-1^ Dolethal (pentobarbital sodium) solution (Vetoquinol) and lungs were infused through the trachea with 10% neutral-buffered formalin. Tissues were then incubated overnight in 10% neutral-buffered formalin and transferred into 70% EtOH. Tissues were further processed and embedded into paraffin using Histokinette STP 120-2 (Fisher scientific). Afterwards, lung samples were deparaffinized, rehydrated and sliced sections of 7 μm were stained with H&E or with 0.1% picrosirius red (Polysciences)^9^. H&E stainings were performed with Leica Autostainer XL (ST5010) with manufacture’s recommended H&E protocol. H&E images were scanned on a Zeiss Axio Scan.ZI (20x) with a ZEN software (v3.4) and the analysis was performed using the ZEN Blue software (Zeiss). Lung metastatic burden was quantified by analyzing the total metastasis area. For picrosirius red staining, images were acquired with AxioScan 7 equipped with polarized light source (20x) with a ZEN software (v.3.4). For human samples, picrosirius red tissue were counterstained with Weigert’s hematoxylin to identify metastatic regions, as described in^49^. For fibrillar collagen analysis, individual metastases were identified and isolated in the birefringence images; area that included blood vessels or lungs rim were excluded from our analysis due to their endogenous collagen enrichment. Quantitative measurements of fibrillar collagen I signal (red), collagen III (green) and collagen I/III (yellow) were carried out in ImageJ software using an in-house script as previously published^50^. For each image, Hue-Saturation-Balance (HSB) thresholding was applied, where 2≥H≤27 | 0≥S≤255 | 140≥B≤255 was used for red-orange (high birefringent) fibers, 28≥H≤47 | 0≥S≤255 | 140≥B≤255 for yellow (medium birefringent) fibers, and 48≥H≤140 | 0≥S≤255 | 140≥B≤255 for green (low birefringent) fibers. The relative area (as a percentage of total tissue area) was then calculated.

### Multiplex immunohistochemistry staining of human and mice lungs

For multiplex immunohistochemistry the OPAL 6 plex kit (Akoya) was used. Each primary antibody dilution was optimized in a single staining and subsequently, optimal position of antibody was determined in a multiplex staining. In details, 7 μm thick slices of tissue previously embedded as described in H&E section were cut and mounted on BOND Plus Slides (Leica). Slides were dried for 16h at 37 °C and then stored at RT until experiment. All the staining steps were performed with the BOND RX Fully Automated Research Stainer 21.2821 (Leica). On day of experiment tissue was deparaffinized with DEWAX solution (Leica) followed by antigen retrieval with AR6 (Leica). Tissues were then blocked with blocking buffer (10% goat serum, Invitrogen, 0.5% BSA in TBS Buffer) for 30 min. Primary antibodies were diluted in TNB (Tris-NaCl Blocking buffer): 100 mM of Tris-HCl pH 7.5, 150 mM NaCl, 0.5% w/v of blocking reagent (Akoya, FP1020). Subsequently, slides were incubated for 1h at RT with the corresponding antibody, rinsed twice with BOND wash buffer (Leica) followed by three washes of 5 min each with BOND wash buffer. Corresponding secondary HRP (Dako rabbit or Opal kit for mouse HRP) were incubated for 10 min followed by two rinses and two washes of 5 min with BOND wash solution. After the washes, the OPAL dye was incubated for 15 min. The slides were then washed again and followed by either DAPI (Spectral DAPI Akoya) or in case of multiplex staining the next round of staining starting by antigen retrieval for 10 min at 100 °C, blocking, primary antibody, washes, HRP antibody, washes, OPAL dye, washes, DAPI. Afterwards, the staining slides were removed from the autostainer and mounted with antifade diamond mounting media (Invitrogen) and imaged using AKOYA Phenoimager. Spectral unmixing was performed online with standard library provided by AKOYA Version 2.0 onwards and unmixed images were analysed using Qupath Version 0.5 onwards. The following primary antibodies were used: hypusine (EMD Millipore, ABS1064, 1:50 dilution for mouse tissues, 1:75 dilution for human tissues), phosphorylated SMAD3 (S423+S425) (Abcam, EP823Y, 1:100 dilution), phosphorylated CREB (Ser133) (Cell Signaling Technologies, 9198S, 1:200), DOHH (Sigma-Aldrich, HPA041953, 1:300 dilution), Grin2d (Novus Biological, NBP2-94573, 1:300 dilution), PanCK (Dako, M3515, 1:200 dilution), EpCAM (Abcam, Ab71916, 1:1000 dilution), Collagen I (Cell Signaling Technologies, E8F4L XP® 1:300), Collagen VI (Abcam, Ab182744, 1:1,000 dilution) and for membrane stain detection ATP1A1 (Proteintech, 14418-1-ap 1:200 dilution) and Wheat Germ Agglutinin, HRP Conjugate (Biotium, Inc, 29073, 1μg mL^-1^). For image analysis, metastases were detected using EpCAM for mouse tissue and PanCK for human tissue, followed by the analysis of the stainings for hypusine, DOHH, phosphorylated SMAD3, COL6A1, Grin2d, phosphorylated CREB and COL1A1.

For mouse tissue, quantification for hypusine, Dohh, phosphorylated SMAD3, Grin2d and phosphorylated CREB was performed by determining the mean fluorescence intensity per unit area across 5 independent regions (all EpCAM positive), or as percentage of positive cells (only for Dohh and hypusine) per region in 5 different metastases. For Col6a1 and Col1a1, which can be secreted and accumulated in surrounding EpCAM positive areas, quantification was performed by determining the mean fluorescence intensity per unit area across 5 independent regions (including EpCAM positive area and closely surrounding area). If blood vessel and tissue borders were present in the selected area, Col1a1 and Col6a1 signals resulting from those endogenously high-collagen regions were excluded from the analysis. The following multiplex combinations were done: Grin2d, membrane marker, phosphorylated CREB, EpCAM, Col1a1. Dohh, hypusine, phosphorylated SMAD3, Col6a1 and EpCAM.

For human tissue, quantification for Hypusine, DOHH, phosphorylated SMAD3, GRIN2D and phosphorylated CREB was performed by determining the fluorescence intensity per cell (Hypusine, DOHH and GRIN2D) or per nucleus (phosphorylated SMAD3 and phosphorylated CREB) across 5 independent regions for each metastatic (PanCK positive) or adjacent tissue. Statistical analysis was performed based on fluorescence intensity values per single cell. For COL6A1 and COL1A1, which can be secreted and accumulated in surrounding PanCK positive areas, quantification was performed by determining the mean fluorescence intensity per unit area across 5 independent regions for each metastatic (PanCK positive) or adjacent tissue. Statistical analysis was performed based on fluorescence intensity values per unit area. If blood vessel and tissue borders were present in the selected area, COL1A1 and COL6A1 signals resulting from those endogenously high-collagen regions were excluded from the analysis. For representative images visualization, fluorescent tissue background was subtracted using the intensity values of the AF (autofluorescent channel) obtained during tissue scanning in the AKOYA Phenoimager. Representative images from patients quantified in Extended Data Figure 5c and corresponding H&E stainings of the whole lung sections are shown in Figure 5e and Extended Data Figure 6.

### Mass spectrometry

Polar metabolites were analyzed by gas chromatography (GC) or liquid chromatography (LC) mass spectrometry. For polar metabolites measurements analyzed by GC, dried metabolites samples were derivatized as previously described^9^. Isotopologue distributions and metabolite concentrations were measured using a 7890A GC system (Agilent Technologies) combined with a 5975C Inert MS System (Agilent Technologies) or a 8860 GC system combined with a 5977C Inert MS System (Agilent Technologies). The inlet temperature was set at 270 °C and 1 μl of sample was injected into a DB35MS column with a split ratio of 1 or 3 to 1 or 9 to 1. The carrier gas flow of helium was fixed at 1 ml min^-1^. After the injection, the GC oven was kept at 100 °C for 1 min, increased up to 105 °C with a gradient of 2.5 °C min^-1^ for 2 min, then ramped to 240 °C with a gradient of 3.5°C min^-1^, and after that ramped up to 320 °C with a gradient of 22 °C min^-1^, which was followed by 4 min at 320 °C for 2 min. Mass spectrometry was performed at 70 eV and a mass range of 150-650 atomic mass units was measured. Data was collected using MSD Chemstation Data Analysis software. Metabolites abundances and isotopologue distributions were extracted from raw chromatograms, corrected for naturally occurring isotopes and normalized to the internal standard and protein content (for cell extracts) or volume (for fluid extracts) with a MATLAB Script (MA, USA). A standard curve for each metabolite was used to calculate polar metabolite concentrations. The various standard curve dilutions were extracted and run in parallel with the sample. For polar metabolite measurements analyzed by LC–MS, a 1290 Infinity II with a thermal autosampler set at 4 °C, coupled to a Q-TOF 6546 mass spectrometer (Agilent Technologies) was used. Dried metabolites sample were resuspended in 80% methanol:water and a volume of 1-10 μl of sample was injected into an Agilent InfinityLab Poroshell 120 HILIC-Z column, 2.1 mm × 150 mm, 2.7 μm, PEEK-lined. For positive mode analysis, the separation of metabolites was achieved at 25°C with a flow rate of 0.25 ml min^-1^. A gradient was applied for 23 min (solvent A: 10 mM ammonium formate in water with 0.1% formic acid; solvent B: 10 mM ammonium formate in water/acetonitrile 10:90 (v:v) with 0.1% formic acid) to separate the targeted metabolites (0 min: 98%B, 3 min: 98%B, 11 min: 70%B, 12 min: 60%B, 16 min: 5%B, 18 min: 5%B, 19 min: 98%B; 23 min: 98%B). The MS was operated in positive full scan mode (m/z range: 50-1200) using a sheath gas temperature of 225 °C (10L min^-1^) and a gas temperature at 225 °C (6L min^-1^). The nebulizer was set at 40 psi, the fragmentor at 125V and the capillary at 3000 V. For negative mode analysis, the separation of metabolites was achieved at 50 °C with a flow rate of 0.25 ml min^-1^. A gradient was applied for 32 min (solvent A: 10 mM ammonium acetate in water with 2.5 μM InfinityLab Deactivator Additive, pH = 9 – solvent B: 10 mM ammonium acetate in water/acetonitrile 15:85 (v:v) with 2.5 μM InfinityLab Deactivator Additive, pH = 9 or 15 mM ammonium acetate in water/acetonitrile 15:85 (v:v) with 2.5 μM InfinityLab Deactivator Additive, pH = 9) to separate the targeted metabolites (0 min: 96%B, 2 min: 96%B, 5.5 min: 88%B, 8.5 min: 88%B, 9 min: 86%B, 14 min: 86%B, 19 min: 82%B; 25 min: 65%B, 27 min: 65%B, 28 min: 96%B; 32 min: 96%B). The MS operated in negative full scan mode (m/z range: 50-1200) using a sheath gas temperature of 350 °C (12L min^-1^) and a gas temperature at 225 °C (13L min^-1^). The nebulizer was set at 35 psi, the fragmentor at 125V and the capillary at 3500 V. Data was collected using the MassHunter Workstation LC/MS Data Acquisition v.10.1 Build 10.1.48 (Agilent Technologies) and was analyzed using the Agilent MassHunter Workstation Profinder v.10.0.2.Build 10.0.2.162. Data were normalized to internal standard and protein content (for cell extracts).

### *In silico* patient gene expression data analysis

To compare gene expression profiles in patient-derived breast cancer metastases at different organ sites, we downloaded the microarray-based data set GSE14018^51^ (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14018) from the Gene Expression Omnibus (GEO) using the *R* package *GEOquery* (v2.62.2). Data for probes with undefined gene symbols or with ambiguous gene assignments (i.e. annotated to multiple different genes) were filtered out before further analysis. Among the remaining probes, those presenting duplicated gene symbols were further collapsed into single probes, by preserving only those probes with the highest overall expression levels for each duplicated gene symbol. A total of 12502 probes were considered in the final analysis after these filters. Differential expression analysis was performed based on the provided RMA-normalized expression levels for these probes, using the *R* package *limma*^52^ (v3.50.1) (https://bioinf.wehi.edu.au/limma), and comparing expression levels in 16 Lung samples *vs* 20 samples from all other metastatic sites available in the data set (5 Liver, 8 Bone, and 7 Brain samples, all considered together). The resulting (Lung *vs* Other) log fold changes (log_2_ FC) and their associated p-values were then combined to derive a ranking metric RM = − log_2_ FC × log_10_(p-value), whereby highly positive/negative values of RM indicate respectively genes with highly up/downregulated expression in Lung *vs* all other metastatic sites. Pre-ranked GSEA was then performed analogously as described in the section Polysome profiling and sequencing analysis, only based on this ranking metric RM and considering human gene sets.

### Statistical analysis

Statistical data analysis was performed using GraphPad Prism v.9 and v.10 (GraphPad Software) or within the *R/Bioconductor* framework on *n* ≥ 3 biologically independent replicates. Data are presented as mean ± s.d, mean ± s.e.m, or median ± 95% confidence interval, as indicated in the figure legends. Details on statistical tests and post-hoc tests are indicated in the legends, non-significant comparisons are not shown. *P* values <10^-4^ are indicated as *P* < 0.0001. Mathematical outliers were determined using the Grubbs’ or ROUT method of regression (GraphPad) with alpha = 0.05 or coefficient *Q* = 1%. Independent experiments were pooled and analyzed together whenever possible as described in the figure legends. For *in vivo* experiments, mice were randomized before control/TSF injection and PBS/aspartate injection or injection with the different cell lines. Mice were assigned to unique number before data collection for blinded analysis. For *in vitro* studies, samples were randomized when possible before data acquisition.

## Resource Availability

### Lead Contact

Further requests for resources should be directed to the lead contact, Sarah-Maria Fendt ().

## Materials Availability

This study did not generate new unique reagents, except of genetically manipulated cell lines based on commercially available constructs. Reagents generated in this study will be made available on request through the lead author or the collaboration partner that generated the resource, but we may require a payment and/or a completed Materials Transfer Agreement if there is potential for commercial application.

## Extended Data

**Extended Data Figure 1:**
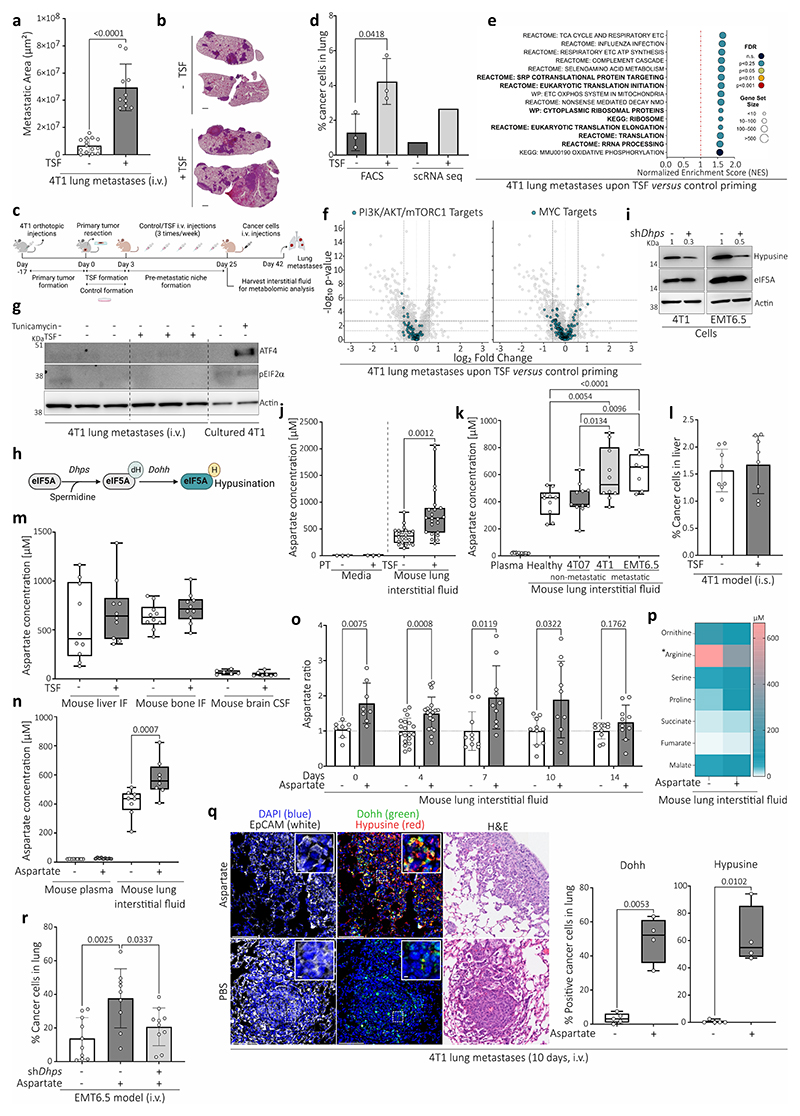
Aggressive lung metastases display increased translation independent of classical regulators or stress stimuli. **a**. Total lung metastatic area 17 days after i.v. injections with 4T1 cells in mice pre-treated with tumor secreted factors (TSF, *n* = 10) or control medium (*n* = 14). Data are presented as mean ± sd. Unpaired two-tailed *t*-test with Welch correction. Representative images are depicted in **b**. **b**. Representative H&E stainings from **a**., two individual lung lobes from one mouse each were selected with automatic tissue detection algorithm in Zen Software and pasted in a white background, scale bars = 1 mm. **c**. Schematic representation of the pre-metastatic niche formation and lung metastasis model. TSF, Tumor secreted factors; i.v., intravenous injection. **d**. Percentage of cancer cells present in the lung 16 days after i.v. injection with CD90.1^+^ 4T1 cells in mice pre-treated with TSF or control medium, measured by flow cytometry (FACS, *n* = 3 mice) and scRNA-seq (pool of *n* = 3 mice). FACS data are presented as mean ± s.d. Unpaired two-tailed *t*-test with Welch correction. **e**. GSEA normalized enrichment scores (NES) for the top 15 upregulated gene sets found on cancer cells based on scRNA-seq comparing 4T1 lung metastases from mice pre-treated with control medium or TSF. Dot colors and areas indicate FDR-adjusted *P-*values and gene-set sizes, respectively. Gene sets related to translation are highlighted in bold. *P-*values based on *fgsea*’s adaptive multilevel splitting Monte Carlo approach, subject to FDR adjustment using the Benjamini-Hochberg (BH) approach. **f**. Volcano plots based on single-cell differential expression analysis comparing cancer cells in 4T1 lung metastases from mice pre-treated with control medium or TSF. All genes in the Hallmark PI3K-AKT-MTOR signaling gene set (left) and either of the Hallmark MYC targets (V1/V2) gene sets (right) are highlighted in blue. Log_2_ Fold Changes (FC) and negative log_10_-transformed *P*-values are indicated in the x and y axes respectively. The horizontal dashed lines represent (from bottom to top) raw, BH-adjusted and Bonferroni adjusted *P*-values of 0.05, while the vertical ones represent absolute fold-changes of 1.5. *P-*values based on Seurat’s Wilcoxon rank-sum test implementation. **g**. ATF4 and phosphorylated eIF2α levels in 4T1 lung metastases in mice pre-treated with TSF (*n* = 3) or control medium (*n* = 3), and in cultured 4T1 cells treated with or without tunicamycin induced ER-stress. **h**. Schematic representation of eIF5A hypusination pathway. Enzymes are indicated in italics. Solid lines represent single reactions. dH = deoxyhypusine; H = hypusine. **i**. Hypusine levels in 4T1 (left) or EMT6.5 (right) cells silenced for *Dhps* or scramble shRNA. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **j**. Box and whisker plots of aspartate concentrations in control- or primary tumor (PT)-conditioned medium and lung interstitial fluid of mice pre-treated with TSF (*n* = 23) or control medium (*n* = 22). Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. One-way ANOVA (*P* < 0.0001) with Tukey’s multiple-comparison tests. **k**. Box and whisker plots of aspartate concentrations in the blood plasma and lung interstitial fluid of healthy mice or mice injected (m.f.p.) with 4T07, 4T1 or EMT6.5 breast cancer cells, 17 days after injection (plasma, *n* = 13; healthy, *n* = 10; 4T07, *n* = 11; 4T1, *n* = 10; EMT6.5, *n* = 7). Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. One-way ANOVA (*P* < 0.0001) with Tukey’s multiple-comparison tests; *P* < 0.0001 between plasma and all lung interstitial fluid conditions. **l**. Percentage of cancer cells present in the liver 14 days after intrasplenic (i.s.) injections with CD90.1^+^ 4T1 cells in mice pre-treated with TSF (*n* = 8) or control medium (*n* = 8). Data are presented as mean ± sd. Unpaired two-tailed *t*-test with Welch correction. I.s. injection of 4T1 cancer cells did not yield a change in liver metastases in TSF-treated mice compared to control mice. **m**. Box and whisker plots of aspartate concentrations in the liver and bone interstitial fluid and brain cerebrospinal fluid of mice pre-treated with TSF or control medium (liver, *n* =10 control, *n* = 10 TSF; bone, *n* = 10 control, *n* = 10 TSF; brain, *n* = 6 control, *n* = 7 TSF). Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Šídák’s multiple-comparison tests. No statistically significant changes are observed upon TSF treatment for any of the organs. **n**. Box and whisker plots of aspartate concentrations in the blood plasma and lung interstitial fluid of mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days, *n* = 8) or PBS (*n* = 8). Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Tukey’s multiple-comparison tests; *P* < 0.0001 between all plasma and all lung interstitial fluid conditions, no statistically significant changes are observed upon aspartate treatment in blood plasma. **o**. Ratio of aspartate concentrations in the lung interstitial fluid of mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) *vs* PBS. Days indicate the time of interstitial fluid collection after the last injection of aspartate or PBS. Data are presented as mean ± sd. Unpaired two-tailed *t*-test with Welch correction at each time point. **p**. Average metabolite concentrations in the lung interstitial fluid of mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days, *n* ≥ 8) or PBS (*n* ≥ 8). * indicates *P* = 0.00174. All other metabolites show no statistically significant changes. Unpaired two-tailed *t*-test with Welch correction between PBS-treated and aspartate-treated mice. **q**. Hypusine and Dohh detected in lung metastases 10 days after i.v. injections with 4T1 cancer cells, in mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) or PBS, assessed by multiplex immunohistochemistry. Left: representative images from *n* = 5 4T1 PBS, *n* = 4 4T1 aspartate independent mice are shown. White = EpCAM; red = Hypusine; green = Dohh; blue = DAPI nuclear staining. Scale bars = 100 μm. Scale bars zoom-in = 5 μm. The corresponding H&E staining is represented on the right of the panel. Right: quantification of lung metastasis cells positive for Dohh or Hypusine. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Unpaired two-tailed *t*-test with Welch correction. **r**. Percentage of cancer cells present in the lung 14 days after i.v. injections with CD90.1^+^ EMT6.5 cells silenced for *Dhps* or scramble shRNA in mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) or PBS. *N* = 10 shSCR PBS, *n* = 9 shSCR aspartate, *n* = 10 sh*Dhps* aspartate. Data are presented as mean ± sd. One-way ANOVA (*P* = 0.0029) with Tukey’s multiple-comparison tests.

**Extended Data Figure 2:**
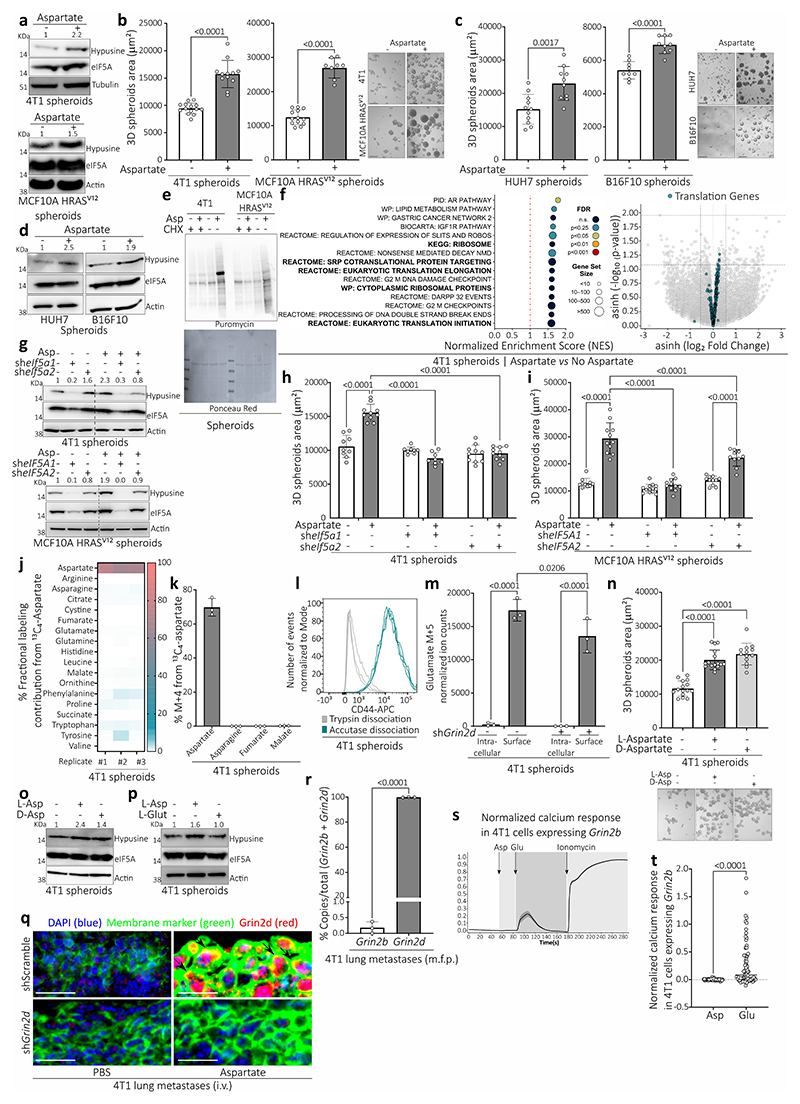
Pulmonary aspartate increases lung metastasis aggressiveness via NMDA receptor activity **a**. Hypusine levels in 4T1 (top) and MCF10A H-Ras^v12^ (bottom) spheroids grown in lung-like medium (LLM) supplemented with or without aspartate. A representative image of *n* = 3 independent experiments is shown. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **b**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells grown in LLM supplemented with or without aspartate (*n* = 14 4T1 no aspartate, *n* = 13 MCF10A H-Ras^v12^ no aspartate, *n* = 12 4T1 aspartate, *n* = 8 MCF10A H-Ras^v12^ aspartate). Data are presented as mean ± s.d. (*n* indicates independent samples). Unpaired two-tailed *t*-test with Welch correction. Representative images are shown on the right. Scale bar = 250 μm. **c**. Total spheroid areas for HUH7 (left) and B16F10 (right) cells grown in LLM supplemented with or without aspartate. *N* = 11 HUH7 no aspartate, *n* = 9 B16F10 no aspartate, *n* = 10 HUH7 aspartate, *n* = 9 B16F10 aspartate. Data are presented as mean ± s.d. (*n* indicates independent samples). Unpaired two-tailed *t*-test with Welch correction. Representative images are shown on the right. Scale bar = 250 μm. **d**. Hypusine levels in HUH7 (left) and B16F10 (right) spheroids grown in LLM supplemented with or without aspartate. A representative image of *n* = 3 independent experiments is shown. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **e**. Top: SUnSET assay showing puromycin incorporation in 4T1 and MCF10A H-Ras^v12^ spheroids grown in LLM supplemented with or without aspartate. Spheroids were treated with cycloheximide (CHX, 100 nM) or vehicle, followed by puromycin (10 μg/ml). Bottom: Ponceau red staining showing equal protein loading. **f**. Left: GSEA normalized enrichment scores (NES) for the top 15 upregulated gene sets based on total RNA sequencing data for 4T1 spheroids grown in LLM supplemented with aspartate *vs* no aspartate. Dot colors and areas indicate FDR-adjusted *P*-values and gene-set sizes, respectively. Gene sets related to translation are highlighted in bold. Right: Volcano plot based on differential expression analysis of total RNA sequencing data for 4T1 spheroids grown in LLM supplemented with or without aspartate. Genes in Reactome’s translation gene set are highlighted in blue. Log_2_ Fold Changes (FC) and negative log_10_-transformed *P*-values are indicated in the x and y axes respectively. Both axes were further subject to inverse hyperbolic sine transformation for improved visualization. The horizontal dashed lines represent (from bottom to top) raw and BH-adjusted *P*-values of 0.05, while the vertical ones represent absolute fold-changes of 1.5. *P-*values based on *fgsea*’s adaptive multilevel splitting Monte Carlo approach, subject to FDR adjustment using the Benjamini-Hochberg (BH) approach. **g**. Hypusine levels in 4T1 (top) and MCF10A H-Ras^v12^ (bottom) spheroids silenced for *eIf5a1, eIf5a2*, or scramble shRNA, grown in LLM supplemented with or without aspartate. A representative image of *n* = 3 independent experiments is shown. Quantification of hypusine signal normalized over actin signal is indicated on top of each lane. **h**. Total spheroid areas for 4T1 cells silenced for *eIf5a1* (*n* = 8 4T1 no aspartate, *n* = 8 4T1 aspartate), *eIf5a2* (*n* = 10 4T1 no aspartate, *n* = 10 4T1 aspartate) or scramble shRNA (*n* = 9 4T1 no aspartate, *n* = 10 4T1 aspartate), grown in LLM supplemented with or without aspartate. Data are presented as mean ± s.d. (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **i**. Total spheroid areas for MCF10A H-Ras^v12^ cells silenced for *eIF5a1* (*n* = 12 MCF10A H-Ras^v12^ no aspartate, *n* = 11 MCF10A H-Ras^v12^ aspartate), *eIF5a2* (*n* = 11 MCF10A H-Ras^v12^ no aspartate, *n* = 10 MCF10A H-Ras^v12^ aspartate) or scramble shRNA (*n* = 10 MCF10A H-Ras^v12^ no aspartate, *n* = 11 MCF10A H-Ras^v12^ aspartate), grown in LLM supplemented with or without aspartate. Data are presented as mean ± s.d. (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **j**. ^13^C_4_-labeled fractions for various metabolites downstream of aspartate (included) in 4T1 spheroids (*n* = 3) grown in LLM supplemented with ^13^C_4_-aspartate. Data are presented as mean ± s.d. A representative graph of *n* = 3 experiments is shown. **k**. Average fractions of total carbon corresponding to ^13^C isotopes in different metabolites, in 4T1 spheroids (*n* = 3) grown in LLM supplemented with ^13^C_4_-aspartate. **l**. Histograms of CD44 surface expression in 4T1 spheroids dissociated with Trypsin (*n* = 3) or Accutase (*n* = 3). Data are normalized to mode (y axis is scaled so that the maximum of each curve is at 100) and further smoothed for display purposes. **m**. Intracellular *vs* cell surface levels of ^13^C-glutamate in 4T1 spheroids silenced for *Grin2d* (*n* = 3) or scramble shRNA (*n* = 3), grown in LLM supplemented with ^13^C_5_-glutamate. Data are presented as mean ± s.d. (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **n**. Total spheroid areas for 4T1 cells grown in LLM supplemented with or without L- or D-aspartate. *N* = 15 no aspartate, *n* = 16 L-aspartate, *n* = 13 D-aspartate. Data are presented as mean ± s.d. (*n* indicates independent samples). One-way ANOVA (*P* < 0.001) with Tukey’s multiple-comparison tests. Representative images are shown on the bottom. Scale bar = 250 μm. **o**. Hypusine levels in 4T1 spheroids grown in LLM supplemented with or without L- or D-aspartate. A representative image of *n* = 3 experiments is shown. Quantification of hypusine signal normalized over eIF5A signal is indicated on top of each lane. **p**. Hypusine levels in 4T1 spheroids grown in LLM supplemented with or without aspartate or glutamate. A representative image of *n* = 3 experiments is shown. Quantification of hypusine signal normalized over eIF5A signal is indicated on top of each lane. **q**. Grin2d detected in lung metastases 14 days after i.v. injections with 4T1 cancer cells, in mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) or PBS, assessed by multiplex immunohistochemistry. Representative images from *n* = 5 4T1 shSCR PBS, *n* = 5 4T1 shSCR aspartate, *n* = 5 4T1 sh*Grin2d* PBS, *n* = 5 4T1 sh*Grin2d* aspartate independent mice are shown. Green = membrane marker ATP1A1; Red = Grin2d; Blue = DAPI nuclear staining. Scale bars = 25 μm. Arrows indicate membrane colocalization of Grin2d and ATP1A1. This staining is part of a multiplex staining and only relevant stains are shown. **r**. Relative fractions of *Grin2b* and *Grin2d* copies quantified by droplet digital PCR in 4T1 lung metastases, *n* = 3. Data are presented as mean ± s.d. (*n* indicates independent samples). Unpaired two-tailed *t*-test with Welch correction. **s**. Average ionomycin-normalized calcium response traces in 4T1 cells overexpressing *Grin2b*. The shaded ribbon represents standard error of the mean at each time point, while the grey rectangles indicate sequential addition of aspartate, glutamate and ionomycin at the times indicated by the arrows. A representative experiment (*n* = 38 cells) out of 2 independent experiments is shown. *Grin2b* overexpression stimulated a calcium response following glutamate but not aspartate addition in 4T1 cells. This shows that the NMDA receptor subunit expression determines the agonist to which breast cancer cells respond. **t**. Ionomycin-normalized calcium response upon sequential addition of aspartate and glutamate (*n* = 79 cells). Unpaired two-tailed *t*-test with Welch correction.

**Extended Data Figure 3:**
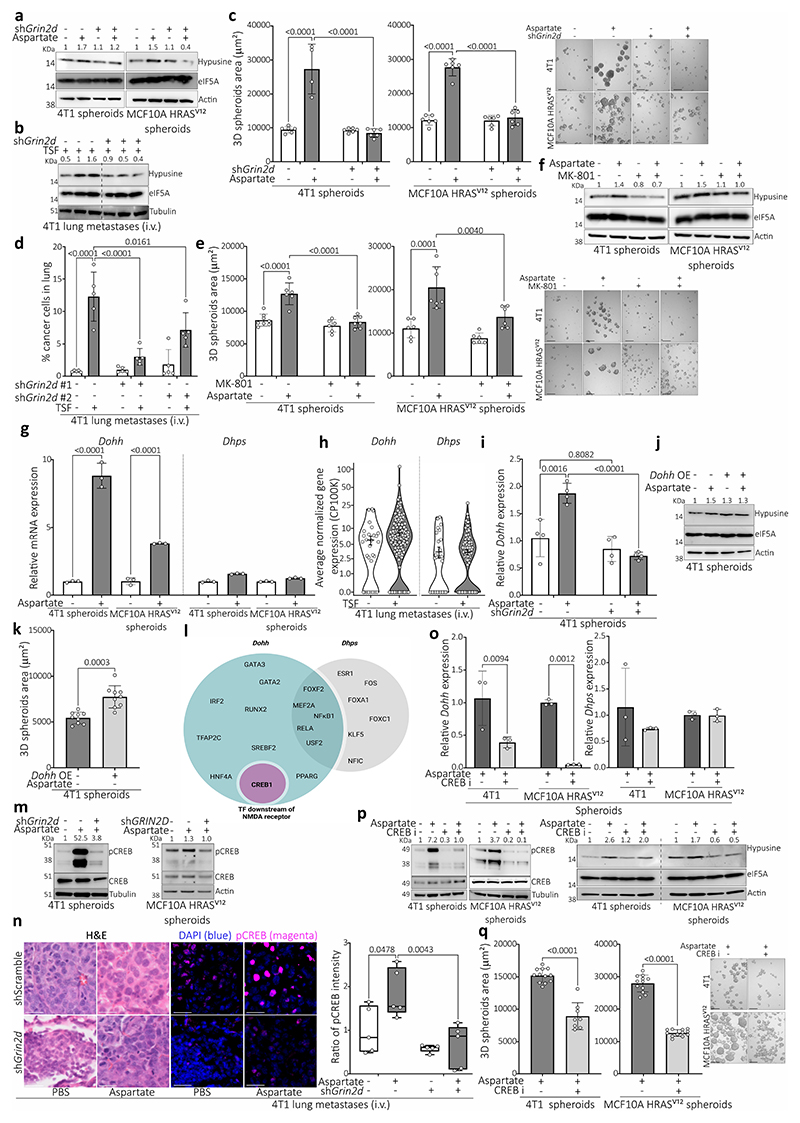
Aspartate-induced NMDA receptor activity promotes CREB phosphorylation **a**. Hypusine levels in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids silenced for *Grin2d* or scramble shRNA, grown in lung-like medium (LLM) supplemented with or without aspartate. A representative image of *n* = 3 experiments is shown. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **b**. Hypusine levels in 4T1 lung metastases silenced for *Grin2d* (*n* = 3) or scramble shRNA (*n* = 3) in mice pre-treated with tumor secreted factors (TSF). Quantification of hypusine signal normalized over eIF5A signal is indicated on top of each lane. **c**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells silenced for *Grin2d* (*n* = 6 4T1 no aspartate, *n* = 6 MCF10A H-Ras^v12^ no aspartate, *n* = 6 4T1 aspartate, *n* = 6 MCF10A H-Ras^v12^ aspartate) or scramble shRNA (*n* = 6 4T1 no aspartate, *n* = 6 MCF10A H-Ras^v12^ no aspartate, *n* = 4 4T1 aspartate, *n* = 6 MCF10A H-Ras^v12^ aspartate), grown in LLM supplemented with or without aspartate. Data are presented as mean ± s.d. (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. Representative images are shown on the right. Scale bar = 250 μm. Data from the scramble group are the same as those in the scramble group from Figure 2a. **d**. Percentage of cancer cells present in the lung 16 days after i.v. injections with CD90.1^+^ 4T1 cells silenced for *Grin2d* (with two different shRNA sequences) or scramble shRNA in mice pre-treated with TSF or control medium (*n* = 5 4T1 shSCR control medium, *n* = 5 4T1 shSCR TSF, *n* = 5 4T1 sh*Grin2d*#1 control medium, *n* = 5 4T1 sh*Grin2d*#1 TSF, *n* = 5 4T1 sh*Grin2d*#2 control medium, *n* = 5 4T1 sh*Grin2d*#2 TSF). Data are presented as mean ± sd. Two-way ANOVA with Šídák’s multiple-comparison tests. **e**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells grown in LLM supplemented with or without aspartate and treated with or without the NMDA receptor inhibitor MK-801 for 3 days. *N* = 8 4T1 no aspartate, *n* = 6 4T1 aspartate, *n* = 6 4T1 no aspartate with MK-801, *n* = 7 4T1 aspartate with MK-801, *n* = 6 MCF10A H-Ras^v12^ no aspartate, *n* = 7 MCF10A H-Ras^v12^ aspartate, *n* = 6 MCF10A H-Ras^v12^ no aspartate with MK-801, *n* = 6 MCF10A H-Ras^v12^ aspartate with MK-801. Data are presented as mean ± s.d. (*n* indicates independent samples). Representative images are shown on the right. Scale bar = 250 μm. Two-way ANOVA with Tukey’s multiple-comparison tests. **f**. Hypusine levels in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids grown in LLM supplemented with or without aspartate and treated with or without the NMDA receptor inhibitor MK-801 for 3 days. A representative image of *n* = 3 independent experiments is shown. Quantification of hypusine signal normalized over eIF5A signal is indicated on top of each lane. **g**. Relative mRNA expression of *Dohh* and *Dhps* in 4T1 and MCF10A H-Ras^v12^ spheroids grown in LLM supplemented with or without aspartate. Data for each gene and cell line are normalized relative to the average of the respective control (no aspartate) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d. (*n* = 3 independent replicates). Three-way ANOVA with Tukey’s multiple-comparison tests. **h**. *Dohh* and *Dhps* mRNA expression levels based on scRNA-seq data for cancer cells in 4T1 lung metastases from mice pre-treated with TSF (*n* = 139 cells) or control medium (*n* = 29 cells). Data are normalized as counts per 100k reads (CP100K). Crossbars represent mean ± s.e.m. **i**. Relative mRNA expression of *Dohh* in 4T1 spheroids silenced for *Grin2d* or scramble shRNA, grown in LLM supplemented with or without aspartate. Data are normalized relative to the average of the respective control (scramble no aspartate) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d. (*n* = 4 independent replicates). Two-way ANOVA with Šídák’s multiple-comparison tests. **j**. Hypusine levels in 4T1 spheroids overexpressing *Dohh* or an empty vector, grown in LLM supplemented with or without aspartate. A representative image of *n* = 3 experiments is shown. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **k**. Total spheroid areas for 4T1 cells overexpressing *Dohh* (*n* = 9) or an empty vector (*n* = 9), grown in LLM supplemented without aspartate for 3 days. Data are presented as mean ± s.d. (*n* indicates independent samples). Unpaired two-tailed *t*-test with Welch correction. **l**. Venn diagram depicting the intersection between transcription factors downstream of NMDA receptor and predicted to bind to *Dohh* or *Dhps*. Prediction was based on the JASPAR Predicted Transcription Factor Targets from the Harmonizome database (maayanlab.cloud/Harmonizome/dataset). **m**. Phosphorylated CREB levels in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids silenced for *Grin2d* or scramble shRNA, grown in LLM supplemented with or without aspartate. A representative image of *n* = 3 experiments is shown. Quantification of phosphorylated CREB signal normalized over total CREB signal is indicated on top of each lane. **n**. Left: representative H&E staining for 4T1 lung metastases represented in Figure 3a, Figure 4a,c, Extended Data Figure 3n. Middle: phosphorylated CREB detected in lung metastases 14 days after i.v. injection with 4T1 cancer cells, in mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) or PBS, assessed by multiplex immunohistochemistry. Representative images from *n* = 5 4T1 shSCR PBS, *n* = 5 4T1 shSCR aspartate, *n* = 5 4T1 sh*Grin2d* PBS, *n* = 5 4T1 sh*Grin2d* aspartate independent mice are shown. Blue = DAPI nuclear staining; magenta = pCREB. Scale bars = 25 μm. Right: ratio of pCREB intensity normalized on 4T1 shSCR PBS. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Tukey’s multiple-comparison tests. This staining is part of a multiplex staining and only relevant stains are shown. Stainings for H&E and pCREB orginate from consecutive cuts. The same metastatic regions are also used in Figure 3a and Figure 4a,c. **o**. Relative mRNA expression of *Dohh* (left) and *Dhps* (right) in 4T1 and MCF10A H-Ras^v12^ spheroids grown in LLM supplemented with aspartate and treated with or without the CREB inhibitor Compound3i. Data for each gene are normalized relative to the average of the respective control (no CREB inhibitor) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d. (*n* = 3 independent replicates). Two-way ANOVA with Šídák’s multiple-comparison tests. **p**. Phosphorylated CREB (left) and hypusine (right) levels in 4T1 and MCF10A H-Ras^v12^ spheroids grown in LLM supplemented with aspartate and treated with or without the CREB inhibitor Compound3i. A representative image of *n* = 3 experiments is shown. Quantification of phosphorylated CREB signal normalized over total CREB signal or hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **q**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells grown in LLM supplemented with aspartate and treated with or without the CREB inhibitor Compound3i. *N* = 12 4T1 aspartate, *n* = 8 4T1 aspartate with CREB inhibitor, *n* = 12 MCF10A H-Ras^v12^ aspartate, *n* = 12 MCF10A H-Ras^v12^ aspartate with CREB inhibitor. Data are presented as mean ± s.d. (*n* indicates independent samples). Unpaired two-tailed *t*-test with Welch correction. Representative images are shown on the right. Scale bar = 250 μm.

**Extended Data Figure 4:**
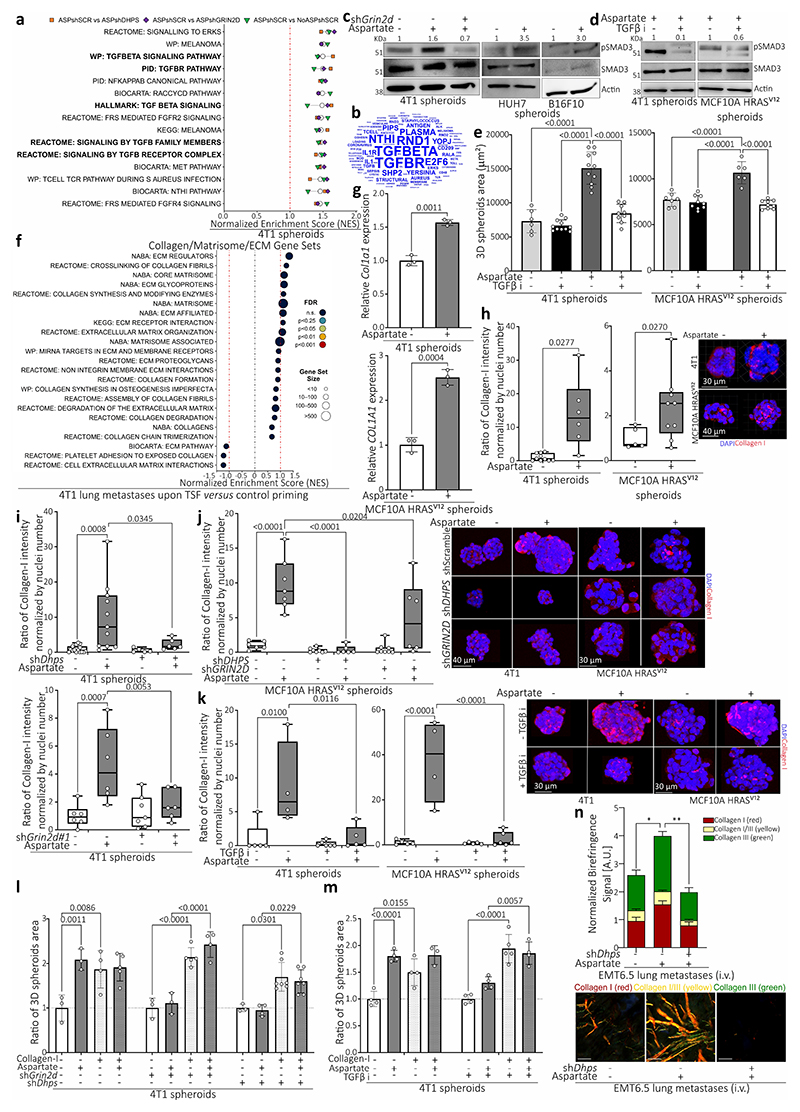
eIF5A hypusination results in TGF-β-mediated collagen synthesis **a**. GSEA normalized enrichment scores (NES) for the top 15 gene sets commonly upregulated in translation based on changes in the ratio of Polysomal to Subpolysomal RNA levels, between 4T1 spheroids silenced for scramble shRNA grown in lung-like medium (LLM) supplemented with aspartate and 4T1 spheroids silenced for (i) *Dhps* (orange symbols) or (ii) *Grin2d* (purple symbols) grown in LLM supplemented with aspartate, or (iii) 4T1 spheroids silenced for scramble shRNA grown in LLM without aspartate (green symbols). White dots represent the average NES over all three comparisons. Gene sets related to TGF-β signaling are highlighted in bold. **b**. Word cloud highlighting the top 100 most frequently found terms among enriched gene sets, based on GSEA results analogous to those used to generate Extended Data Figure 4a, but considering all three comparisons simultaneously (see *Methods*). **c**. Phosphorylated SMAD3 levels in 4T1 spheroids silenced for *Grin2d* or scramble shRNA (left), HUH7 (middle) and B16F10 (right) spheroids, grown in LLM supplemented with or without aspartate. A representative image of *n* = 3 experiments is shown. Quantification of phosphorylated SMAD3 signal normalized over total SMAD3 signal is indicated on top of each lane. **d**. Phosphorylated SMAD3 levels in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids grown in LLM supplemented with aspartate and treated with or without a TGF-β inhibitor. A representative image of *n* = 3 experiments is shown. Quantification of phosphorylated SMAD3 signal normalized over total SMAD3 signal is indicated on top of each lane. **e**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells grown in LLM supplemented with or without aspartate and treated with or without the TGF-β inhibitor for 5 (4T1) or 3 days (MCF10A H-Ras^v12^). *N* = 6 4T1 no aspartate, *n* = 11 4T1 no aspartate with TGF-β inhibitor, *n* = 11 4T1 aspartate, *n* = 9 aspartate with TGF-β inhibitor; *n* = 7 MCF10A H-Ras^v12^ no aspartate, *n* = 6 MCF10A H-Ras^v12^ aspartate, *n* = 9 MCF10A H-Ras^v12^ no aspartate with TGF-β inhibitor, *n* = 9 MCF10A H-Ras^v12^ aspartate with TGF-β inhibitor. Data are presented as mean ± s.d. (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **f**. GSEA normalized enrichment scores (NES) for gene sets containing either of the terms COLLAGEN, MATRISOME, ECM, and EXTRACELLULAR_MATRIX found on cancer cells based on scRNA-seq comparing 4T1 lung metastases from mice pre-treated with control medium or TSF. Dot colors and areas indicate FDR-adjusted *P*-values and gene-set sized, respectively. *P-*values based on *fgsea*’s adaptive multilevel splitting Monte Carlo approach, subject to FDR adjustment using the Benjamini-Hochberg (BH) approach. **g**. Relative mRNA expression of *Col1a1* in 4T1 (top) and MCF10A H-Ras^v12^ (bottom) spheroids grown in LLM supplemented with or without aspartate. Data for each gene and cell line are normalized relative to the average of the respective control (no aspartate) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d. (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **h**. Box and whisker plots of relative abundance of collagen I in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids grown in LLM supplemented with or without aspartate, measured by immunofluorescence. *N* = 10 4T1 no aspartate, *n* = 6 4T1 aspartate, and *n* = 5 MCF10A H-Ras^v12^ no aspartate and *n* = 9 MCF10A H-Ras^v12^ aspartate. The total fluorescence intensity was normalized over the number of DAPI-stained nuclei. Relative fluorescence intensities per cell are depicted, normalized to the mean intensity for the control condition. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Unpaired two-tailed *t*-test with Welch correction. Representative three-dimensional representation are depicted on the right. Blue, DAPI-stained nuclei; red, collagen I. **i**. Box and whisker plots of relative abundance of collagen I in 4T1 spheroids silenced for *Dhps* (top) or *Grin2d* (bottom) or scramble shRNA, grown in LLM supplemented with or without aspartate, measured by immunofluorescence. Top: *n* = 15 no aspartate scramble, *n* = 11 aspartate scramble, *n* = 5 no aspartate sh*Dhps, n* = 6 aspartate sh*Dhps*. Bottom: *n* = 6 no aspartate scramble, *n* = 6 aspartate scramble, *n* = 7 no aspartate sh*Grin2d, n* = 6 aspartate sh*Grin2d*. The total fluorescence intensity was normalized over the number of DAPI-stained nuclei. Relative fluorescence intensities per cell are depicted, normalized to the mean intensity for the control condition. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Tukey’s multiple-comparison tests. Representative three-dimensional representation are depicted in Extended Data Figure 4j. **j**. Box and whisker plots of relative abundance of collagen I in MCF10A H-Ras^v12^ spheroids silenced for *DHPS, GRIN2D* or scramble shRNA, grown in LLM supplemented with or without aspartate, measured by immunofluorescence. *N* = 6 no aspartate scramble, *n* = 7 aspartate scramble, *n* = 8 no aspartate sh*DHPS, n* = 6 aspartate sh*DHPS, n* = 8 no aspartate sh*GRIN2D, n* = 6 aspartate sh*GRIN2D*. The total fluorescence intensity was normalized over the number of DAPI-stained nuclei. Relative fluorescence intensities per cell are depicted, normalized to the mean intensity for the control condition. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Tukey’s multiple-comparison tests. Representative three-dimensional representation are depicted on the right and include samples shown in Extended Data Figure 4i. Blue, DAPI-stained nuclei; red, collagen I. **k**. Box and whisker plots of relative abundance of collagen I in 4T1 (left) and MCF10A H-Ras^v12^ (right) spheroids grown in LLM supplemented with or without aspartate and treated with or without the TGF-β inhibitor, measured by immunofluorescence. *N* = 5 4T1 no aspartate, *n* = 4 4T1 aspartate, *n* = 6 4T1 no aspartate with TGF-β inhibitor, *n* = 5 4T1 no aspartate with TGF-β inhibitor, and *n* = 5 MCF10A H-Ras^v12^ no aspartate, *n* = 4 MCF10A H-Ras^v12^ aspartate, *n* = 5 MCF10A H-Ras^v12^ no aspartate with TGF-β inhibitor, *n* = 6 MCF10A H-Ras^v12^ aspartate with TGF-β inhibitor. The total fluorescence intensity was normalized over the number of DAPI-stained nuclei. Relative fluorescence intensities per cell are depicted, normalized to the mean intensity for the control condition. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Šídák’s multiple-comparison tests. Representative three-dimensional representation are depicted on the right. Blue, DAPI-stained nuclei; red, collagen I. **l**. Relative spheroid areas for 4T1 cells silenced for *Grin2d, Dhps* or scramble shRNA grown in LLM with 1.5% Matrigel, supplemented with or without aspartate and with or without 1.5% Collagen-I. *N* = 3 no aspartate scramble, *n* = 3 aspartate scramble, *n* = 4 no aspartate scramble with Collagen-I, *n* = 5 aspartate scramble with Collagen-I; *n* = 3 no aspartate sh*Dhps, n* = 3 aspartate sh*Dhps, n* = 5 no aspartate sh*Dhps* with Collagen-I, *n* = 4 aspartate sh*Dhps* with Collagen-I; *n* = 3 no aspartate sh*Grin2d, n* = 4 aspartate sh*Grin2d, n* = 7 no aspartate sh*Grin2d* with Collagen-I, *n* = 7 aspartate sh*Grin2d* with Collagen-I. Data are presented as mean ± s.d, normalized to the mean spheroid areas for the respective no aspartate conditions (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **m**. Relative spheroid areas for 4T1 cells grown in LLM with 1.5% Matrigel, supplemented with or without aspartate and with or without 1.5% Collagen-I and treated with or without the TGF-β inhibitor. *N* = 4 no aspartate, *n* = 4 aspartate, *n* = 4 no aspartate with Collagen-I, *n* = 4 aspartate with Collagen-I; *n* = 4 no aspartate with TGF-β inhibitor, *n* = 4 aspartate with TGF-β inhibitor, *n* = 5 no aspartate with TGF-β inhibitor and Collagen-I, *n* = 4 aspartate with TGF-β inhibitor and Collagen-I. Data are presented as mean ± s.d, normalized to the mean spheroid area for the respective no aspartate conditions (*n* indicates independent samples). Two-way ANOVA with Tukey’s multiple-comparison tests. **n**. Top: Quantification of linearized collagen based on Picrosirius Red staining and polarized light microscopy detected in EMT6.5 lung metastases silenced for *Dhps* or scramble shRNA in mice pre-treated with daily injections of aspartate (20 mM, i.p., 10 days) or PBS. Significant collagen red/yellow/green increase (*) 0.0023/0.1758/0.0042 EMT6.5 aspartate scramble, *n* = 5 PBS and *n* = 5 aspartate. Significant collagen red/yellow/green decrease (**) <0.0001/<0.0001/<0.0001 (EMT6.5 sh*Dhps*), *n* = 5 PBS scramble, *n* = 5 aspartate scramble and *n* = 5 aspartate sh*Dhps*. Data are normalized by metastasis area (megapixel) and expressed as mean ± SEM. Two-way ANOVA with Šídák’s multiple-comparison tests. Bottom: representative images of linearized collagen based on Picrosirius Red staining and polarized light microscopy detected in EMT6.5 lung metastases. Red color mostly indicates thick collagen I fibers and green color mostly indicates thin collagen III fibers. A representative image of *n* = 5 EMT6.5 PBS scramble, *n* = 5 EMT6.5 aspartate scramble, *n* = 5 EMT6.5 aspartate sh*Dhps* lung metastases is shown. Scale bars = 20 μm.

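The highest mean NES, 1.57, belonged to REACTOME_SIGNALLING_TO_ERKS (31 genes), followed by WP_MELANOMA (59 genes) with 1.51. The mean NES fell to 1.45 at rank 15, and rank 16 was PID_BMP_PATHWAY with 1.45. Of the 15 highest ranking gene sets, 14 were also among the 15 highest in the authors' deposited table of scores. The remaining sets of the 15 that carry no TGF-β in their names had adjusted p values from fgsea between 0.0718 and 0.492. In the whole collection, 0 gene sets with a positive and 15 with a negative NES had an adjusted p under 0.05 for ASP shSCR against NoASP shSCR, with 84 positive and 215 negative ones at an unadjusted p under 0.05. Against ASP shGRIN2D there were 1 positive and 134 negative sets, and against ASP shDHPS 25 positive and 79 negative sets. The negative count against NoASP shSCR rests on single pellets. It was 0 without NoASP shSCR replicate 3 or without NoASP shSCR replicate 4, and 98 without ASP shSCR replicate 2. With 1 pellet left out, there were 68 to 149 negative sets against ASP shGRIN2D and 44 to 112 against ASP shDHPS. Both counts were lowest without ASP shSCR replicate 1.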

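For the word cloud, ASP shSCR was compared with the mean of the other 3 conditions. In this comparison the NES was 1.74 for WP_TGFBETA_SIGNALING_PATHWAY (adjusted p = 0.00131) and 1.70 for PID_TGFBR_PATHWAY (adjusted p = 0.0334), both from fgsea's permutation of genes with Benjamini-Hochberg adjustment. The other highlighted sets scored 1.65, 1.55 and 1.54, with adjusted p values of 0.0528, 0.102 and 0.112. None of the 5 sets passed the threshold in this comparison with camera at the preset correlation (adjusted p from 0.156 to 0.25), camera with the estimated one (0.875 for each) or fry (from 0.42 to 0.43). The names of the gene sets with a positive NES held 1811 different words, and the removal of uninformative words was not repeated because the paper's text gives examples of them, not a full list. By the scoring of the Methods, TGFBR had the highest score, 500, from 1 gene set, and TGFBETA came next with 334 from 3 sets. TGF ranked 23, with a score of 70.2 from 6 sets, and TGFB ranked 49, with 25.8 from 3 sets. The alternative that moved these ranks most was a TRM without shrinkage, which put TGFBETA at rank 12, TGFBR at rank 31, TGF at rank 128 and TGFB at rank 131 of 1851 words.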

**Extended Data Figure 5:**
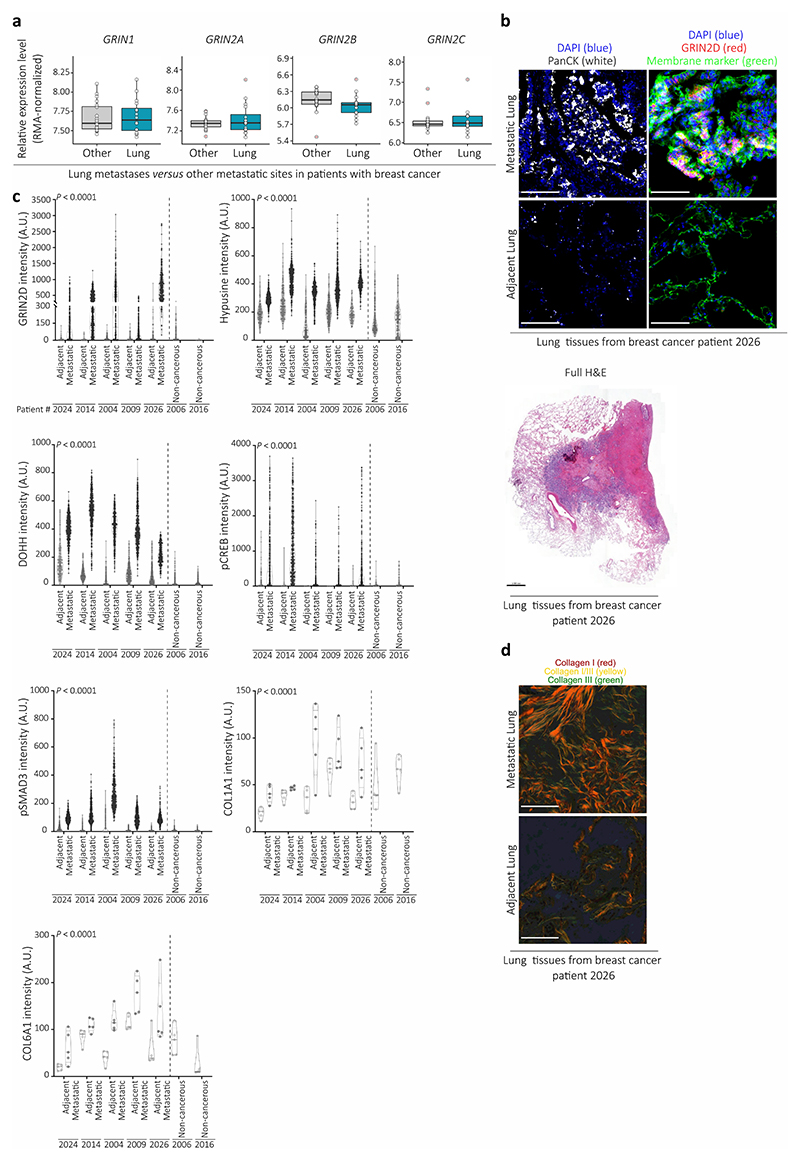
Expression of NMDA receptor subunits and staining of proteins indicative of aspartate signaling in patients with breast cancer **a**. RMA-normalized mRNA expression levels of *NMDA-*receptor-related genes in breast cancer-derived lung metastases *vs* breast cancer-derived bone/brain/liver metastases, based on patient biopsies (GSE14018). *N* = 16 lung metastases and *n* = 20 non-lung metastases samples (*n* = 8 bone metastases, *n* = 7 brain metastases, *n* = 5 liver metastases). Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data excluding outliers (data points more than 1.5 x IQR away from the 1^st^/3^rd^ quartiles, where IQR = inter-quartile range), with the latter indicated in red. Individual data points are indicated by the white dots. Statistics show *P*-values based on differential expression analysis with *limma*. **b**. Top: DAPI and PanCK (left), GRIN2D and membrane marker (right) detected in metastatic and adjacent lungs from the UPTIDER breast cancer patient 2026 shown in Figure 5e, assessed by multiplex immunohistochemistry. Blue = DAPI nuclear staining, red = GRIN2D, green = membrane marker ATP1A1 (scale bars = 100 μm). Membrane marker has been added to identify surface localization of GRIN2D, the same exact representative image was used in Figure 5e. Bottom: representative image of H&E staining of the whole lung from patient 2026, scale bar = 2 mm. H&E and multiplex immunohistochemistry stainings originate from non-consecutive cuts. **c**. Quantification of GRIN2D, Hypusine, DOHH, nuclear pCREB, nuclear pSMAD3, COL1A1 and COL6A1 intensities in tissues derived from the UPTIDER breast cancer patients. For GRIN2D, Hypusine and DOHH, fluorescence intensity values per single cell are depicted, across 5 independent regions. For pCREB and pSMAD3, fluorescence intensity values per nucleus are depicted, across 5 independent regions. For COL1A1 and COL6A1, mean fluorescence intensities per unit area are depicted, across 5 independent regions. Two-way ANOVA, with *P* values for the tissue type (metastatic *vs* adjacent) factor shown above the graphs. All single comparisons per patients were significant based on unpaired two-tailed *t*-test with Welch correction, except for COL1A1 and COL6A1, for which single comparisons per patients were significant in 7 out of 10 measurements based on unpaired two-tailed *t*-test with Welch correction. Representative images are shown in Figure 5e and Extended Data Figure 6. **d**. Representative images of linearized collagen based on Picrosirius Red staining and polarized light microscopy detected in metastatic and adjacent lungs from the UPTIDER breast cancer patient 2026, quantified in Figure 5f. Red color mostly indicates thick collagen I fibers and green color mostly indicates thin collagen III fibers. A representative image of *n* = 5 patients is shown. Scale bars = 1 mm.

**Extended Data Figure 6:**
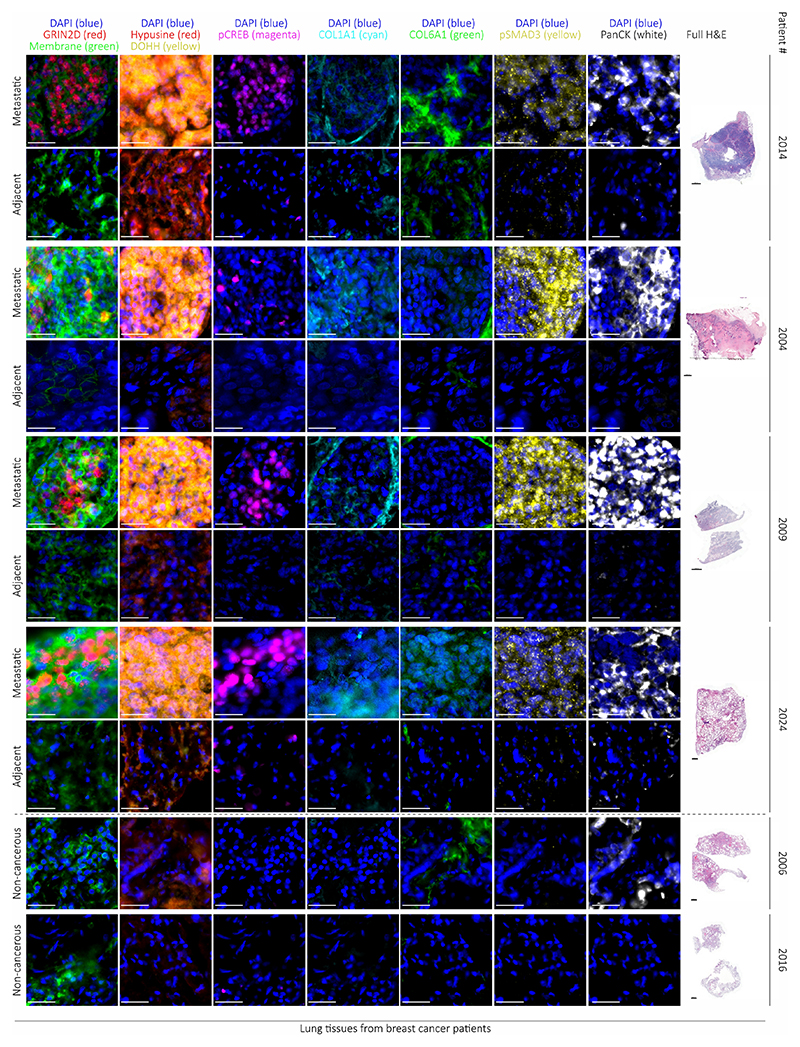
Representative images of IHC performed in breast cancer patients Left: GRIN2D, Hypusine, DOHH, phosphorylated CREB, COL1A1, COL6A1, phosphorylated SMAD3 and PanCK detected in metastatic and adjacent lungs from the UPTIDER breast cancer patients (*n* = 7), assessed by multiplex immunohistochemistry. Blue = DAPI nuclear staining, green = membrane marker ATP1A1; red = Hypusine, yellow = DOHH; magenta = phosphorylated CREB; cyan = COL1A1; green = COL6A1; yellow = phosphorylated SMAD3; white = PanCK. Scale bars = 50 μm. Membrane marker ATP1A1 has been added to identify surface localization of GRIN2D. Quantification for all patients, *n* = 7 (for a total of 5 regions per patient) is shown on Extended Data Figure 5c. Right: Representative images of H&E stainings of the whole lungs for each patient, scale bars = 2 mm. H&E and multiplex immunohistochemistry stainings originate from non-consecutive cuts.

**Extended Data Figure 7:**
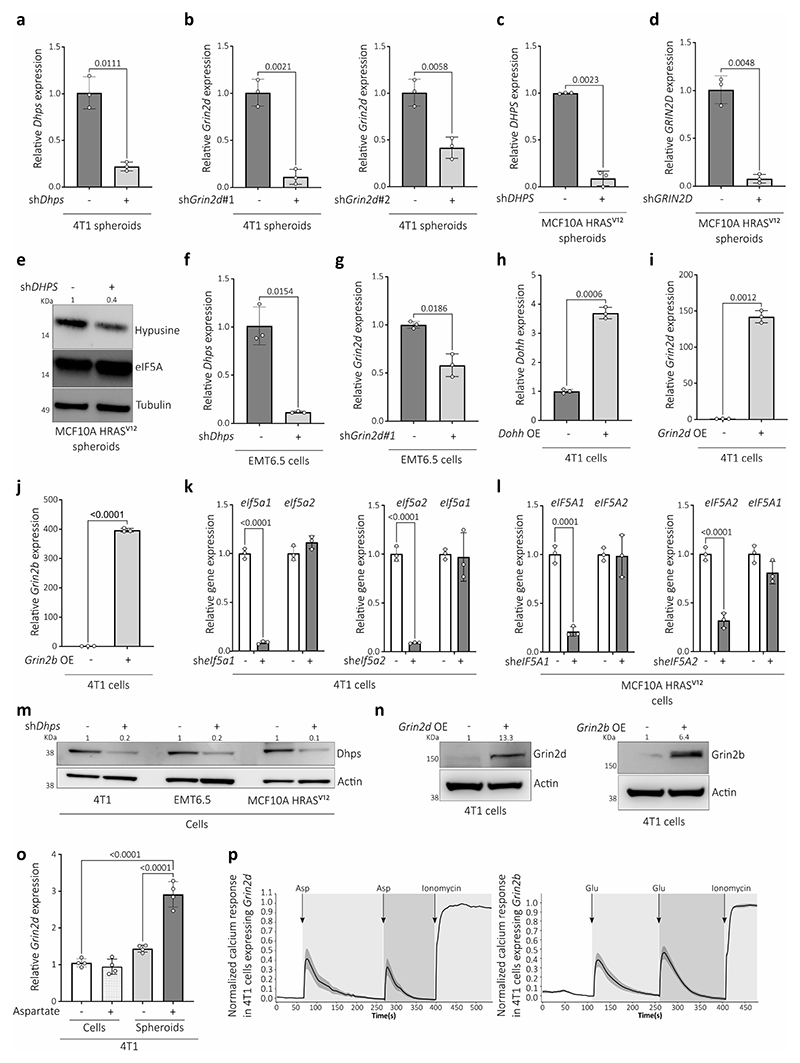
Protein and mRNA expression of genetically modified breast cancer cells and method validation **a**. Relative mRNA expression levels of *Dhps* in 4T1 spheroids silenced for *Dhps* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **b**. Relative mRNA expression levels of *Grin2d* in 4T1 spheroids silenced for *Grin2d* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **c**. Relative mRNA expression levels of *DHPS* in MCF10A H-Ras^v12^ spheroids silenced for *DHPS* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **d**. Relative mRNA expression levels of *GRIN2D* in MCF10A H-Ras^v12^ spheroids silenced for *GRIN2D* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **e**. Hypusine levels in MCF10A H-Ras^v12^ cells silenced for *DHPS* or scramble shRNA. Quantification of hypusine signal normalized over total eIF5A signal is indicated on top of each lane. **f**. Relative mRNA expression levels of *Dhps* in EMT6.5 cells silenced for *Dhps* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **g**. Relative mRNA expression levels of *Grin2d* in EMT6.5 cells silenced for *Grin2d* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **h**. Relative mRNA expression levels of *Dohh* in 4T1 cells expressing an overexpression vector for *Dohh* or an empty vector. Data are normalized relative to the average of the control (empty vector) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). OE = overexpression. Unpaired two-tailed *t*-test with Welch correction. **i**. Relative mRNA expression levels of *Grin2d* in 4T1 cells expressing an overexpression vector for *Grin2d* or an empty vector. Data are normalized relative to the average of the control (empty vector) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **j**. Relative mRNA expression levels of *Grin2b* in 4T1 cells expressing an overexpression vector for *Grin2b* or an empty vector. Data are normalized relative to the average of the control (empty vector) condition. Bars represent averages, and single dots individual replicates (*n* = 3 independent replicates). Unpaired two-tailed *t*-test with Welch correction. **k**. Relative mRNA expression levels of *eIf5a1* and *eIf5a2* in 4T1 cells silenced for *eIf5a1 or eIf5a2* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d (*n* = 3 independent replicates). Two-way ANOVA with Šídák’s multiple-comparison tests. **l**. Relative mRNA expression levels of *eIF5A1* and *eIF5A2* in MCF10A H-Ras^v12^ cells silenced for *eIF5A1 or eIF5A2* or scramble shRNA. Data are normalized relative to the average of the control (shRNA against scramble sequence) condition. Bars represent averages, and single dots individual replicates. Error bars represent ± s.d (*n* = 3 independent replicates). Two-way ANOVA with Šídák’s multiple-comparison tests. **m**. Dhps levels in 4T1, EMT6.5 and MCF10A H-Ras^v12^ cells silenced for *DHPS* or scramble shRNA. Quantification of Dhps signal normalized over actin signal is indicated on top of each lane. **n**. Left: Grin2d levels in 4T1 cells expressing an overexpression vector for *Grin2d* or an empty vector. Quantification of Grin2d signal normalized over actin signal is indicated on top of each lane. Right: Grin2b detected in 4T1 cells expressing an overexpression vector for *Grin2b* or an empty vector. Quantification of Grin2b signal normalized over actin signal is indicated on top of each lane. **o**. Relative mRNA expression levels of *Grin2d* in 4T1 cells or spheroids cultured as a 2D monolayer in RPMI (left) or as 3D spheroids in lung-like medium (right) with or without aspartate. Data are normalized relative to the average of the control (2D no aspartate) condition. Bars represent averages, and single dots individual replicates (*n* = 4 independent replicates). One-way ANOVA (*P* < 0.0001) with Tukey’s multiple-comparison tests. **p**. Average ionomycin-normalized calcium response traces in 4T1 cells overexpressing *Grin2d* (left) or *Grin2b* (right). The shaded ribbons represent standard errors of the mean at each time point in each sample, while the grey rectangles indicate sequential additions of aspartate (left) or glutamate (right) plus ionomycin at the times indicated by the arrow. A representative experiment (*n* = 14 cells for *Grin2d* OE and *n* = 15 cells *Grin2b* OE) out of 2 independent experiments is shown.

## Figures and Tables

**Figure 1:**
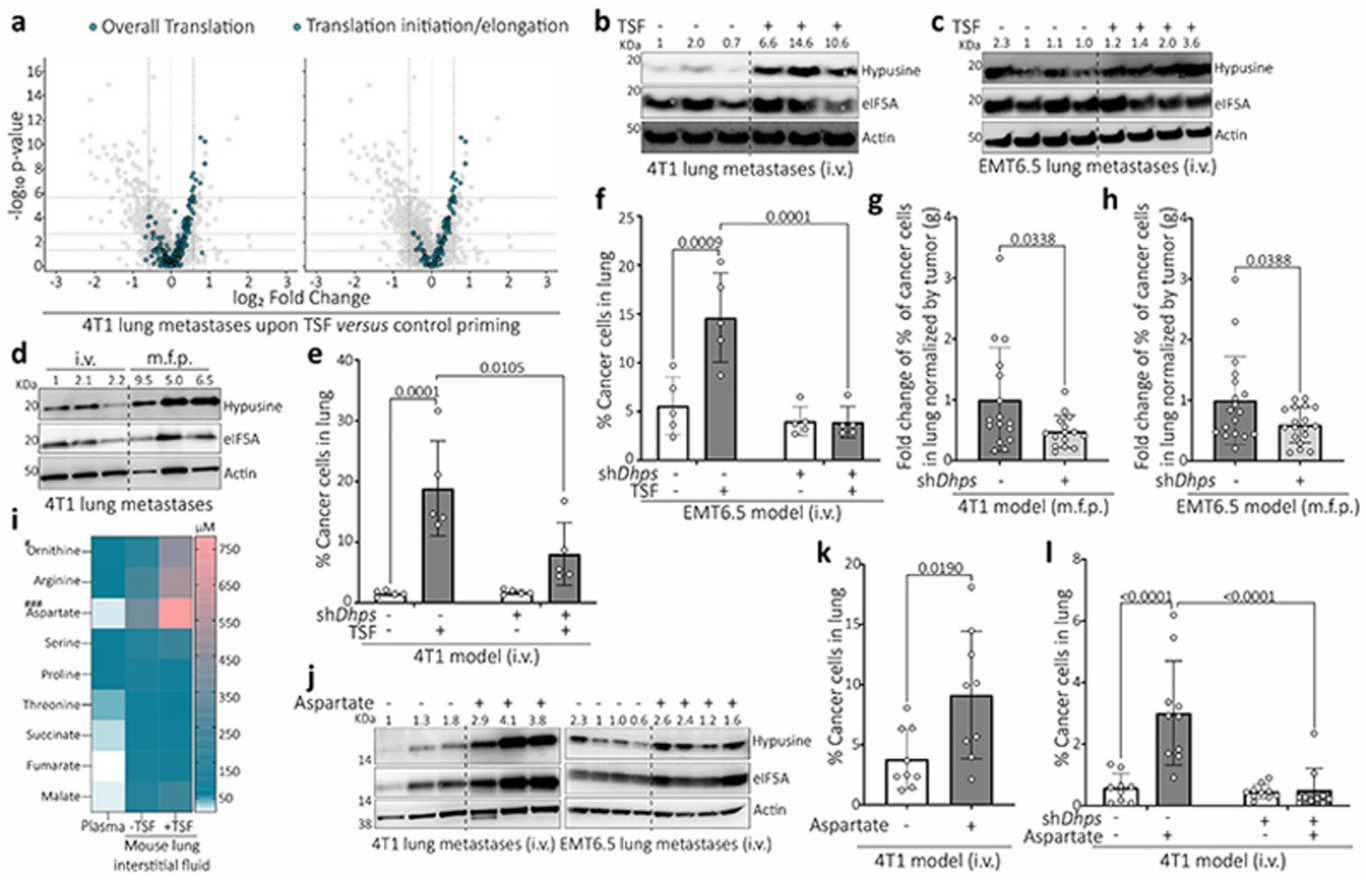
Aspartate promotes lung metastasis aggressiveness by inducing eIF5A hypusination **a**. Volcano plots based on single-cell differential expression analysis comparing cancer cells from control-/TSF-pre-treated 4T1 lung metastases. Genes related to translation (left) and translation elongation/initiation (right) highlighted in blue. Horizontal lines (bottom to top): raw, BH-adjusted and Bonferroni adjusted *P*-values of 0.05. Vertical lines: absolute fold-changes of 1.5. **b,c**. Hypusine levels in 4T1 (**b**) or EMT6.5 (**c**) metastases in mice pre-treated with TSF or control (*n*=3/4 per group for 4T1/EMT6.5, respectively). **d**. Hypusine levels in 4T1 metastases (i.v., *n*= 3, m.f.p., *n*=3). **e,f**. Percentage of CD90.1^+^ 4T1 (**e**) or EMT6.5 (**f**) cells silenced for *Dhps* or scramble shRNA (*n*=5 per group) in mice pre-treated with TSF or control. **g,h**. Fold-change of the percentage of CD90.1^+^ 4T1 (**g**) or EMT6.5 (**h**) cells silenced for *Dhps* (*n*=15, 4T1; *n*=18, EMT6.5) or scramble shRNA (*n*=16, 4T1; *n*=18 EMT6.5) normalized by PT weight (g). Data from 3 (4T1) or 2 (EMT6.5) independent experiments, and normalized relative to each scramble-group average. **i**. Average metabolite concentrations in plasma and lung interstitial fluid in mice pre-treated with TSF or control (*n*≥5 per group). ### *P*=0.0006, # *P*=0.053. **j**. Hypusine levels in 4T1 (left, *n*=3 per group) or EMT6.5 (right, *n*=4 per group) metastases in mice pre-treated with aspartate or PBS. **k**. Percentage of CD90.1^+^ 4T1 cells expressing scramble shRNA (*n*=9 per group) in mice pre-treated with aspartate or PBS. **l**. Percentage of CD90.1^+^ 4T1 cells silenced for *Dhps* or scramble shRNA (*n*=9 shSCR PBS,*n*=10 for all other groups) in mice pre-treated with aspartate or PBS. For **a**, *P* values based on Seurat’s Wilcoxon rank-sum test implementation. For **b,c,d,j**, Hypusine quantification relative to total eIF5A shown on top of each lane. For **e,f,l**, *P*-values based on Two-way ANOVA with Tukey’s multiple-comparison tests. For **g,h,i,k**, *P*-values based on unpaired two-tailed *t*-test with Welch correction. Data presented as mean±sd unless noted.

**Figure 2:**
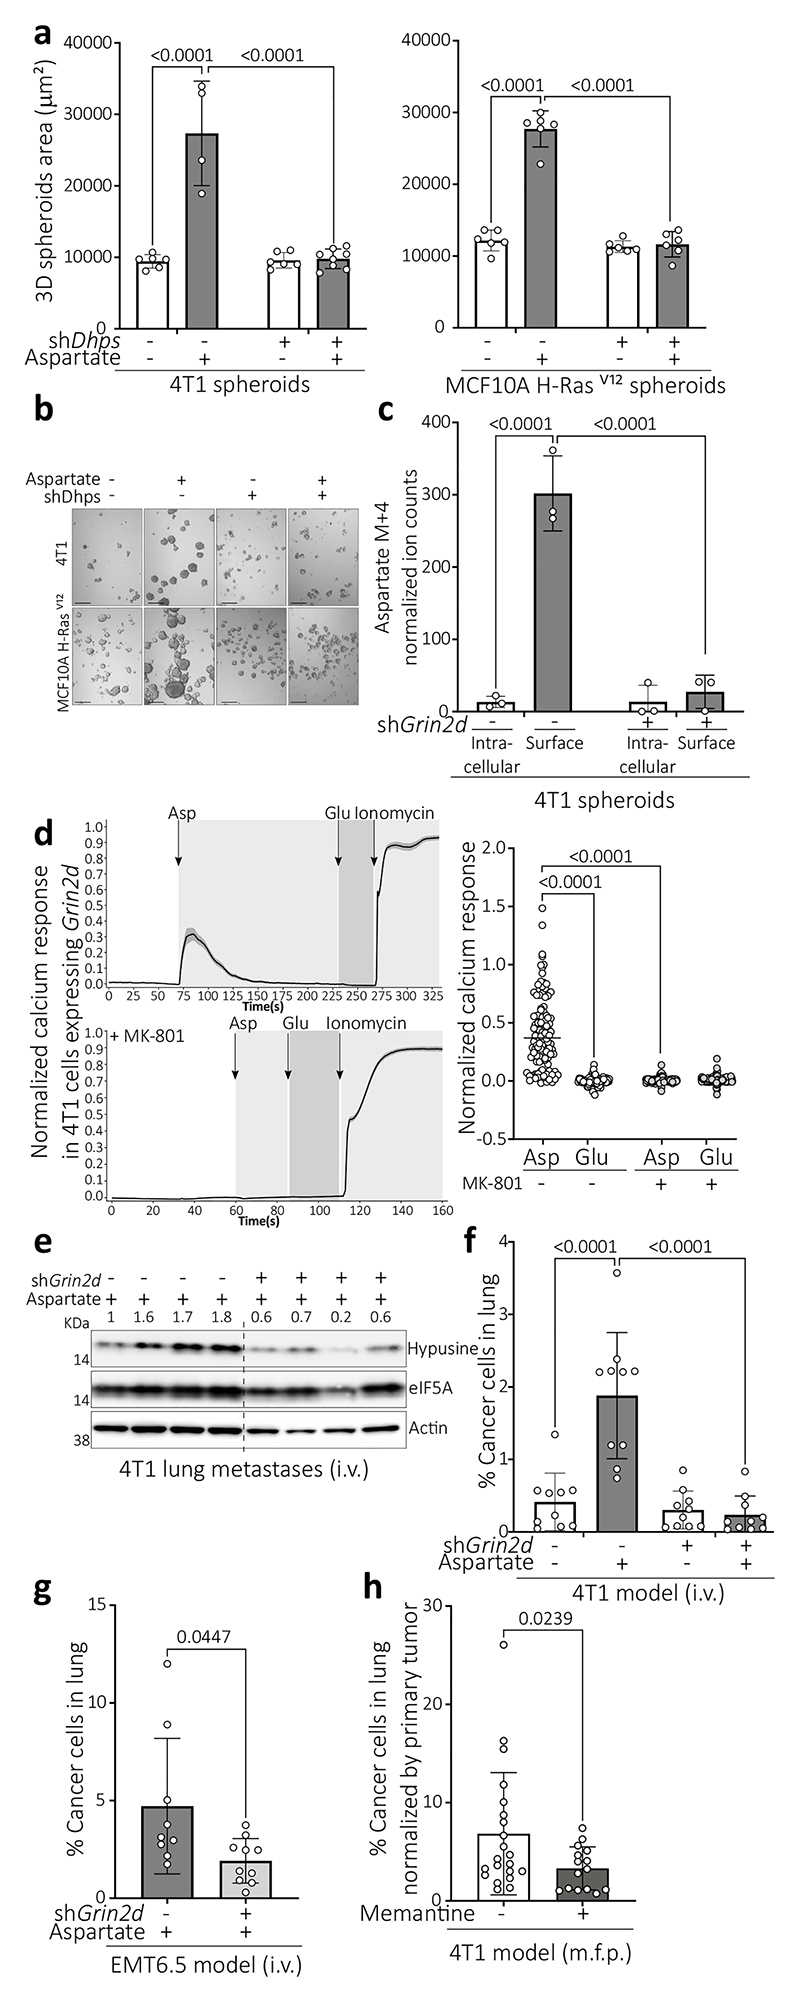
Aspartate triggers NMDA receptor activity **a**. Total spheroid areas for 4T1 (left) and MCF10A H-Ras^v12^ (right) cells silenced for *Dhps* (*n*=6 4T1 or H-Ras^v12^ no aspartate, *n*=8 4T1 aspartate, *n*=6 MCF10A H-Ras^v12^ aspartate) or scramble shRNA (*n*=6 4T1 or MCF10A H-Ras^v12^ no aspartate, *n*=4 4T1 aspartate, *n*=6 MCF10A H-Ras^v12^ aspartate) in lung-like medium (LLM) supplemented with aspartate. **b**. Representative images from **a**. Scale bar=250 μm. **c**. Intracellular *vs* cell surface levels of ^13^C-aspartate in 4T1 spheroids silenced for *Grin2d* or scramble shRNA (*n*=3 per group), supplemented with ^13^C_4_-aspartate in LLM. **d**. Average ionomycin-normalized calcium response traces with (bottom) or without (top) MK-801 treatment in 4T1 cells overexpressing *Grin2d* (left). Shaded ribbon: s.e.m., grey rectangles: sequential addition of aspartate/glutamate/ionomycin. One representative experiment (*n*=39 without MK-801 and *n*=73 with MK-801) out of 4 independent experiments is shown. Quantification of ionomycin-normalized calcium response in 4T1 cells overexpressing *Grin2d* without (*n*=106) or with (*n*=219) MK-801 treatment from 4 independent experiments (right). Two-way ANOVA with Šídák’s multiple-comparison tests considering all independent cells. **e**. Hypusine levels in 4T1 lung metastases silenced for *Grin2d* or scramble shRNA (*n*=4 per group) in mice pre-treated with aspartate or PBS. Hypusine quantification relative to total eIF5A shown on top of each lane. **f**. Percentage of CD90.1^+^ 4T1 cells silenced for *Grin2d* or scramble shRNA (*n*=10 per group) in mice pre-treated with aspartate or PBS. **g**. Percentage of CD90.1^+^ EMT6.5 cells silenced for *Grin2d* (*n*=10) or scramble shRNA (*n*=9) in mice pre-treated with aspartate. **h**. Percentage of CD90.1^+^ 4T1 cells in mice treated with Memantine-HCl (*n*=15) or PBS (*n*=21) normalized by primary tumor weight (g). For **a,c,f**, *P*-values based on Two-way ANOVA with Tukey’s multiple-comparison tests. For **g,h**, *P*-values based on unpaired two-tailed *t*-test with Welch correction. Data presented as mean±s.d. unless noted.

**Figure 3:**
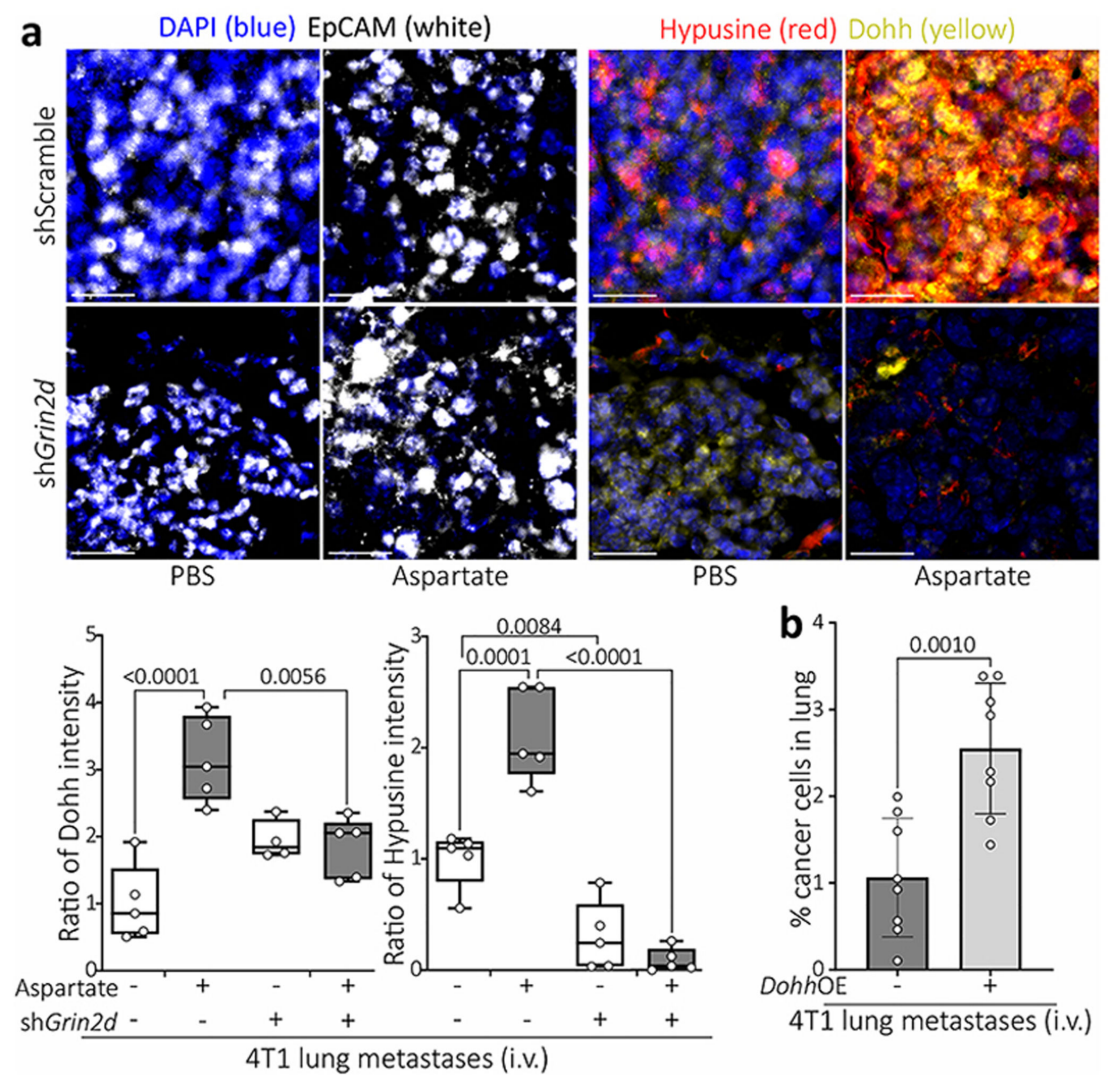
Aspartate-induced NMDA receptor activity regulates DOHH expression **a**. Hypusine and Dohh detected in 4T1 metastases silenced for *Grin2d* or scramble shRNA in mice pre-treated with aspartate or PBS. Top: representative images from *n* = 5 independent mice per group are shown. White = EpCAM; blue = DAPI nuclear staining; red = Hypusine; yellow = Dohh. Scale bars = 25 μm. Bottom: ratio of Dohh (left) and Hypusine (right) intensities normalized on 4T1 shSCR PBS. Box hinges indicate the 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. Individual data points are indicated by the white dots. Two-way ANOVA with Tukey’s multiple-comparison tests. This staining is part of a multiplex staining and only relevant stains are shown, the same metastatic regions and Hypusine stainings are also used in Figure 4a,c and Extended Data Figure 3n. **b**. Percentage of CD90.1^+^ 4T1 cells overexpressing *Dohh* or an empty vector (*n* = 8 per group) in mouse lungs. Data are presented as mean ± sd. Unpaired two-tailed *t*-test with Welch correction.

**Figure 4:**
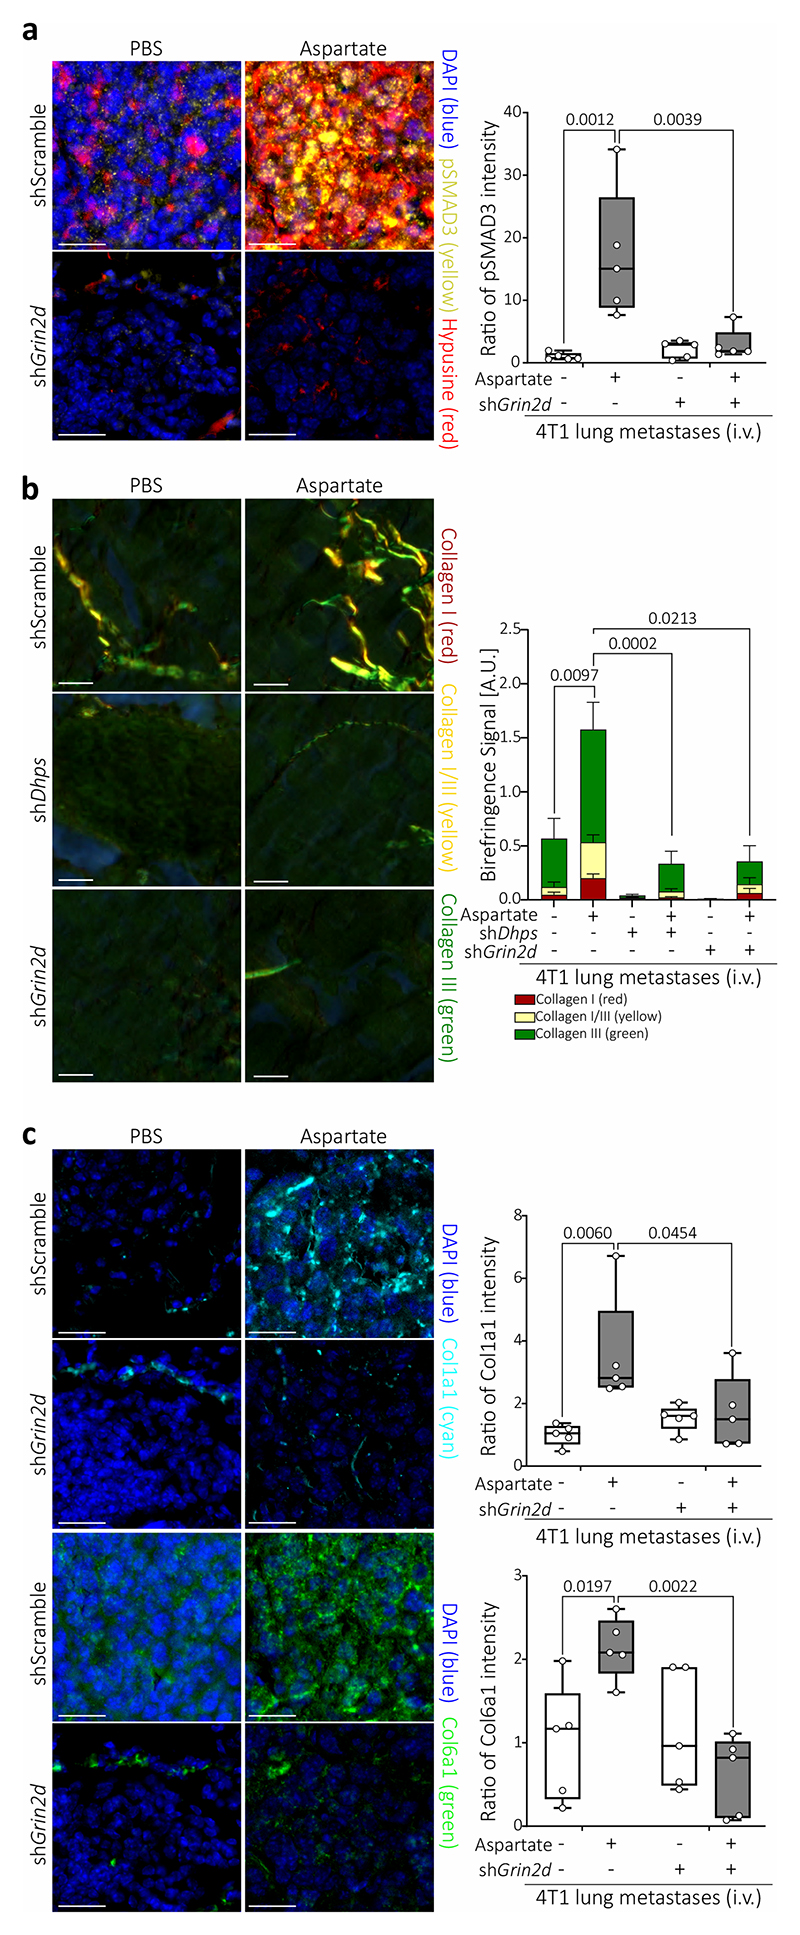
Alternative translation induced by eIF5A hypusination results in collagen synthesis **a**. Phosphorylated SMAD3 and Hypusine in 4T1 metastases silenced for *Grin2d* or scramble shRNA in mice pre-treated with aspartate or PBS. Left: representative images from *n* = 5 independent mice per group. Blue=DAPI nuclear staining; yellow=pSMAD3; red=Hypusine. Scale bars=25 μm. Right: ratio of pSMAD3 intensity normalized on 4T1 shSCR PBS. Two-way ANOVA with Tukey’s multiple-comparison tests. **b**. Left: representative images of linearized collagen detected in 4T1 metastases silenced for *Grin2d, Dhps* or scramble shRNA in mice pre-treated with aspartate or PBS. Red color mostly indicates thick collagen I fibers and green color mostly indicates thin collagen III fibers. Scale bars=10 μm. Right: quantification of linearized collagen, significant collagen green increase (*P*=0.0097) compared to 4T1 aspartate scramble; significant collagen green decrease (*P*=0.0002) compared to 4T1 aspartate sh*Dhps* and (*P*=0.0213) 4T1 aspartate sh*Grin2d. N*=4 PBS and aspartate scramble, *n*=4 PBS sh*Dhps, n*=5 aspartate sh*Dhps, n*=3 PBS sh*Grin2d*, and *n*=4 aspartate sh*Grin2d*. Data are expressed as mean ± SEM. Two-way ANOVA with Šídák’s multiple-comparison tests. **c**. Col1a1 and Col6a1 detected in 4T1 metastases silenced for *Grin2d* or scramble shRNA in mice pre-treated with aspartate or PBS. Left: representative images of *n*=5 independent mice per group. Cyan=Col1a1; green=Col6a1; blue=DAPI nuclear staining. Scale bars=25 μm. Right: ratio of Col1a1 (top) and Col6a1 (bottom) intensities normalized on 4T1 shSCR PBS. Two-way ANOVA with Dunnett’s multiple-comparison tests. Stainings for Col1a1 and Col6a1 originate from consecutive cuts. For **a,c**, box hinges indicate 1^st^/3^rd^ quartiles of the corresponding data, while box mid-lines represent medians, and whiskers span the range of the data. White dots indicates individual data points. The staining shown in **a,c** are part of a multiplex staining and only relevant stains are shown, the same metastatic regions and Hypusine stainings are also used in Figure 3a and Extended Data Figure 3n.

**Figure 5:**
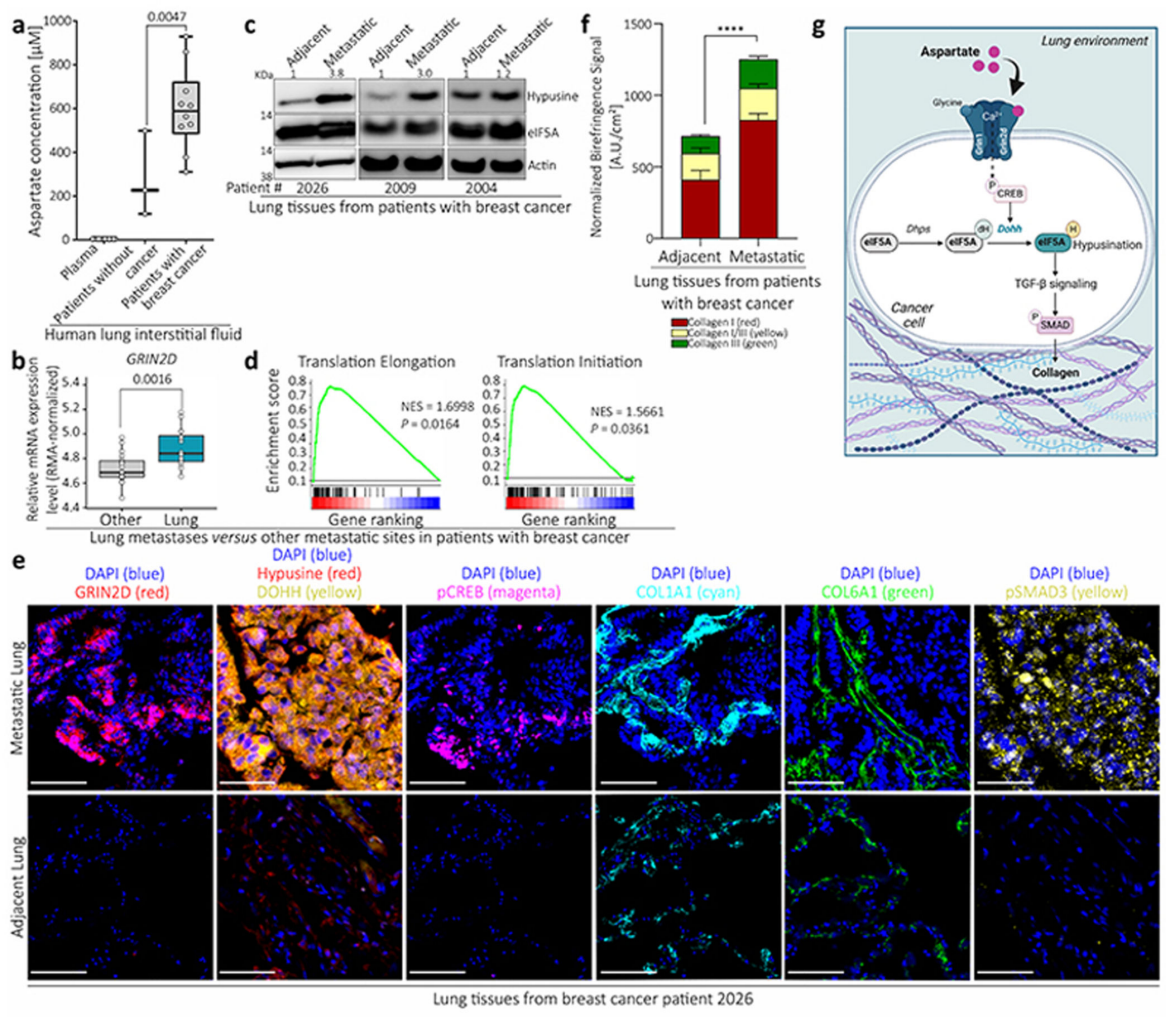
Evidence for aspartate signaling in lung metastases of breast cancer patients **a**. Aspartate concentration in plasma or lung interstitial fluid of breast cancer patients without detected lung metastases (*n* = 10) *vs* non-cancer patients (*n* = 3). One-way ANOVA (*P*<0.0001) with Tukey’s multiple-comparison tests, *P*=0.0121 plasma *vs* lung interstitial fluid of non-cancer patients and *P*<0.0001 plasma *vs* lung interstitial fluid of breast cancer patients. **b**. *GRIN2D* expression in lung *vs* bone/brain/liver metastases from breast cancer patient biopsies. *N* = 16 lung metastases and *n* = 20 non-lung metastases. *P*-value based on differential expression analysis with *limma*. **c**. Hypusine detected in lung metastases and adjacent non-cancerous tissues from breast cancer patients of the UPTIDER program. Hypusine quantification relative to total eIF5A shown on top of each lane. **d**. GSEA enrichment for translation elongation (left) and initiation (right) gene sets based on differential expression analysis comparing lung *vs* non-lung (bone/brain/liver) metastases of breast cancer patients. *P*-values based on *fgsea*’s adaptive multilevel splitting Monte Carlo approach. **e**. Representative image of GRIN2D, Hypusine, DOHH, phosphorylated CREB, COL1A1, COL6A1 and phosphorylated SMAD3 detected in metastases and adjacent non-cancerous lung tissues of breast cancer patients of the UPTIDER program (*n* = 7 patients). Blue=DAPI nuclear staining, red=GRIN2D (scale bars=100μm); red=Hypusine, yellow=DOHH (40μm); magenta=pCREB (100μm); cyan=COL1A1 (100μm); green=COL6A1 (100μm); yellow=pSMAD3 (40μm). Representative images for additional patients are shown in Extended Data Figure 6. **f**. Quantification of linearized collagen detected using Picrosirius Red in metastases and adjacent non-cancerous lung tissues of breast cancer patients of the UPTIDER program (*n* = 5). Significant collagen red increase (*P*<0.0001). Data normalized by metastasis area (cm^2^), shown as mean ± SEM. Two-way ANOVA with Šídák’s multiple-comparison tests. Representative image shown in Extended Data Figure 5d. **g**. Schematics of the identified mechanism: P=Phosphorylation; dH=deoxyhypusine; H=hypusine. For **a,b** box hinges indicate 1^st^/3^rd^ quartiles, mid-lines represent medians, and whiskers span the data range. Individual data points indicated by dots.

## Data Availability

Mouse single-cell RNA-sequencing data and polysome/total RNA sequencing data generated as part of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE236087. The publicly available microarray-based patient-metastasis data set GSE1401882 can be downloaded from the Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14018. All other data supporting the findings of this study are available within the Article and the Supplementary Information, and from the corresponding author on reasonable request. No original softwares and/or algorithms were developed in the present study; however, code used for data analysis can be provided upon request. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

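The data came from 1 experiment, polysome profiling of 4T1 spheroids kept in lung-like medium for 5 days. They comprise 32 mRNA libraries from 4 conditions (ASP shSCR, NoASP shSCR, ASP shGRIN2D and ASP shDHPS), each with 4 pellets and each pellet with a polysomal and a sub-polysomal library. The condition, fraction and replicate of each library were taken from its sample labels and from the paper's Methods.

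The counts per gene were made by the authors, who trimmed the reads with Trim Galore!, mapped them to the GRCm39 genome with STAR, quantified them with Salmon, rounded the estimates to whole numbers and removed genes without counts in at least 3 of the 4 replicates of any group. They are not normalized, and 17757 genes are left. The log2 differences in translation in the authors' deposited table were made by the authors with DESeq2 and shrunken with ashr. The p values and q values deposited beside them came from the authors' DESeq2 Wald test and, for gene sets, from fgsea, with Benjamini-Hochberg adjustment. The deposited scores, the translation ranking metric TRM of each gene and the enrichment score and NES of each gene set, were made by the authors from these differences and p values. The 3065 gene sets were collected by the authors from MSigDB and KEGG metabolism. The deposited results were used only for comparison, and every value given as a result was computed from the counts unless it is marked as the authors'.

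All steps ran in R 4.3.3. Translation per gene was tested with edgeR 4.0.16 (TMM normalization over all libraries, quasi-likelihood F-test, two-sided). The model held a coefficient for each of the 16 pellets and a polysomal to sub-polysomal log2 ratio for each condition, and the contrasts were ASP shSCR minus each other condition and minus the mean of the other 3. The Methods describe the fractions of a pellet as matched, so the pellet term pairs them. Replicate numbers do not pair pellets of different conditions in the labels or the Methods. The correlation of pellet log2 ratios, each centred on its condition, had a median of 0.166 (24 pairs) between pellets with the same number and −0.05 (72 pairs) between pellets with different numbers. Levels of genes in 1 fraction were tested with edgeR among the 16 libraries of that fraction. Adjusted p values are Benjamini-Hochberg values with a threshold of 0.05. Those of edgeR are over all genes of a comparison and those of gene sets over all sets. DESeq2's are over the genes left by its own filter on mean counts, which gave 6541 of the 17757 genes no adjusted p against ASP shDHPS and 0 genes in the other comparisons.

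Gene sets were scored as in the paper's Methods, with DESeq2 1.42.0, ashr 2.2.63 and fgsea 1.28.0 (multilevel, 10000 initial permutations, eps 0, sets of 3 to 1500 genes, seed 1). Sets with a positive NES in the 3 comparisons with a single condition were ranked by mean NES. The same sets were also tested with camera and fry from limma 3.58.1. Words in the set names were scored as 100 divided by the rank of the set as a percentage, rounded up to 0.1, and averaged over the sets that hold the word. The removal of uninformative words was not repeated.

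Apart from Fth1 and Ftl1, which were picked after their values were seen, the genes named in the text followed a rule. They were the genes the paper names for its mechanism, up to 3 genes per direction and comparison with the largest log2 difference among those past the threshold with a mean of at least 50 counts and no overlap between the pellets of the conditions, and the 10 members of the highlighted TGF-β sets with the highest mean TRM. Pellet log2 ratios used a prior count of 2. Gene positions came from a GRCm38 annotation, because none for GRCm39 was at hand, and transcript length and GC content from the same annotation covered 97.5% of the genes.

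The alternatives were other normalizations, other filters on low counts, DESeq2's Wald test, fits without the pellet term or with the replicate number added, fits of the compared conditions alone, other ranking metrics, another set size range, another seed, and each pellet left out in turn. Trends on length and GC content were modelled with mgcv 1.9.3. Library totals ran from 12870563 to 25639437. At that depth, a gene such as Grin2d had 21 to 126 reads per library. Its level within a fraction had a standard error of about 0.3 (log2) between conditions. That of its polysomal to sub-polysomal ratio was 0.41 to 0.42. Even its level changes of −0.88 and −1.14 in ASP shGRIN2D did not pass the threshold. Changes of that size or smaller in such genes can therefore be missed.

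The steps were tested on simulated data in which 200 of 17757 genes had a changed ratio. The edgeR test recovered 180 of them (90%) with 6 false calls, and DESeq2's Wald test recovered 185 with 22 false calls. The changed genes were drawn among those with a mean of at least 50 counts. All genes were given the same spread between libraries, and no differences between pellets and no deviant library were put in. The share recovered therefore does not tell how many changes were missed in the real libraries. The median log2 difference of the raised genes was 1.57 in edgeR, and the value put in was 1.59. In the simulated gene set step, a set made of 100 raised genes had an NES of 1.44 and ranked 129 of 3000 sets by NES. Libraries were checked for copies of one another, and the most alike pair within a group differed by a chi-square of 29.6 per gene. Within groups, the correlation between libraries ran from 0.882 to 0.986. No library was left out. The other experiments of the paper, among them the single-cell and bulk RNA sequencing, mass spectrometry, imaging and animal experiments, were not part of these data.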

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

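Except for REACTOME_TRANSLATION, Fth1 and Ftl1, the sets, the rules that name genes and the alternatives were chosen before the data were examined. The genes named for the largest differences or the highest mean TRM were then picked from the results by these rules. The tests on other groupings of the pellets, on shared controls, on leaving out ASP shSCR replicate 1 and on length and GC content were set after the libraries had been looked at and before their own results were seen. The tests on mixing, library size and swapped labels in ASP shSCR replicate 1 were chosen only after its values were seen. In 88 groups of 4 pellets, 3 pellets lay far from the others of their group, and chance alone gives 4.4 such groups, so the number of them is no pattern.

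The log2 polysomal to sub-polysomal ratio of Tgfb1 was 0.21 in ASP shSCR replicate 1, whereas the other 3 ASP shSCR pellets lay between −1.72 and −1.64. The polysomal library held 5729 reads of Tgfb1, against 1710 to 2755 in the other ASP shSCR polysomal libraries, so low counts are not behind it. Over 11046 genes, the ratios of this pellet followed the mean of the other ASP shSCR pellets with a slope of 0.378, where the other 15 pellets had slopes of 0.806 to 1.23 on the mean of the other pellets of their condition, and the slope was low for ratios above 0 (0.538) and below 0 (0.247). Such a slope is what polysomal RNA mixed with sub-polysomal RNA would give. The share of mitochondrial transcripts was 4.72% of the polysomal library, against 0.336 to 1.19% in the other 15 polysomal and 4.81 to 9.64% in the 16 sub-polysomal libraries. By contrast, the share of ribosomal protein transcripts was 7.57%. That is within the 5.04 to 9.46% of the other 15 polysomal libraries and below the 8.79 to 16.1% of the 16 sub-polysomal ones. Mixing alone does not account for the whole library, because 143 genes were more than 1.5 times above every other library, against at most 19 in another polysomal and at most 32 in a sub-polysomal library, and a mixture lies between its parts. Among these transcripts, Fth1 took 4.4% of the library (at most 1.28% in any other) and Ftl1 3.1% (at most 0.985%), and both were picked after their values were seen. The ratio of Tgfb1 lies past 0, but 1 gene in 1 pellet decides nothing, and mixing and another difference of this library cannot be told apart for it. The total of the pellet's libraries, 46222695, was the highest of the 16 pellets, which argues against too few reads. Whether the high total plays a part was not tested. The correlation of 0.496 with the other ASP shSCR pellets argues against swapped fraction labels. A difference in how this library was made or handled, or in the spheroids of this pellet, stays open and was not tested. Tgfb1's difference between conditions rests on this pellet. Replicate 1 was not the only ASP shSCR pellet that differed. Replicate 2 had a slope of 0.919, but its scatter around it (residual SD 0.753) was larger than that of replicate 1 (0.678). Its correlation with the pellets of other conditions, 0.804, and the position of its polysomal library, 0.777, were the lowest after those of replicate 1.

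The mean log2 ratio of the genes of WP_TGFBETA_SIGNALING_PATHWAY was 0.13 in ASP shGRIN2D replicate 1 and between −0.03 and −0.02 in the other 3 pellets. For REACTOME_SIGNALING_BY_TGFB_FAMILY_MEMBERS, it was −0.28 in ASP shDHPS replicate 2 and between −0.38 and −0.37 in the other 3. Both gaps are small on the log2 scale and come from groups whose other pellets lie close together. No technical or biological explanation was tested for these 2 pellets. Without ASP shGRIN2D replicate 1, the mean NES of the 5 sets was 1.51, and without ASP shDHPS replicate 2 it was 1.49.

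REACTOME_TRANSLATION (284 genes) had a mean NES of −1.87 over the 3 comparisons. The paper marks the genes of Reactome's translation gene set in total RNA of spheroids with and without aspartate (Extended Data Figure 2f) and reports translation-related sets as enriched with aspartate there, which is another measurement than the ratio scored here. The NES was −1.56 against NoASP shSCR, −1.85 against ASP shGRIN2D and −2.22 against ASP shDHPS, with Benjamini-Hochberg adjusted p values from fgsea of 0.0231, 4.15e-09 and 7.94e-18. A negative score means that the genes of the set tended to have lower polysomal to sub-polysomal ratios in ASP shSCR relative to other genes. It does not measure overall translation, since normalization removes a shift shared by all genes. The set was picked after its scores were seen. Camera with a preset correlation of 0.01 gave adjusted p values of 0.406, 0.00539 and 3.53e-09, but with an estimated correlation they were 0.993, 0.995 and 0.835, and with fry 0.978, 0.86 and 0.0822, so no comparison passed the threshold in these 2 tests. When the 16 pellets were shared out over 4 groups of 4 in other ways, 5 of the 100 groupings, the real one included, gave as low a mean score, with ratios tested in limma and 1000 permutations per set. That share does not set the real grouping apart from other groupings. With the condition means removed, the lowest draw had a mean score of −1.713 and the next lowest −1.475, against −1.538 in the real grouping. Low shares are expected here in any case, since the set was picked after its scores were seen. ASP shSCR replicate 1 alone is argued against, since the mean score without it was −1.89. Transcript length and GC content are argued against as the whole cause, since the mean score was further from 0, −2.005, after their trend was removed. A response of the translation machinery to aspartate, Grin2d or Dhps stays open, as does chance.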

How the results depend on the processing

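No test in this part was added after its result was seen, except the alternatives for REACTOME_TRANSLATION. Over all alternatives, 0 genes passed the adjusted threshold against NoASP shSCR, ASP shGRIN2D or the mean of the other 3 conditions, also in each of the fits that left out one pellet. The count against ASP shDHPS was 37 genes (37 higher in ASP shSCR, 2416 at an unadjusted p under 0.05) and moved under most alternatives. It was 0 with DESeq2's size factors (2538 unadjusted), 0 with no pellet term (2601 unadjusted) and 0 with only the 2 conditions compared (1762 unadjusted). It was 184 with TMM within each fraction, 266 among the 11046 genes with at least 10 counts in every library, 268 under the other reading of the study's filter, 626 with DESeq2's Wald test and 231 with the replicate number as a block across conditions. From 0 to 83 genes passed across the 8 fits that each left out one pellet, 0 without ASP shSCR replicate 4 and 83 without ASP shDHPS replicate 2. The stricter filters test fewer genes, and the cause of these changes was not tested. The same block gave 1 TGF-β set among the top 15.

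The number of TGF-β sets among the top 15 was 5. It was 1 with the TRM from differences without shrinkage, 2 with the Wald statistic as the metric, and 1 with edgeR's signed p value. It ranged from 0 (without ASP shSCR replicate 1), with 1 in 5 other fits, to 5 (for example without ASP shSCR replicate 2) across the 16 fits that each left out one pellet. Of the 15 scores, 3 had an adjusted p under 0.05. This was 0 without shrinkage, 9 with the Wald statistic, 8 with edgeR's signed p value, 5 with at least 10 counts in every library, 5 with size factors within each fraction, 1 with another seed, and 0 with camera with a preset correlation, 0 with camera with an estimated correlation and 0 with fry. It ran from 0 (without ASP shSCR replicate 1) to 6 (without ASP shSCR replicate 2) across the fits that each left out one pellet. All 15 scores stayed above 0 in every alternative that gives a score. The cause of these changes was not tested. Among all gene set scores followed, 132 values kept their side of the threshold, 17 were stronger and 13 weaker, and in the fits without one pellet 266, 7 and 15.

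The rank of the word TGFBETA was 2, and it was 12 without shrinkage, 1 among words held by at least 3 gene sets and 1 with another seed. The rank of TGFBR was 1, and it was 31 without shrinkage and 2 with another seed. TGFBR is held by a single set, so it has no rank among the words of at least 3 sets.

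For the silenced genes, all alternatives kept the direction and the side of the threshold, apart from 3 of the fits of Dhps in polysomal libraries without one replicate. Across the 8 fits per result that each left out one replicate, the log2 change ran from −0.998 to −0.605 for Grin2d in sub-polysomal and from −1.36 to −0.98 in polysomal libraries, and from −2.09 to −1.96 and from −1.78 to −1.48 for Dhps. Grin2d has few reads, and this depth limits what its change can show. Of the levels of genes the paper names, 2 passed the threshold. This was 3 with DESeq2's Wald test, 3 with the replicate number added as a block, 2 with DESeq2's size factors and with at least 10 counts, and 1 to 2 across the 16 fits without one pellet.

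Tgfb1 reversed against ASP shDHPS with DESeq2's size factors (−0.0284), DESeq2's Wald test (−0.0287), without ASP shDHPS replicate 4 (−0.11) and without ASP shSCR replicate 1 (−0.46). Without ASP shSCR replicate 1 it also reversed against NoASP shSCR (−0.15) and ASP shGRIN2D (−0.18). Across the fits that each left out one pellet, its difference reached 0.50 against NoASP shSCR, 0.47 against ASP shGRIN2D and 0.18 against ASP shDHPS, each without ASP shSCR replicate 2. The reversed values are smaller than 2 times their standard errors. Among the other named genes, 15 values were weaker, and in the fits without one pellet 32. Of 58 further log2 differences, 8 of 519 values reversed in 3 results, none of them past the threshold and none from a difference above 0.05, and in the fits without one pellet 28 of 464 values reversed in 17 results, from differences as large as 0.61. REACTOME_TRANSLATION against NoASP shSCR fell short of the threshold without shrinkage (−0.904), with at least 10 counts (−1.42), within fractions (−1.44) and without the pellet term (−0.6). It also fell short without ASP shSCR replicate 3 (−1.06), NoASP shSCR replicate 3 (−1.15), NoASP shSCR replicate 4 (−1.10) or ASP shDHPS replicate 1 (−1.48), and over all fits without one pellet it ran from −1.94 to −1.06. It fell short against ASP shGRIN2D without shrinkage (−1.52).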

Differences from the paper's values

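The numbers of genes and gene sets in the paper's Methods were met by the deposited files, and the 5 gene sets highlighted in Extended Data Figure 4a were among the top 15 here. Of the alternatives set before the data were examined, these 5 sets were all among the top 15 with gene sets of 15 to 500 genes, with at least 10 counts in every library, with size factors within each fraction and with another seed. They were not with the TRM without shrinkage (1 of them), the Wald statistic (2), edgeR's signed p value (1), no pellet term (3) or the replicate number as a block (1). REACTOME_FRS_MEDIATED_FGFR3_SIGNALING ranked 15 here and 17 in the authors' deposited table.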

Other observations

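In this part, the split tests with only the libraries of the 2 compared conditions, and the tests of ASP shSCR replicate 1 and of length on the number of sets among the top 15, were chosen only after results were seen. The splits with all 32 libraries in the fit were also set up after the fit of the 2 conditions alone had given 0 genes in the real split, so both are given.

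With all libraries in the fit, 1 of the 35 splits of the 8 pellets of ASP shSCR and ASP shDHPS, the real one, gave as many as 37 genes with an adjusted p under 0.05 in edgeR, and no other split gave more than 1. At an unadjusted p under 0.05, 2 of the 35 splits gave as many as the real one (2416 genes), and the other was ASP shSCR 1, 2 and 4 with ASP shDHPS 4 (2546 genes). With only the libraries of these 2 conditions, the real split gave 0 genes (1762 unadjusted), and 2 of the 35 splits gave as many unadjusted, whereas 18 other splits gave genes with an adjusted p under 0.05, at most 3 in one split. For ASP shSCR against NoASP shSCR, 31 of the 35 splits gave as many genes with an unadjusted p under 0.05 as the real one (343 genes), and 27 of the 35 with only the 2 conditions. For ASP shSCR against ASP shGRIN2D, 22 of the 35 splits did (571 genes), and again 22 of the 35 with only the 2 conditions. Against the mean of the other 3 conditions, 8 of the 36 splits drawn gave as many as the real one (1256 genes when the other pellets are fitted as 1 group). The gene counts against NoASP shSCR, ASP shGRIN2D and the mean of the others are therefore what other groupings of these pellets give too.

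Other groupings of the 16 pellets into 4 groups of 4 were scored with limma on pellet ratios and 1000 permutations per set, a quicker procedure in which the real grouping had 1 TGF-β set among the top 15 and a mean NES of 1.33 for the 5 sets. As many TGF-β sets among the top 15 appeared in 9 of the 100 groupings, the real one included, and as high a mean score in 1 of the 100, the real one. All 15 scores were above 0 in 8 of the 100. With the condition means removed, 0 of the 100 draws had as high a mean score, and 8 had all 15 scores above 0. The study chose these 5 sets for their rank on the same libraries, so low shares for their mean score are expected with or without an effect of the conditions. The comparisons share the ASP shSCR pellets, and whether the height of the mean score comes from the conditions, from the shared pellets or from chance cannot be told apart by these draws, since they score sets chosen for it. Positive scores in all 3 comparisons also arise without any effect. The log2 differences of the 3 comparisons correlated across genes with a mean r of 0.549, against a median of 0.49 (from −0.494 to 0.699) without condition effects, so this correlation is what shared pellets give. The same sign in all 3 comparisons was found for 60.1% of genes, against a median of 49.2%, and 13 of the 100 draws had as many. Genes are not independent replicates.

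ASP shSCR replicate 1 may account for much of the height of the TGF-β scores. Without it the mean NES was 1.15, outside the 1.44 to 1.55 of the fits without another ASP shSCR pellet, and 0 TGF-β sets were among the top 15. The ranks do not rest on this pellet alone, since 1 TGF-β set was among the top 15 without ASP shSCR replicate 4, NoASP shSCR replicate 1 or 4, or ASP shGRIN2D replicate 2 or 3, and all 5 highlighted sets stayed there in 3 of the 16 fits that each left out one pellet. It does not account for their direction, since 15 of the 15 scores stayed above 0. Transcript length and GC content may account for the ranks of the highlighted sets other than HALLMARK_TGF_BETA_SIGNALING. The trend explained 13.8%, 10.4% and 38.9% of the variance of the signed root of the TRM against NoASP shSCR, ASP shGRIN2D and ASP shDHPS. After its removal 1 of the 5 sets, HALLMARK_TGF_BETA_SIGNALING, was among the top 15, at rank 3 where it was 5 before. The others went from ranks 3 to 11 to ranks 61 to 103. The mean score was 1.37 after the removal. Whether length and GC content account for its height cannot be decided, because the sets were chosen for high scores on these libraries. Of 1000 shuffles of the gene labels, 0 gave as high a mean score, before or after the removal. Genes are not independent replicates and the sets were chosen for this score, so the shuffles do not decide it either. After the removal, 0 of the 15 scores had an adjusted p under 0.05 from fgsea. Before it, 1 of the 15 did in the same run. Against ASP shDHPS the scores of REACTOME_SIGNALING_BY_TGFB_FAMILY_MEMBERS and REACTOME_SIGNALING_BY_TGF_BETA_RECEPTOR_COMPLEX were 0.984 and 1.03 after the removal. For these 2 sets much of the score in that comparison went with the trend. For HALLMARK_TGF_BETA_SIGNALING the scores in the 3 comparisons were 1.27, 1.58 and 1.63 before the removal and 1.51, 1.58 and 1.64 after it. None of them fell. The median log2 difference of the 222 genes was 0.06, as high as in 1.22% of 10000 random lists and in 10.3% of 10000 lists matched on length, GC content and mean count, so the matched lists do not set these genes apart. A biological effect of aspartate on the translation of these genes stays open.

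The levels of genes the paper names were measured in fractions of the gradient, not in total RNA, so they belong to no claim of the paper. Of 66 tests in edgeR, 2 had a Benjamini-Hochberg adjusted p under 0.05, both for Dhps in ASP shDHPS, and 7 did when adjusted over the list alone. The list follows the study's own choice of genes, so this is not independent evidence. Dohh changed by −0.20 (adjusted p = 0.853) in sub-polysomal and −0.06 (adjusted p = 0.992) in polysomal libraries of NoASP shSCR against ASP shSCR. Col6a1 was higher in ASP shGRIN2D by 0.67 in sub-polysomal libraries (edgeR adjusted p = 0.0917, the smallest of the list after those of Dhps) and by 1.18 in polysomal libraries (edgeR adjusted p = 0.317). Col1a1 had 0 to 37 reads per library, too few for its level to be compared. The polysomal level of Tgfb1 changed by −1.03 in NoASP shSCR (adjusted p = 0.362), and by −0.25 without ASP shSCR replicate 1.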
